# Genetic interaction network has a very limited impact on the evolutionary trajectories in continuous culture-grown populations of yeast

**DOI:** 10.1186/s12862-021-01830-9

**Published:** 2021-05-26

**Authors:** Joanna Klim, Urszula Zielenkiewicz, Marek Skoneczny, Adrianna Skoneczna, Anna Kurlandzka, Szymon Kaczanowski

**Keywords:** Compensatory evolution, Experimental evolution, Genetic interactions, Yeast, Genomics, Transcriptomics

## Abstract

**Background:**

The impact of genetic interaction networks on evolution is a fundamental issue. Previous studies have demonstrated that the topology of the network is determined by the properties of the cellular machinery. Functionally related genes frequently interact with one another, and they establish modules, e.g., modules of protein complexes and biochemical pathways. In this study, we experimentally tested the hypothesis that compensatory evolutionary modifications, such as mutations and transcriptional changes, occur frequently in genes from perturbed modules of interacting genes.

**Results:**

Using *Saccharomyces cerevisiae* haploid deletion mutants as a model, we investigated two modules lacking *COG7* or *NUP133*, which are evolutionarily conserved genes with many interactions. We performed laboratory evolution experiments with these strains in two genetic backgrounds (with or without additional deletion of *MSH2*), subjecting them to continuous culture in a non-limiting minimal medium. Next, the evolved yeast populations were characterized through whole-genome sequencing and transcriptome analyses. No obvious compensatory changes resulting from inactivation of genes already included in modules were identified. The supposedly compensatory inactivation of genes in the evolved strains was only rarely observed to be in accordance with the established fitness effect of the genetic interaction network. In fact, a substantial majority of the gene inactivations were predicted to be neutral in the experimental conditions used to determine the interaction network. Similarly, transcriptome changes during continuous culture mostly signified adaptation to growth conditions rather than compensation of the absence of the *COG7, NUP133* or *MSH2* genes*.* However, we noticed that for genes whose inactivation was deleterious an upregulation of transcription was more common than downregulation.

**Conclusions:**

Our findings demonstrate that the genetic interactions and the modular structure of the network described by others have very limited effects on the evolutionary trajectory following gene deletion of module elements in our experimental conditions and has no significant impact on short-term compensatory evolution. However, we observed likely compensatory evolution in functionally related (albeit non-interacting) genes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12862-021-01830-9.

## Background

Genetic interaction networks are the subject of a growing field of scientific research—systems biology. In high-throughput studies the calculation of fitness epistasis has been employed to define interaction networks among gene deletions. The phenomenon of epistasis has been studied for over 100 years and its definition varies in time and between scientific fields. In this study it is considered in terms of the fitness effects of two mutations alone, or in combination, and it is used to describe situations in which those combinations show nonadditive phenotypic effects. Interactions between genes occur when the fitness of a double mutant differs from the additive expectation based on the individual fitness effects of the mutations. Epistasis is positive when mutations in two genes cause an organism to exceed the fitness predicted from individual effects of deleterious mutations on the organism, and it is negative when mutations cause the organism to fall below the predicted fitness. Genetic interactions identify functional relationships between genes and functional modules. Functional modules are groups of genes (related by genetic interactions) that participate in the same biological process.

Genetic interaction networks based on fitness epistasis also contain information regarding adaptive landscapes, which means that fitness data show whether in the background of a given deletion mutant a deletion of another gene is beneficial or deleterious. In the early 1920s, Ronald Fisher pioneered the notion that adaptation is, on the whole, a hill-climbing process. In other words, adaptation proceeds through a progressive accumulation of beneficial mutations [1]. Soon after, Sewall Wright proposed in a seminal paper that the relationship between genotypes could be visualized (or described) as a landscape [2]. The fitness is the “height” of the landscape, while the genotypes or phenotypes are points in the multidimensional space located beneath the landscape. During evolution, genotypes achieve local peaks of fitness by gradual step mutations. The evolutionary theories predict that different populations evolve toward a stable outcome unless the adaptive peak is constantly in motion i.e. landscape is unstable [3]. If a genetic interaction network is stable, it could be expected that the landscape resulting from that network has an impact on the trajectory of compensatory evolution in similar conditions and similar genetic backgrounds. The history of compensatory evolution studies is as old as microbial experimental evolution itself (for a review see [4]). Once a deleterious mutation is introduced in a given population, its negative effect on fitness can be alleviated through compensatory evolution. Thus, compensatory evolution is an adaptive process in which specific mutations are driven to fixation to suppress or mask the effect of a deleterious mutation.

In this paper, we investigated whether the genetic interaction network has an impact on the evolution of biological functional modules. We expected that loss of function of one component of such modules would lead to evolutionary reorganization of the cellular machinery. Simultaneously, we verified the impact of compensatory evolution on modules of genetic interactions. As an experimental model, we utilized the budding yeast *Saccharomyces cerevisiae*, which is the most thoroughly genetically characterized eukaryotic microorganism. In this model, the genetic interaction network is well characterized [5]. It has been shown that nonlethal deleterious mutations are widespread in populations [6, 7]. Two large-scale evolutionary studies suggest that such mutations are frequently compensated for by other mutations elsewhere in the genome [8, 9], a statement which is supported by other findings [10–13].

We tested the stability of two functional modules associated with two evolutionarily conserved genes with many interactions: *COG7*, which encodes a protein involved in vesicular transport, and *NUP133*, which encodes a protein engaged in nucleocytoplasmic transport. Using whole-genome sequencing and microarray techniques, we analyzed the evolutionary trajectory in *cog7Δ* and *nup133Δ* haploid mutants subjected to experimental evolution in continuous culture in a non-limiting minimal medium. Continuous cultures assure the stability of environmental conditions and the metabolic state of cells whereas a chemically-defined medium ensures reproducibility of results. Moreover, a defined medium minimizes the number of variables thus facilitating the exploration of those important for the given study. This is particularly advantageous when whole transcriptome studies are performed, which is one of the elements of this research [14, 15].

We came to the conclusion that the supposedly compensatory inactivation of genes in the evolved strains was very rarely in accordance with the established fitness landscape and only a few changes in the transcriptomes of the evolved yeast populations were in keeping with predictions. A substantial majority of the inactivations were in fact predicted to be neutral on the basis of the landscape of the interaction network [16]. However, we identified mutations in genes that are functionally related to *COG7* or *NUP133* and in new genes that are likely involved in adaptations to continuous culture and medium conditions.

## Results

### Experimental evolution—general description

In order to check whether the genetic interaction network has an impact on evolution of biological functional modules, we performed two sets of experiments. The evolving yeast strains were devoid of either the *COG7* or the *NUP133* gene. These evolutionarily conserved genes [17–20], were selected because *cog7Δ* and *nup133Δ* mutants exhibited enhanced fitness while combined with some other deletion mutants in the high throughput Synthetic Genetic Array (SGA) assay of genetic interaction networks [16]. According to the BioGRID repository (https://thebiogrid.org [21]), both genes exhibit numerous genetic interactions: *COG7*—352 and *NUP133*—530. Based on the BioGRID database statistics available for *S. cerevisiae* S288C strain, there are 443,432 non-redundant genetic interactions among the 5,962 unique yeast genes, therefore each gene exhibits ca. 74 genetic interactions, on average. According to data from Costanzo et al*.* [16], *COG7* is involved in 248 and *NUP133* in 362 interactions in comparison to 165 on average. Taken together, these data imply that *COG7* and *NUP133* genes participate in 1.5- to sevenfold more genetic interactions than the average gene. Thus, the likelihood of observing compensatory mutations arising in other genes seemed high even in a short-term experiment.

The *COG7* gene encodes an element of the oligomeric Golgi (COG) complex. The COG complex organizes core vesicular trafficking to and within the Golgi apparatus and is also involved in protein glycosylation. It is remarkable for the number of interactions, and a lack of nearly any of its elements significantly affects numerous cellular processes [22]. The Cog7 subunit forms a binary complex with Cog5 [23]. Their interaction is conserved from yeast to humans and its disruption causes glycosylation defects [24]. Nup133, a component of the nuclear pore complex (NPC), is an element of the coat nucleoporin subcomplex (CNC) [25, 26]. Nup133 has multiple functions mainly linked to RNA export and NPC assembly [27, 28]. It is also involved in the functioning of the mitotic spindle by recruiting centromeric CENP-F to NPCs in the prophase and maintaining the association of the centrosome with the nuclear envelope at mitotic entry [29].

We also performed a second set of experiments designed to speed up the evolution, in which double mutants *cog7Δ msh2Δ* and *nup133Δ msh2Δ* were used. The lack of *MSH2* gene increases the frequency of mutations and we assumed that introducing *msh2Δ* into *cog7Δ* or *nup133Δ* could increase the rate of appearance of beneficial variants by increasing the dynamics of mutation rate.

Before the continuous culture experiments were run, growth rates of knockout strains were measured in comparison to the wild-type strain in the non-limiting minimal medium used in further studies (Additional file 1). As expected, all mutants had increased doubling times (0.4–23.6%) in comparison to the wild-type.

The studied strains were cultivated in parallel with three replicates for each strain, resulting in 12 independent continuous cultures. To detect adaptations unrelated to the presence of the *cog7Δ* or *nup133Δ* deletions, we performed similar evolutionary experiments for control strains; the parental W303 strain and the *msh2Δ* strain, both in triplicate. The cell culture density was maintained in a stable state of 5.2 ± 1.1 × 10^7^ cells per mL, the density equivalent to the late exponential phase of batch culture in the same medium. The experiments were ended due to the appearance of flocculation. All non-mutator populations (*MSH2*) were propagated for approximately 200 generations, and the mutator (*msh2Δ*) ones for ca. 350 generations (Fig. 1). Then, the genomes and transcriptomes of evolved populations were determined.

**Fig. 1:**
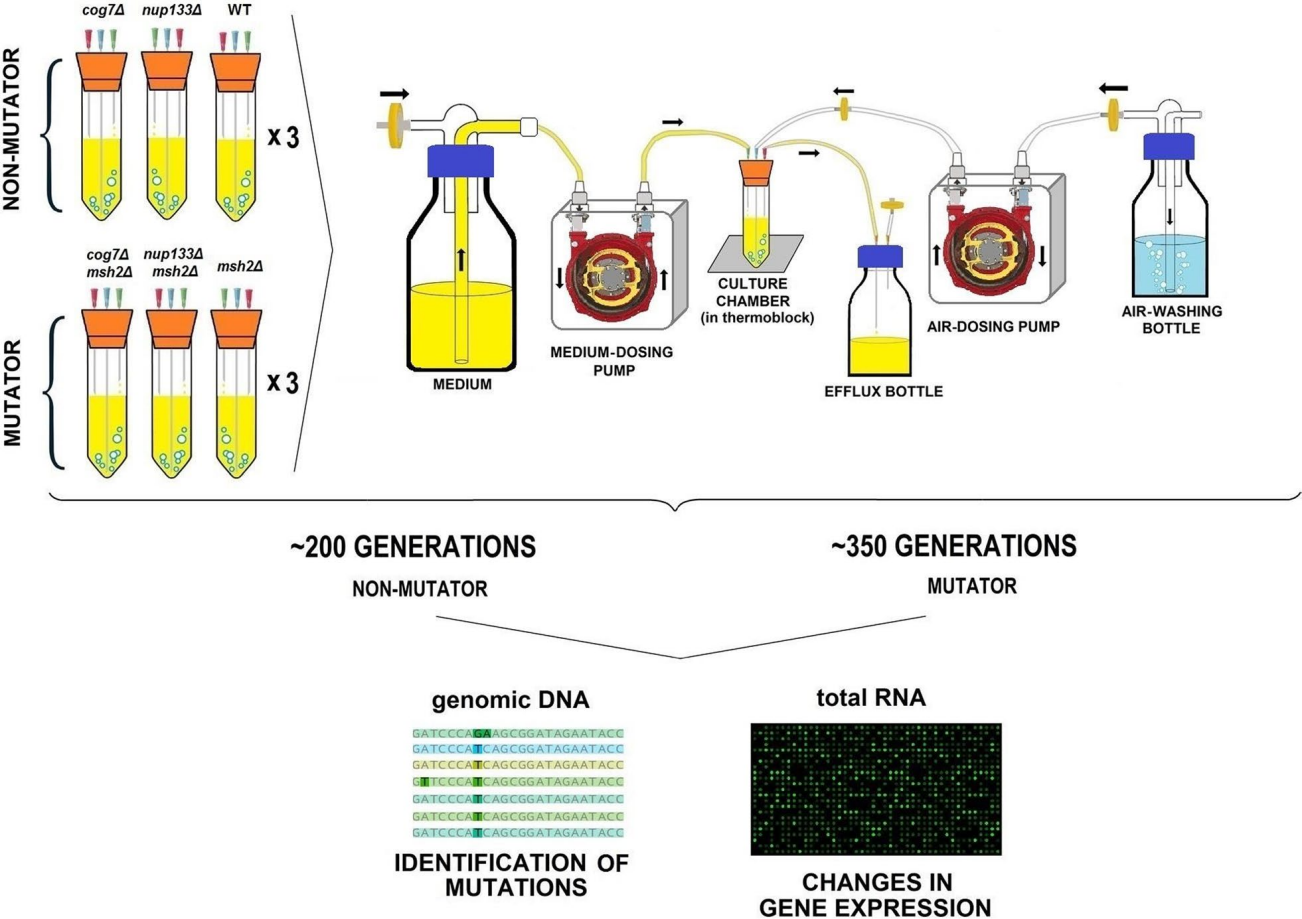
Schema of the continuous culture evolution experiments. This figure was in part composed of elements derived from: https://commons.wikimedia.org/wiki/File:Bredel_Werkingsprincipe_animatie.gif, https://commons.wikimedia.org/wiki/File:Microarray_and_sequencing_flow_cell.svg (modified)

Because it was reported that in some evolutionary experiments, yeast cells can switch their ploidy ([30–32], for a review see [33]), we evaluated the ploidy of evolved populations by DNA content analyses using flow cytometry and we found that haploidy was distinctly dominant in all populations. Analyses were performed for all biological replicates, and representative DNA content profiles are shown in Additional file 2.

### Mutations in evolved yeast populations

To identify the genetic changes in the evolved populations complete genomes of 17 independently evolved populations (one of the evolved *msh2Δ* population could not be processed due to technical reasons) were sequenced and compared with the genomes of corresponding ancestor strains sequenced de novo. The average coverage for a population whole-genome sequencing across all samples was 113×. Variants supported by less than 10 reads across a given population were removed. To filter for high-frequency variants, a 50% mutation frequency threshold (on a population scale) was applied. Figure 2 shows summarized data obtained for each population studied. At the scale of whole populations, we identified ca. 100–130 new mutations in non-mutator strains and ca. 200–350 mutations in the mutator ones. Next, we calculated fixed mutation rate that was defined as an average number of mutations (with a frequency threshold ≥ 50%) identified in each yeast strain, per base, per replication cycle (mut/nuc/rep). The fixed mutation rates were similar in the *cog7Δ, nup133Δ*, and WT strains. As expected, the fixed mutation rates of the control *msh2Δ* and the *cog7Δ msh2Δ* and *nup133Δ msh2Δ* strains were higher than in non-mutator ones. The vast majority of all mutations were localized to tandem repeats (TRs), and numerous were found in putative promoters (Fig. 2). For one mutation in an ORF, there were on average ten (non-mutators) or eight (mutators) mutations in promoter regions.

**Fig. 2:**
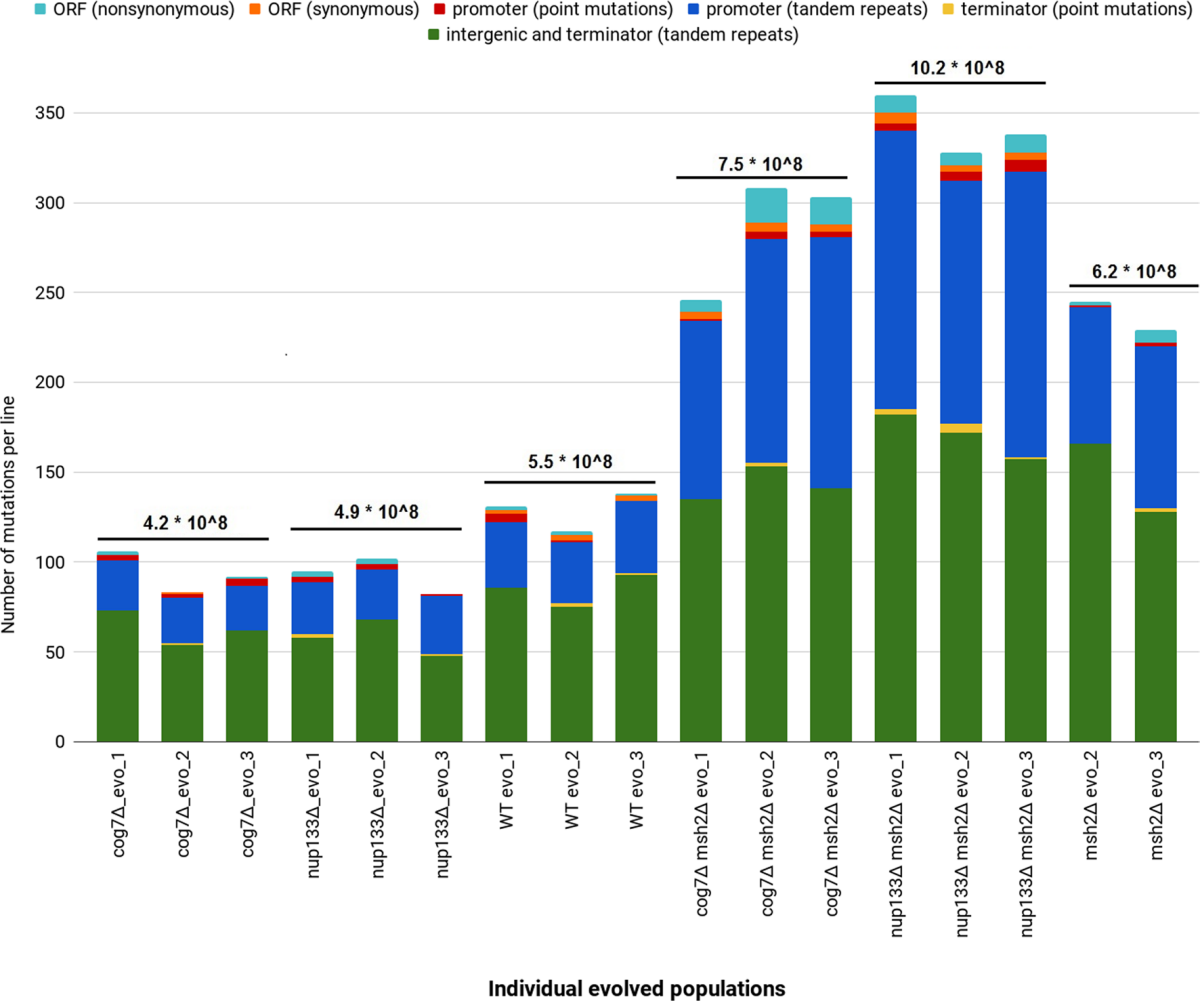
Graphical summary of DNA-sequencing data of 17 evolved yeast populations including a number and type of mutations per each evolved yeast population and average fixed mutation rate per genotype (shown above the bars). Fixed mutation rate was defined as an average number of mutations (with a frequency threshold ≥ 50%) identified in each yeast strain, per base, per replication cycle (mut/nuc/rep). The type of mutation is represented by color: light blue = nonsynonymous, orange = synonymous, red = promoter (point mutations), navy = promoter (indels located in tandem repeats), yellow = terminator (point mutations), green = intergenic and terminator (indels located in tandem repeats)

In further analyses we only considered single nucleotide polymorphisms (SNPs) and short insertion/deletion events. Intergenic mutations and those identified in TRs regions were not included. Because there were only small differences in the number and types of mutations between different biological replicates for a given yeast strain, they were combined for further analysis. Point mutations in open reading frames (ORFs), putative promoter (5′ upstream regions—up to 500 nucleotides), and terminator regions (3′ downstream regions—up to 250 nucleotides) were analyzed separately. Summarized data are presented in Table 1 and Additional file 3: Table S3,  Additional file 4: Table S4 and Additional file 5: Table S5 that show detailed information.

**Table 1:** Characteristics of point mutations identified in evolved yeast strains

	Mutations					
Strain	ORFs		Putative promoter regions		Putative terminator regions	
	Total	Genotype-specific^b^	Total	Genotype-specific^b^	Total	Genotype-specific^b^
*cog7Δ*	4	1 (1^a^)	2	1	2	1
*nup133Δ*	5	3 (3^a^)	2	1	6	5
WT	4	3 (2^a^)	4	3	4	3
*cog7Δ msh2Δ*	44	43 (36^a^)	8	8	3	2
*nup133Δ msh2Δ*	36	36 (24^a^)	15	15	8	7
*msh2Δ*	8	7 (7^a^)	3	3	2	2

^a^Nonsynonymous

^b^Unique to given strain in terms of given experimental group (non-mutator or mutator)

Data combined for three biological replicates. Intergenic mutations and those identified in TRs regions not included. Mutation frequency threshold ≥50%.

In the evolved *cog7Δ* and *nup133Δ* populations we found few unique nonsynonymous substitutions, one (in *MEC1*) in *cog7Δ* population 3, and three (in *CAN1*, *PFK27*, and *WHI2*) in *nup133Δ* population 1 and 2. According to the Costanzo et al*.* [16] databases neither *MEC1* interacts with *COG7* nor *CAN1*, *PFK27* or *WHI2* with *NUP133*. A similar number of unique mutations was detected in the evolved wild-type populations, where we identified mutations in *MSY2, URE2,* and *DAL82*, of which only two were nonsynonymous (Table 1 and Additional file 3: Table S3).

In the evolved *cog7Δ msh2Δ* populations, 43 unique mutations were identified in ORFs, and 36 of them alter the amino acid sequence of encoded proteins (Table 1 and Additional file 4: Table S4). In the evolved *nup133Δ msh2Δ* populations, 36 unique ORF mutations were identified, of which 24 were non-synonymous (Table 1 and Additional file 4: Table S4).

In the *cog7Δ msh2Δ* populations, the set of genes bearing nonsynonymous mutations could be divided into six subgroups according to their biological function (except for two uncharacterized ORFs, YPL247C and YPL277C), shown in Table 2 (for more details, see Additional file 6), however, no enrichment of gene ontology (GO) terms was found. In the *nup133Δ msh2Δ* strain mutated genes belonged to seven functional groups (Table 2, for details, see Additional file 7). Again, no GO term enrichment was found.

**Table 2:** Gene ontology classification of mutated genes according to their biological meaning

Biological meaning	*cog7Δ msh2Δ*	*nup133Δ msh2Δ*
Cell wall and cell division	*DMA2, ELM1, SKM1*	*DMA1, GIC1, SCW4*
Cellular metabolism	*AMF1, DAK2, GLN1, GNA1, HXK1, ICL1, SEO1, SHM2, SHP1, SOL4, TKL1*	*CAN1, CEX1, EFT2, SAM2*
Endocytosis	*ART5, ECM21*	
Genome maintenance	*AMN1, EXO5, HUR1, IRR1, NET1, PIF1, SAP30*	*APC5, GIC1, MEC3, RIM15, RSC1, SWI1*
Golgi/ER-associated	*HSP104, KRE5, PMR1, TRX2*	*PRK1, SLA2*
Histone modification		*ACC1, BRE1*
Peroxisome-associated		*INP1, PEX21*
Protein folding		*EMP65, HSP60, IBA57, TAH1*
Transcription, translation	*ACE2, MRPS5, PAB1, PRP2, RPL4B, SSN3, WAR1*	

It should be noticed that *cog7Δ msh2Δ* and *nup133Δ msh2Δ* populations share some enriched groups e.g., cellular metabolism, and genome maintenance.

In the control *msh2Δ* evolved strain only a small number of uniquely mutated genes was found: *BRR2, DRN1, MDN1, PMD1, RPL42B, URE2,* and *YBT1* thus GO enrichment analysis was not performed.

### Putative adaptive mutations in evolved strains

We verified whether the loss-of-function mutations acquired during our continuous culture experiments fit in the yeast genetic network described by Costanzo et al*.* [16], which has been used as a model of the fitness landscape. Such mutations are likely to have a universal beneficial impact on the deletion mutants subjected to the experiments. We assumed that the loss of function of a second gene has a statistically significant impact on the fitness of the original deletion mutant if the absolute value of the difference between the fitness of the single and the double deletion mutant is higher than three times the standard deviation of the fitness of the double mutant. Among changes present in the evolved mutant strains there were few causing nonsense mutations leading to protein truncation caused by premature stop codons. One such mutation (in *WHI2*) was found in the *nup133Δ* population 1, but according to Costanzo et al*.* [16] inactivation of *WHI2* has no impact on fitness of *nup133Δ*. No putative loss-of-function mutations were found in *cog7Δ* populations. In the double mutant *cog7Δ msh2Δ* three putative loss-of-function mutations were found, *ACE2* (in population 3), *ECM21* and *SAP30* (in population 2), and three in *nup133Δ msh2Δ*, *MEC3, RIM15* and *TAH1* (in population 3). According to Costanzo et. al. [16], inactivation of *ACE2* and *ECM21* has no impact on fitness of neither *cog7Δ* nor *msh2Δ*, while inactivation of *SAP30* is deleterious both for the *cog7Δ* and *msh2Δ* mutants. Loss of function of *MEC3* has no impact on the fitness of *nup133Δ* and *msh2Δ* while inactivation of *RIM15* is beneficial and inactivation of *TAH1* is deleterious when combined with *msh2Δ.* In the control *msh2Δ* evolved strain only the *URE2* gene was truncated (population 2). Ure2 participates in nitrogen catabolite repression [34]. Deletion of *URE2* has no impact on the fitness of *msh2Δ* in the genetic interaction network.

Thus, the supposedly compensatory inactivation of genes in the evolved populations followed the expectation (i.e., was in accordance with landscapes derived from known genetic interactions [16]) only one in eight cases. In five cases no impact on mutant fitness was predicted, and in two cases gene inactivation might cause fitness decrease. Thus, a substantial majority of the inactivations were in fact predicted to be neutral.

What is more, we did not observe any trend of mutations accumulation in genes that participate in the same functional module as primarily deleted *COG7*, *NUP133* or *MSH2*, respectively (documented in Table 3). Also, the number of genes showing positive and negative interactions with the tested genes was similar (data not shown).

**Table 3:** A number of genotype-specific genes mutated in the course of evolution exhibiting genetic interactions (GIs) with primarily deleted *COG7*, *NUP133* or *MSH2*, respectively

Primarily deleted gene	Evolved strain	Genes exhibiting genetic interaction/s with primarily deleted gene		Mutated genes
		Lenient^a^	Stringent confidence^b^	
*COG7*	*cog7Δ*	0	0	2
	*cog7Δ msh2Δ*	5 (1)	0	51 (8)
*NUP133*	*nup133Δ*	0	0	4
	*nup133Δ msh2Δ*	8 (4)	3 (1)	51 (15)
*MSH2*	*cog7Δ msh2Δ*	6	1	51 (8)
	*nup133Δ msh2Δ*	3	2	51 (15)
	*msh2Δ*	0	0	10 (3)

^a^(P < 0.05)

^b^(P < 0.05 and GIS > 0.16 or < -0.12)

The analysis was based on Costanzo et al. [16] genetic interaction network data and two filtration thresholds were applied. Only genes mutated in ORFs and promoter regions (in parentheses) were analyzed.

Thus, we did not find correlations between neither *MSH2, COG7* nor *NUP133* and mutated genes in terms of genetic interactions. The identified genes are not the parts of the same modules as originally deleted ones and they do not correlate with the fitness landscape of genetic interaction network. Thus, the fitness landscape does not seem to govern the process of evolution of tested deletion mutants.

The genetic interaction network we based our study on was determined for one specific growth condition and one *S. cerevisiae* strain. It is quite likely that upon different conditions different interactions will be revealed [35]. However, since a significant conservation of GIs and GI network structure has been reported even between distant yeast species [36, 37], it seems less likely that it would completely change the overall image of the network itself.

To understand the mechanisms of adaptation of studied mutants we searched through all genes mutated in coding sequences hoping to identify unanticipated mutations. In result, we identified mutations in genes functionally related to *COG7* or *NUP133.* We also identified mutations in genes involved in adaptations to the chemostat conditions, identified by other researchers. Since our experimental continuous culture conditions resembled a chemostat, we could expect such changes. They are briefly described below.

In the evolved *cog7Δ* population we found the mutation leading to a change in the Mec1 protein. In *nup133Δ* – mutations leading to changes in Can1, Pfk27, Whi2. These proteins play important roles in DNA repair, sugar metabolism, and general stress response but are not known to be, directly or indirectly, linked to *COG7* or *NUP133*, respectively. In the evolved *cog7Δ msh2Δ* and *nup133Δmsh2Δ* populations we selected a few putative compensatory mutations. The characteristics of the respective proteins and amino acid changes that resulted from identified mutations are given in Table 4. In *cog7Δmsh2Δ* we found mutations in *PMR1* and *TRX2* (population 2), likely related to *COG7*. We assume that mutations in these genes, if they enhanced the activity of the encoded proteins, could compensate for the *COG7* loss. Pmr1 protein delivers calcium and manganese ions to the Golgi. Both ions are required for proper processing and trafficking of polypeptides through the secretory pathway [38]. It has been reported that Pmr1 plays a role in the sorting of secreted proteins at the trans-Golgi network/late Golgi membranes and in glycosylation since *PMR1* inactivation led to some perturbations of the glycosylation [39]. What is more, according to the data deposited in the BioGRID, *PMR1* inactivation combined with deletion of some of the COG genes causes severe growth defects. Therefore, it seems that the Pmr1 and Cog proteins are closely related functionally. Trx2 is an element of the thioredoxin system that plays an essential role in cell protection against oxidative stress induced by reactive oxygen species (ROS) and participates in cell repair. Interestingly, the Trx2 protein is also required for vacuole inheritance and ER-Golgi transport where it participates in the retrieval of resident ER proteins cycling between the Golgi and the ER [40]. Therefore, it can be postulated that Trx2 has an impact on the Golgi-ER communication and could alleviate the vesicle trafficking defects caused by a lack of Cog7. In the *nup133Δmsh2Δ-*derived populations, we found five mutated genes that might be functionally related to *NUP133.* Four of them: *ACC1* (population 2)*, BRE1, RSC1* (population 3) and *SWI1* (population 1) encode proteins engaged in NPC stabilization, transcription and chromatin silencing [41–44]. Because Nup133 is also involved in these processes [45–47], it is likely that the mutated genes could, to some degree, compensate for the *NUP133* loss. The fifth protein, Cex1, interacts directly with NPCs and participates in the tRNA export [48]. Thus, the mutation in *CEX1* (identified in population 3) is likely to compensate for some functions compromised in *nup133Δ*.

**Table 4:** Putative compensatory mutations in evolved *cog7Δ msh2Δ* and *nup133Δ msh2Δ* mutator populations

Primarily deleted gene	Mutated gene	Function	aa change	aa position	PFAM Domain (aa)	Motif (ELM prediction)	Putative connection with deleted gene
*COG7*	*PMR1*	Ion transporting ATPase	F → C	926	PF00689 P-type ATPase, transmembrane domain (762–934)		Required for Ca^2+^ and Mn^2+^ transport into Golgi
	*TRX2*	Cytoplasmic thioredoxin	M → V	40	PF00085 Thioredoxin domain (10–100)		Required for ER vesicle fusion with the Golgi
*NUP133*	*ACC1*	Regulates histone acetylation; required for synthesis of long-chain fatty acids that were proposed to stabilize the NPC [41]	H → R	2068	PF01039 Acetyl-CoA carboxylase (1574–2130)		Nup133 also plays a role in transcription regulation and chromatin silencing
	*BRE1*	Required for methylation of selected histones [42]	L → S	599			
	*RSC1*	Regulates nucleosome positioning and transcription regulation [43]	A → V	98	PF00439 Bromodomain (31–98)		
	*SWI1*	Regulates transcription by remodeling chromatin [44]	T → N	15		GSK3 phosphorylation recognition site	
	*CEX1*	Component of nuclear tRNA export pathway [48]	A → T	468			Associates with NPCs by interacting with Nup116p

Putative compensatory mutations in evolved *cog7Δ msh2Δ* and *nup133Δ msh2Δ* mutator populations

Because most of the amino acid changes were located in domains or motifs important for the function of the respective proteins it is likely that they caused significant functional changes. We suggest that the mutations identified in the above genes could be compensatory by alleviating the fitness loss due to the deletion of *COG7* or *NUP133*. The missense mutations, by enhancing growth of evolved mutants, may facilitate the restoration of their fitness. However, the fact that not all evolved populations of a given strain carry such mutations suggests that alternative mechanisms of fitness compensation were achieved, or other compensatory events took place.

The majority of mutations occurred in genes involved in basic cellular processes. It is well known that culturing in a chemostat, which our experiments emulated (constant growth conditions) except for the absence of nutrient limitation, often results in altered cellular strategies independent of the original genotype but rather associated with the response to the environment (for a review see [49]). In our study, they are likely represented by changes not related to the original deletion. These changes may hinder connecting genotype to the observed mutations, but nonetheless, they provide valuable information about the spectrum of mutations that are adaptive in a specific environment. They also validate the conducted experiment indicating that it was carried out long enough to allow adaptation to growth conditions.

In the non-mutator strains, we identified mutations in the genes *HOG1* and *WHI2* linked before to the adaptation to chemostat conditions [50]. The Hog1 protein plays an essential role in multiple stress conditions (for a review see [51]) and Whi2 is essential for general stress response associated with cell cycle arrest [52]. We found nonsynonymous mutations (both frameshift and missense) in *HOG1* in wild-type (population 1 and 2) and *cog7Δ* (population 1) (Additional file 3). One of them resulted in a stop codon, the second mutation caused E186K substitution. In *cog7Δ* the mutation leading to R290K substitution was identified. In the gene *WHI2* missense and nonsense mutations occurred in *nup133Δ* populations, i.e., mutation causing substitution Q387* in population 1 and W273L in population 2 (Additional file 3). The presence of these mutations, likely inactivating Hog1 and Whi1, indicates that experimental conditions did not trigger stress responses. At present, we cannot explain putative advantageous qualities of the observed changes.

Mutations in *URE2* (WT population 2), *PFK27* (*nup133Δ* population 1), *BUL1* (*cog7Δ* population 1, and *nup133Δ* population 2), and *MSY1* (WT population 1 and 3) are likely to be adaptive. These genes encode proteins engaged in fructose metabolism (*PFK27*), regulation of nitrogen utilization (*URE2*), aa-tRNA synthesis (*MSY1*), and amino acid uptake (*BUL1*). Thus, in the non-mutator strains, the adaptations indicate that the environment caused a stronger selective pressure than did the introduction of gene deletions.

In the mutator populations, two genes related to continuous culture adaptation were affected: *RIM15* in *nup133Δ msh2Δ* (population 3), and *ACE2* in *cog7Δ msh2Δ* (population 3). Rim15 protein activates transition to the G0 phase in response to starvation [53], and its mutations have been described in a variety of nutrient-limited chemostat experiments [50, 54–57]. *ACE2* encodes a cell cycle-regulated transcription factor [58]. What is more, mutations in *ACE2* likely contribute to the evolution of aggregation phenotypes [59]. Altogether three genes engaged in cell cycle regulation (*ACE2, WHI2* and *RIM15*) and associated with the adaptation to growth conditions were mutated.

Besides the above mutations, we found other potentially growth conditions-adaptive ones, in genes related to basic metabolism. It is likely that the mutations identified in *PRO3* and *URE2* (*msh2Δ* and wild-type), *AMF1, DAK2, GLN1, GNA1, HXK1, ICL1, PRO3, SEO1, SOL4* and *TKL1 (cog7Δ msh2Δ*) and *PEX21* and *SAM2* (*nup133Δmsh2Δ*) could have beneficial effects on yeast growth in continuous culture in non-limiting minimal medium (for details see Additional file 6 and Additional file 7).

To sum up, we did not find compensatory gene inactivations linked to *COG7* or *NUP133*. Our genomic data indicate that mutations do not tend to accumulate in genes belonging to a given functional module. Instead, we identified a few putative compensatory mutations related to *COG7* or *NUP133* and compensating for their loss, but not included in the Costanzo et al. [16] genetic interaction network. Substantially more mutations were linked to general adaptations to growth conditions.

### Parallel evolution in the evolving yeast populations

The data from repeated experiments were pooled to facilitate the analyses discussed above. However, this approach prevented us from detecting mutations shared by different populations evolved from the same ancestor, i.e., cases of parallel evolution. Thus, in the next step, we re-examined ORF mutations in each population separately. Table 5 shows that in the non-mutators at least two populations which evolved from the same genotype shared mutations in one (*WHI2—*in *nup133Δ*) or two (*MSY1* and *HOG1*—in wild-type) genes. As already mentioned, mutations in *WHI2* are speculated to provide a fitness advantage under certain environments or in combination with other compensatory mutations [8, 60] whereas a role of mutations in *HOG1* remains unclear.

Although in the *msh2Δ* populations more mutations occurred, as expected, they were not more reproducible between replicates than in the non-mutator ones. The only shared mutations in *cog7Δ msh2Δ* populations were in *SEO1* encoding putative transmembrane transporter and in *CDC3* encoding a component of the septin ring (Table 5). This indicates that parallel evolution within a given yeast strain was overall rare in the evolving yeast populations.

Interestingly, we identified four genes that were mutated more than once across all yeast populations i.e., *BUL1* (α-arrestin, a component of the Rsp5p E3-ubiquitin ligase complex), *PRO3* (catalyzes the last step in proline biosynthesis), *URE2* (glutathione peroxidase involved in regulating cellular nitrogen utilization), and already mentioned *HOG1*. Mutations in these genes might be beneficial in our experimental conditions, regardless of genetic background.

### Transcriptomic changes in evolved populations

In parallel with the whole population sequencing of evolved yeast cell populations, we performed transcriptome analyses of the same samples. Here, we aimed to reveal if the transcriptome changes are directly linked to mutations in 5’ upstream regions. We envisaged that changes in gene expression levels within the continuously cultured cell population may have compensatory characteristics or even that some of the differentially expressed genes (DEGs) belong to *COG7* or *NUP133* interaction modules.

To reject changes in gene expression occurring due to rapid shift in conditions at the onset of continuous culture, we compared the transcriptomes of the cell population samples harvested after about 35 generations, i.e., shortly after reaching the steady-state, with the transcriptomes of final, adapted populations after about 200 generations (for WT, *cog7Δ* and *nup133Δ*) or after about 350 generations (for *msh2Δ, msh2Δ cog7Δ* and *msh2Δ nup133Δ*). Agilent Yeast v2 microarray and Cy3 Cy5 two-color labeling were employed in this experiment (see Materials and Methods for more details). 

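The arrays followed messenger RNA in 9 cultures, 3 each of WT, cog7Δ and nup133Δ, each evolved population being set against the same culture at 35 generations. Both deletions show in the signals. COG7, which encodes a subunit of the Golgi tethering complex, reads 6.47, 6.77 and 6.83 (log2 signal, evolved populations) in cog7Δ 1, 2 and 3, and 8.64 to 9.76 in the other 6 cultures. NUP133, which encodes a nuclear pore subunit, reads 6.52, 6.67 and 6.55 in nup133Δ 1, 2 and 3, and 7.51 to 8.33 in the others. Each culture was hybridized on 2 arrays with the dyes exchanged, 18 arrays in all, and every array carries 12512 spots for 6256 genes, 2 per gene. The median spot signal was 9.69 to 19.1 times the local background on the WT arrays, 14.1 to 23.1 times on the cog7Δ arrays and 12.5 to 22.9 times on the nup133Δ arrays, and the authors' software marked 0.368% to 13.8% of the gene spots of an array as not found. The authors extracted the spot intensities with GenePix Pro 6.1, normalized them in Acuity 4.0 and deposited 1 log2 ratio per gene and culture beside the scan files. The values given here start from the deposited spot intensities of both dyes. Background was corrected with limma's normexp (offset 50), each array was normalized by loess, spots and dye swaps were averaged, and genes were tested with limma over the 9 cultures, with p adjusted over all 6256 genes. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. The ratios from the exchanged dyes correlate at 0.894 to 0.961 across genes, which are not independent replicates. The size of the ratios depends on the processing: regressed on the deposited log2 ratios, they have slopes of 0.541 to 0.892. The slopes were not computed under other settings. Counts shift with the background step. Plain subtraction in place of normexp gave 189 genes at least 2-fold higher in at least 2 of 3 WT cultures. Normexp gave 124 and the deposited log2 ratios 243. How much each step sets the slopes was not tested. The number of cultures, 3 per strain, limits the precision of each mean, and a difference between strains already present at 35 generations is not measured.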

Hereafter, for brevity, we call the results of these comparisons as adaptive transcriptomes.

First, we analyzed the similarities between adaptive transcriptomes of individual biological replicates within each genotype and between genotypes. We employed Euclidean distance as a measure of this similarity and the results are shown in Additional file 8, A and B.

This analysis revealed slightly higher level of similarity between adaptive transcriptomes of biological replicates of WT and *cog7Δ* genotypes than between those of the remaining genotypes, but in general these differences were not statistically significant (p-value calculated with Student t-test was between 0.44 and 0.81). 

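On average, cultures of the same strain changed more alike than cultures of different strains. Over the log2 ratios of all 6256 genes the Euclidean distance averaged 34.6 within strains (range 20.5 to 52.0, n = 9 pairs) and 42.7 between strains (range 19.8 to 54.8, n = 27 pairs). The difference of 8.17 has an exact permutation p of 0.0107 over the 280 ways of placing 9 cultures in 3 groups of 3. Within strains the mean distance was 32.0 in WT, 33.5 in cog7Δ and 38.2 in nup133Δ (n = 3 pairs each). The closest pair of WT cultures is WT 2 and WT 3 (20.5), and the most distant pair of nup133Δ cultures is nup133Δ 1 and nup133Δ 3 (52.0). Between strains the mean was 45.2 for WT and cog7Δ, 44.0 for WT and nup133Δ and 38.9 for cog7Δ and nup133Δ (n = 9 pairs each). By correlation across genes, which are not independent replicates, the means are 0.749 within WT, 0.685 within cog7Δ and 0.451 within nup133Δ, whose cultures correlate more with those of cog7Δ (0.481). Pairs of different strains that shared a slide lay at 39.7 on average and pairs on different slides at 44.5.

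**Figure D1:**
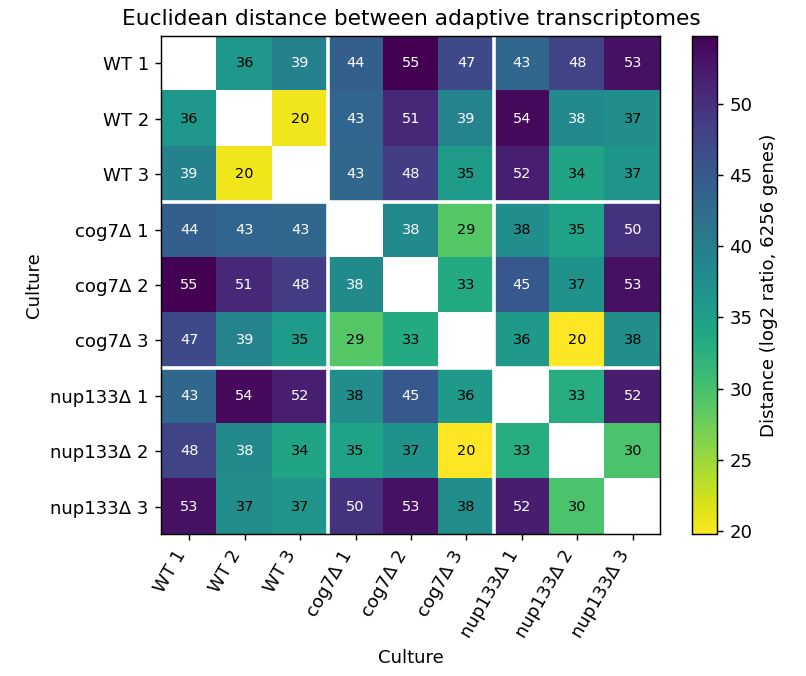
Euclidean distance between the log2 ratios (evolved over 35 generations) of each pair of the 9 cultures, over 6256 genes.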

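Across all 9 cultures the same strong changes stand out. GRE1, a stress-induced hydrophilin gene, fell (mean log2 ratio -3.22 ± 0.26, SE, n = 9 cultures), as did PDR5, which encodes a drug efflux pump (-3.12 ± 0.23), and DDR2, another stress gene (-2.12 ± 0.17). DUR3, which encodes a urea transporter, rose by 1.95 ± 0.23, MIG2, a glucose repressor gene, by 1.79 ± 0.15, and ATP23, which encodes a mitochondrial protease, by 1.73 ± 0.10. In the mean of the 3 strains limma called 2756 genes, 1390 higher and 1366 lower. The Euclidean distance between strain means was 36.5 for WT and cog7Δ, 33.3 for WT and nup133Δ and 26.5 for cog7Δ and nup133Δ. Across genes, which are not independent replicates, the strain means correlate at 0.555, 0.576 and 0.687 in the same order.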

The similarities between averaged transcriptomes of each genotype (Additional file 8, B) were on the same level. 

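The nup133Δ cultures differ in the means of their ribosome biogenesis and stress genes, a difference between single cultures that was not tested. The mean log2 ratio of 138 ribosome biogenesis genes was 0.81 in nup133Δ 1, 0.42 in nup133Δ 2 and -0.27 in nup133Δ 3, and that of 25 stress-induced genes was -1.13, -0.59 and 0.04. In the strain as a whole, 4 rose, 0 fell and 134 did not pass, with 1 up and 0 down adjusted over the list alone among the ribosome biogenesis genes, and among the stress genes 0 rose, 3 fell and 22 did not pass, with 0 up and 7 down adjusted over the list alone. DBP8, an RNA helicase gene of small-subunit assembly, averaged 1.23 ± 0.86 (limma adjusted p = 0.0400), and HSP12, which encodes a small heat shock protein, -1.29 ± 0.67 (limma adjusted p = 0.0366) (mean log2 ratio ± SD, n = 3). Clustered by the correlation of log2 ratios over 6256 genes, WT 2 and WT 3 join first (0.878), then cog7Δ 3 with nup133Δ 2 (0.817). To the latter pair nup133Δ 1 (0.690), cog7Δ 1 (0.658) and cog7Δ 2 (0.608) are added one after another, while WT 1 joins the other WT cultures (0.685). Both clusters meet at 0.442, and nup133Δ 3 is placed last (0.294), its nearest culture being WT 3 (0.535). Each other culture is nearest to one of its own strain, except cog7Δ 3 and nup133Δ 2. These are correlations across genes, which are not independent replicates.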

The similarity tree, shown in Additional file 8, C, revealed a somewhat stronger relationship between biological replicates of the WT genotype and that of *cog7Δ* genotype than the remaining ones. Thus, it seems that evolutionary trajectories of WT and *cog7Δ* populations were convergent, while the remaining ones were more distinct. However, in general, the prevalent similarity between replicates of a given genotype in combination with transcriptomic data abundance prompted us to pool data gathered for individual replicates to show strain-specific changes. 

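A few amino acid and ammonium transport genes changed differently in cog7Δ and WT. The log2 ratios of BAP3 and AGP1, which encode amino acid permeases, were higher in cog7Δ than in WT by 4.93 ± 0.65 (limma adjusted p = 0.0179) and 3.71 ± 0.43 (limma adjusted p = 0.0115) (difference ± SE, n = 3 and 3). In WT the evolved BAP3 signal is above the brightness limit on 2 of 6 arrays. For MEP1, an ammonium transporter gene, the ratio was higher by 2.68 ± 0.42 (limma adjusted p = 0.0390). These are differences between changes since 35 generations and not between the levels reached. The ratio of OPT2, which encodes a peptide and glutathione transporter, was lower in cog7Δ (-4.01 ± 0.40, limma adjusted p = 0.00512, its signal at 35 generations in WT above the brightness limit on 1 of 6 arrays), as was that of PUT1, for proline breakdown (-2.62 ± 0.32, limma adjusted p = 0.0141). Between nup133Δ and WT, MEP1 differed by 3.98 ± 0.42 (limma adjusted p = 0.00542), and SED1, a cell wall gene, by 2.50 ± 0.26 (limma adjusted p = 0.00542), while MF(ALPHA)2, which encodes alpha mating factor, differed by -3.65 ± 0.53 (limma adjusted p = 0.0206). With limma, 74 genes differ between cog7Δ and WT (32 higher, 42 lower in cog7Δ), 47 between nup133Δ and WT (18 higher, 29 lower), and 0 between cog7Δ and nup133Δ, where 626 have an unadjusted p below the same threshold. An F test over the 3 strains calls 47. From the distances and the tree the paper proposes that the trajectories of the WT and cog7Δ populations converged while the others stayed more distinct. With the slide as a block the counts are 309, 161 and 0, and 169 by F. Without WT 1, 2 or 3 the cog7Δ count is 12, 10 or 22, the nup133Δ count 19, 16 or 29 and the F count 11, 8 or 13; without cog7Δ 1, 2 or 3 the cog7Δ count is 20, 24 or 36, F gives 27 without cog7Δ 2, and 2 genes differ between the mutants without cog7Δ 3; without nup133Δ 1, 2 or 3 the nup133Δ count is 19, 25 or 140 and the F count 26, 14 or 184, and the cog7Δ count is 21 without nup133Δ 2 and 390 without nup133Δ 3.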

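Strong changes in WT were a rise of OPT2, which encodes a peptide and glutathione transporter (5.22 ± 0.52, limma adjusted p = 5.20e-05, log2 ratio ± SD, n = 3, its signal at 35 generations above the brightness limit on 1 of 6 arrays), and a fall of NCA3, a gene linked to the mitochondrial ATP synthase (-4.36 ± 0.05, limma adjusted p = 0.00313). In cog7Δ they were ARO9, for aromatic amino acid breakdown (2.39 ± 0.51, limma adjusted p = 0.00743, on chromosome VIII, raised as a whole in cog7Δ 1 and 3), and GRE1, a stress-induced hydrophilin gene (-3.74 ± 0.77, limma adjusted p = 0.00356). In nup133Δ they were HPF1, which encodes a cell wall mannoprotein (2.23 ± 1.21, limma adjusted p = 0.0368), and PDR5, which encodes a drug efflux pump (-2.88 ± 0.90, limma adjusted p = 0.0182). Tested with limma over 6256 genes, 940 genes rose and 849 fell in WT, 673 rose and 688 fell in cog7Δ, and 165 rose and 196 fell in nup133Δ. For the 1277 genes listed in Additional file 9, all 11140 values that could be compared equal the deposited log2 ratios within 0.001, and 349 are missing from both. With the slide as a block the counts in WT, cog7Δ and nup133Δ are 1533, 992 and 282 in place of 1789, 1361 and 361. They fall to 1097, 887 and 975 without WT 1, 2 and 3 in WT, to 463, 514 and 579 without cog7Δ 1, 2 and 3 in cog7Δ, and in nup133Δ they are 0 (970 at an unadjusted p below the same threshold), 15 and 623 without nup133Δ 1, 2 and 3, 81 without WT 2, 99 without WT 3, 211 without cog7Δ 1 and 100 without cog7Δ 3.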

Complete adaptive transcriptome results (see Additional file 9) were subject to several analyses.

Having found the differences of adaptive transcriptomes between genotypes, as the next step we performed the gene ontology (GO) analysis of identified genes that were differentially expressed between genotypes. This analysis allowed us to determine the functions of these genes and to assess the potential compensatory capacity of the observed changes in their expression. A given gene was considered as differentially expressed if its expression had changed at least twofold (log2ratio ≥ 1, or ≤ − 1) in at least two of three biological replicates. The microarray data were validated for several DEGs by RT-qPCR giving excellent correspondence of the two sets of results (Additional file 10).

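The 8 genes of the authors' RT-qPCR act in meiosis (NDJ1), control of translation (listed as GCN1, taken here as GCN3) and ribosome assembly (NSA2, UTP9, RRP3, RPF1). They also act at the cell surface (INA1) and in mating (SAG1). NSA2 averaged -0.96 ± 0.31 (limma adjusted p = 0.0193) in WT and 1.06 ± 0.52 (limma adjusted p = 0.0187) in cog7Δ (log2 ratio ± SD, n = 3), and SAG1, the alpha-agglutinin gene, 1.41 ± 0.76 (limma adjusted p = 0.0397) in WT. INA1 fell in WT (-1.84 ± 0.14, limma adjusted p = 0.0320). Over 72 pairs of 1 gene in 1 culture the arrays and the RT-qPCR values of Additional file 10 correlate at r = 0.883 (rho = 0.897), pairs that share genes and cultures and so are not independent. The sign was the same in 61 of 72 pairs, and in all 32 pairs where the array ratio was at least 2-fold. By gene, r over the 9 cultures runs from 0.881 (NSA2) to 0.961 (SAG1). The median absolute difference was 0.354 log2, and 5 pairs differ by more than 1, most of all NDJ1 in WT 1 (array 0.25, RT-qPCR 2.53). The array values listed under GCN1 in Additional file 10 are those of GCN3 in the deposited table, and GCN3 is used here. Which of these genes the RT-qPCR measured was not established. The paper picked these genes as examples of changed genes on these samples.

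**Figure D2:**
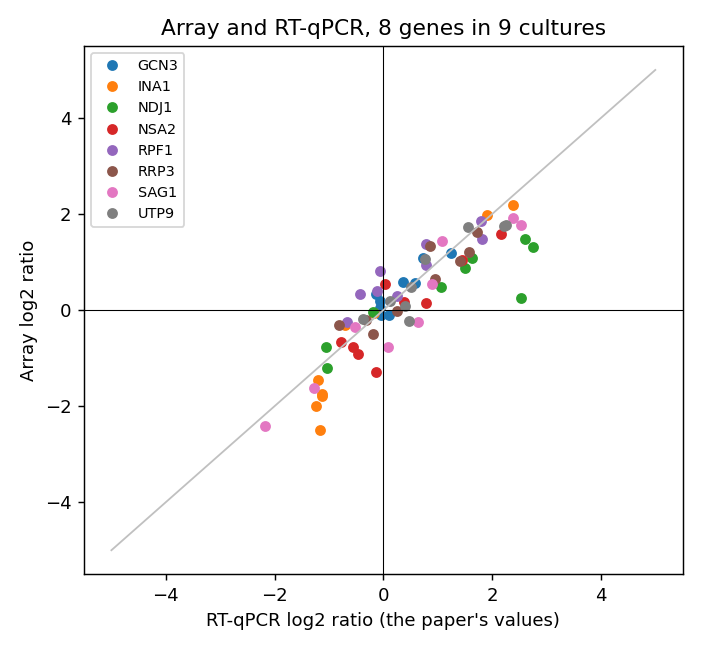
Array log2 ratio against RT-qPCR log2 ratio from Additional file 10, 8 genes in 9 cultures (72 points).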

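Among the strongest rises in WT were DAL5, an allantoate permease gene (3.92 ± 0.55, limma adjusted p = 0.000905, log2 ratio ± SD, n = 3), and DAL4, which encodes an allantoin permease (2.96 ± 0.34, limma adjusted p = 0.000143), and among the strongest falls PDR5 (-3.74 ± 0.89, limma adjusted p = 0.000908) and MEP3, an ammonium transporter gene (-3.42 ± 0.40, limma adjusted p = 4.61e-05). In cog7Δ, TPO2, for polyamine export (2.22 ± 1.25, limma adjusted p = 0.0110), and SHH3, which encodes a mitochondrial inner membrane protein (-2.55 ± 0.51, limma adjusted p = 0.00213), changed strongly, and in nup133Δ HXT17, a hexose transporter gene (2.04 ± 0.55, limma adjusted p = 0.0121), MIG2, which encodes a glucose repressor (1.67 ± 0.81, limma adjusted p = 0.0219), and CHA1, for serine and threonine breakdown (-1.82 ± 0.93, limma adjusted p = 0.0386). By the paper's rule, at least 2-fold in at least 2 of 3 cultures, 124 genes were higher and 161 lower in WT (4.56% of 6256 genes), 158 higher and 125 lower in cog7Δ (4.52%), and 52 higher and 53 lower in nup133Δ (1.68%). Of these, limma also called 117 and 151 in WT, 144 and 112 in cog7Δ, and 30 and 35 in nup133Δ. On chromosomes V, VIII and XI, each raised as a whole in 2 of the 3 cog7Δ cultures, lie 81 of the 158 genes higher in cog7Δ, against 17 of 124 in WT and 11 of 52 in nup133Δ. The deposited log2 ratios give 243 genes higher in WT and 91 higher and 91 lower in nup133Δ, and plain background subtraction gives 189 higher in WT. Without WT 1, 2 or 3 the WT count of higher genes is 79, 75 or 74; without cog7Δ 1, 2 or 3 the cog7Δ one is 66, 90 or 84, and the lower one 75 without cog7Δ 1 and 51 without cog7Δ 2; without nup133Δ 1, 2 or 3 the nup133Δ one is 23, 28 or 23, and the lower one 18 without nup133Δ 1 and 30 without nup133Δ 2.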

We found significant changes in the mRNA level for 7.7% of genes in the evolved wild-type, 6% in the evolved *cog7Δ* and 2.9% the evolved *nup133Δ* and for the mutator strains: 9.4% in *msh2Δ*, 4.6% in *cog7Δ msh2Δ,* and 4.3% in *nup133Δ msh2Δ.* The results (summarized in Additional file 11) were then analyzed in the context of the interaction network fitness landscape with the assumption that downregulation of gene expression can mimic its loss-of-function (Table 5).

**Table 5:**
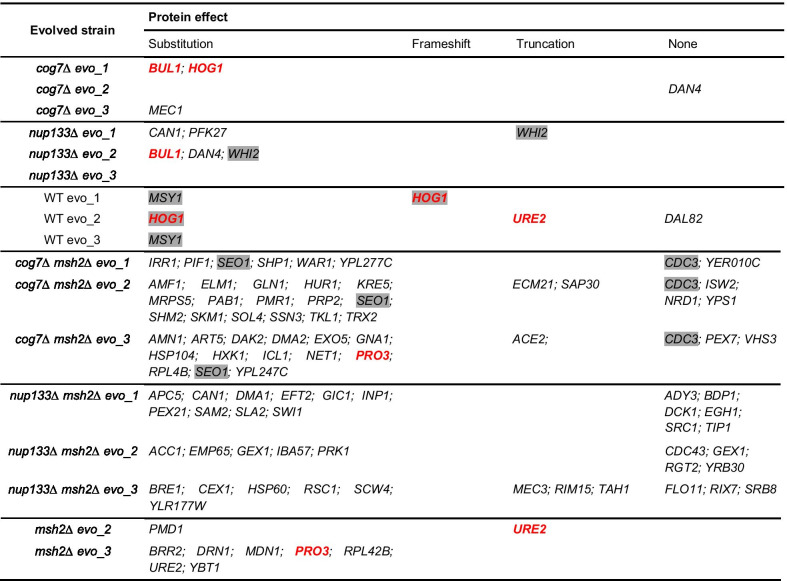
Mutations in ORFs of evolved non-mutator and mutator populations, grouped according to their predicted effect

Genes mutated in more than one biological replicate of a given strain are highlighted in gray, and genes mutated more than once across all tested strains are in red

Table 5 shows the impact of the genes exhibiting altered expression levels during compensatory evolution on the fitness of the deletion mutants assayed according to the genetic interaction network fitness landscape. Notably, upregulation was more common than downregulation for those genes whose inactivation was predicted to have a negative impact on fitness. For instance, in the evolved *cog7Δ* strain, out of the total of 57 DEGs whose absence should be deleterious according to the fitness landscape data as many as 45 were upregulated. Moreover, according to evolutionary theories, the level of fixation of deleterious mutations is very low. Thus, it could be expected that mutations leading to down-regulation of genes with a predicted deleterious effect of inactivation are very rare. In contrast to this expectation, we observed that still such event is quite frequent (12 of 57).

**Table 6:** Gene expression changes in evolved yeast strains vs. fitness landscape

Impact in the interaction network		Downregulated	Upregulated
Evolution of *cog7Δ*			
On cog7Δ**	Deleterious	12	45
	Beneficial	6	2
Evolution of *nup133Δ*			
On *nup133Δ*	Deleterious	7	11
	Beneficial	3	3
Evolution of *msh2Δ*			
On msh2Δ**	Deleterious	14	68
	Beneficial	24	10
Evolution of *msh2Δ cog7Δ*			
On cog7Δ**	Deleterious	15	62
	Beneficial	9	4
On msh2Δ**	Deleterious	14	68
	Beneficial	21	10
Evolution of *msh2Δ nup133Δ*			
On *nup133Δ*	Deleterious	4	9
	Beneficial	6	4
On *msh2Δ*	Deleterious	13	19
	Beneficial	14	9

**Statistically significant (p-value < 0.01) under-representation of deleterious genes that were down-regulated (according to the Fisher exact test)

### Genetic interactions vs. transcriptomic changes

Next, we verified changes in expression levels of the genes encoding components of the molecular machines of which the Cog7 and Nup133 proteins are a part. 

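Some genes for the Golgi tethering complex moved in evolved cog7Δ, as did some pore genes in nup133Δ. Over all genes limma called 21.8% in cog7Δ and 5.77% in nup133Δ. COG4 rose (0.44 ± 0.15, limma adjusted p = 0.0145, log2 ratio ± SD, n = 3), and COG5, whose product pairs with Cog7, fell (-0.30 ± 0.03, limma adjusted p = 0.0172). Of the 8 COG genes, the deleted COG7 among them, 1 rose, 1 fell and 6 did not pass, with 1 up and 1 down adjusted over the list alone (list mean 0.03 ± 0.02, limma's camera, adjusted p = 0.9901). In evolved nup133Δ, NUP120, a partner of Nup133 in the coat of the pore, rose (0.47 ± 0.23, limma adjusted p = 0.0394), while NUP85 (0.15 ± 0.26, limma adjusted p = 0.385), SEC13 (0.14 ± 0.06, limma adjusted p = 0.305) and NUP84 (-0.15 ± 0.13, limma adjusted p = 0.251) did not pass. Of the 7 genes of this subcomplex, the deleted NUP133 among them, 1 rose, 0 fell and 6 did not pass, with 1 up and 0 down adjusted over the list alone (list mean 0.08 ± 0.10, limma's camera, adjusted p = 0.431). The mean change of these 7 genes was higher in nup133Δ than in WT by 0.23 (limma's camera, adjusted p = 0.0307, and adjusted p = 0.480 with an estimated correlation). In cog7Δ, which carries NUP133, it was higher than in WT by 0.31, so the difference is not particular to nup133Δ. In the wider pore, NUP53 (0.58 ± 0.16, limma adjusted p = 0.0368) and NUP57 (0.52 ± 0.16, limma adjusted p = 0.0286) also rose in nup133Δ, and of 33 nuclear pore genes 3 rose, 0 fell and 30 did not pass, with 3 up and 1 down adjusted over the list alone. Genes of both complexes moved in WT as well: COG4 rose by 0.55 ± 0.14 (limma adjusted p = 0.00392), COG6 fell (-0.28 ± 0.15, limma adjusted p = 0.0420), and NUP84 fell (-0.61 ± 0.07, limma adjusted p = 0.00140). With background subtraction, or with the evolved RNA in Cy5 alone, the mean of the COG genes in cog7Δ is negative.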

We checked if there is any enrichment in downregulated genes exhibiting positive GIs or, conversely, an enrichment in upregulated genes exhibiting negative GIs with *COG7*, *NUP133* or *MSH2.* Only genes exhibiting positive or negative GIs with *COG7*, *NUP133* or *MSH2* were analyzed. However, we did not find enrichment in genes having genetic interactions among DEGs (Table 7).

**Table 7:** Percentage of DEGs in evolved strains showing genetic interactions (GI) with the *COG7*, *NUP133* or *MSH2* gene

Evolved strain	DEGs exhibiting genetic interactions with (%)		
	*COG7*	*NUP133*	*MSH2*
	In accordance with functional module logic		
*cog7Δ*	3.3	2.6	0.8
*nup133Δ*	0.0	4.4	0.5
wild-type	1.2	2.5	0.6
*cog7Δ msh2Δ*	0.0	1.5	0.3
*nup133Δ msh2Δ*	1.4	0.0	0.5
*msh2Δ*	0.6	4,0	1.2
No. of genes exhibiting GIs with deleted gene	175	204	62

Results of analysis based on Costanzo et al*.* [16] data when stringent confidence filtration threshold (P < 0.05 and GIS > 0.16 or < − 0.12) was applied

Moreover, even when the DEGs from the *cog7Δ* and *cog7Δ msh2Δ* are analyzed for interactions with the *NUP133* gene, or those from *nup133Δ* and *nup133Δ msh2Δ* for GIs with *COG7*, or those not bearing *MSH2* deletion for GIs with *MSH2*, the results show no difference from a random distribution, indicating a lack of correlation between the expression changes and genetic interactions with the original deletion. Similar results were obtained for DEGs of wild-type strain which additionally confirm that evolution of gene expression seems to be independent of genetic interactions. The outcomes of this analysis remain similar regardless of the Costanzo et al*.* [16] data filtration threshold applied [stringent confidence or lenient (data not shown)].

### Gene expression profiles in evolved strains—general descriptions of transcriptomes

At first, to find out whether the mutations identified in the 5′ upstream putative promoter regions directly affected transcription we compared the results of whole-genome sequencing of yeast populations with the observed gene expression changes. We found that there was no apparent correlation between promoter mutations and changes in transcript abundance (Additional file 12).

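Genes behind a promoter mutation changed at least 2-fold in 2 of 11 cases. Of all 6256 genes, from 41 higher and 44 lower (nup133Δ 2) to 181 higher and 410 lower (WT 1) did so in a culture. The promoter mutations of WT, cog7Δ and nup133Δ cultures listed in Additional file 5 lie before 6 genes. They make 11 cases of 1 gene in 1 culture. GNP1, which encodes a glutamine permease, carried one in WT 1 and had a log2 ratio of -2.12 there, with a WT mean of -2.22 ± 0.09 (limma adjusted p = 0.0116) (SD, n = 3). RMI1, a genome stability gene, had 0.67 in WT 1. ANB1, for a translation factor made without oxygen, had 0.95 in cog7Δ 2 and 0.00 in cog7Δ 3, both with a mutation before it. YLR156W, a gene of unknown function, had -1.05 in nup133Δ 1 and less than 2-fold changes in the other 4 cultures with a mutation. Ranked among all genes of their culture by absolute log2 ratio, the 11 cases averaged the percentile 56.4 (n = 11, permutation p = 0.470 over 100000 draws), and 2 of them reached 2-fold. Ranked instead by the difference from the other cultures of the strain, they averaged 70.2 (permutation p = 0.0195). For ANB1, and for YLR156W in the mutants, those other cultures include some with a mutation before the same gene. ANB1 ranks high in cog7Δ 2 (0.63, percentile 89.6) and, in the opposite direction, in cog7Δ 3 (-0.80, 97.7). YLR156W does so in nup133Δ 1 (-1.54, 99.3) and nup133Δ 2 (0.37, 91.7). This ranking thus cannot tell an effect of the mutations from a difference between mutated cultures. Of these 11 cases 5 are the same gene, YLR156W, so they are not independent.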

Next, to find the biological significance of the transcriptomic changes we performed further analyses. 

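A minority of the genes that pass the paper's rule in 1 strain alone differ between the strains in a test. DAL5, for allantoate uptake, is among the 91 genes raised by the paper's rule in WT alone, and the log2 ratio of cog7Δ minus WT is -3.33 ± 0.59 (limma adjusted p = 0.0447) (± SE, n = 3 and 3). AGP1, for amino acid uptake, is among the 93 genes lowered in WT alone, with nup133Δ minus WT at 3.49 ± 0.43 (limma adjusted p = 0.0112). Raised in 1 strain alone were 91 genes in WT, 122 in cog7Δ and 19 in nup133Δ, and lowered in 1 strain alone 93, 51 and 15. Of these, limma's F test over the 3 strains called 18, 1 and 1 of the raised and 12, 0 and 2 of the lowered genes, and at least 1 pairwise contrast 27, 5 and 1 and 16, 1 and 3. In both other strains the mean has the same sign for 69, 97 and 9 of the raised genes and for 59, 46 and 10 of the lowered genes. Sets made in this way hold genes picked by a threshold on these samples.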

To identify DEGs unique to each evolved strain the list of DEGs for each of the mutants and control strains were compared with each other, separately for the down- and upregulated DEGs, and separately for the *MSH2* and *msh2Δ* strains (Fig. 3).

**Fig. 3:**
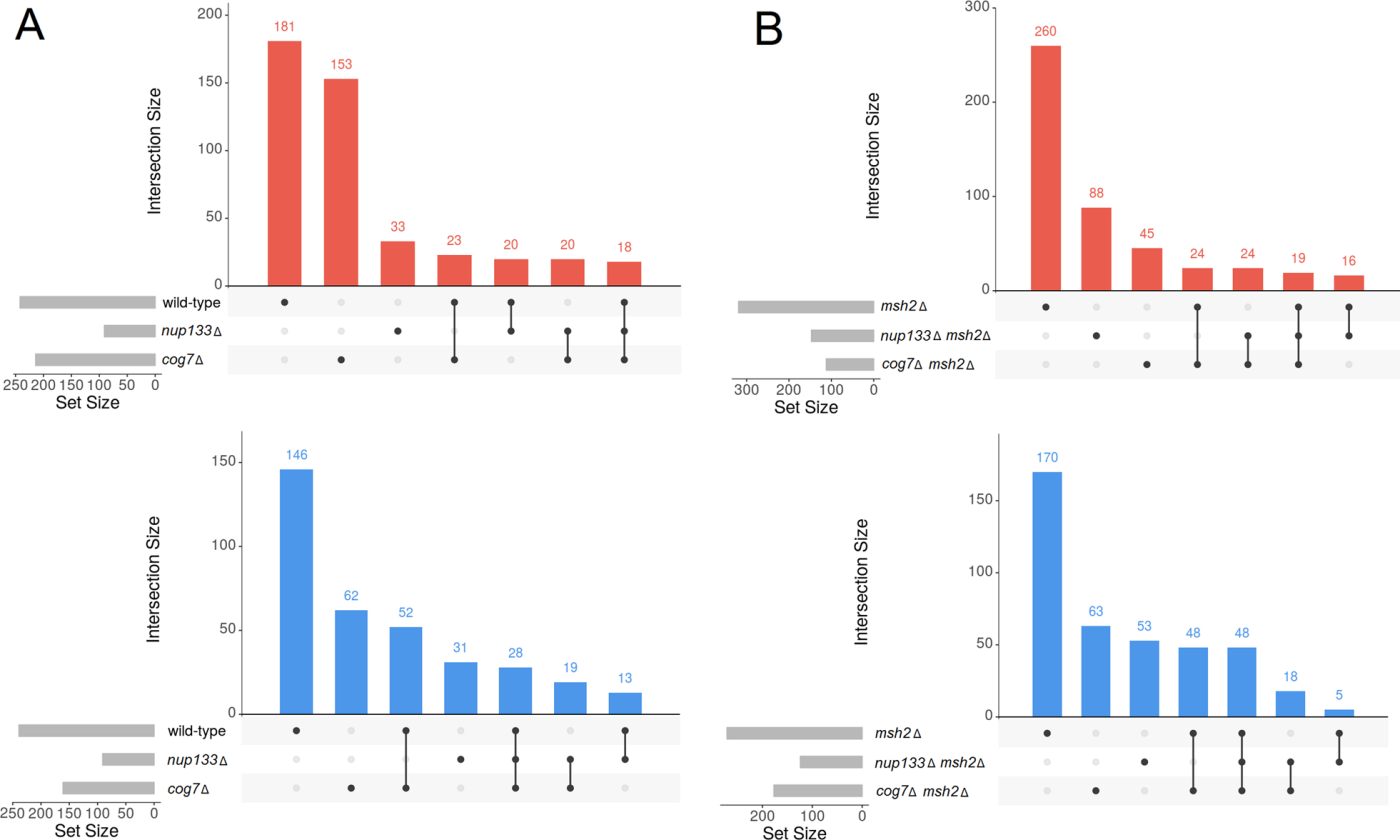
UpSet diagrams for genes whose expression was significantly up- (red) and downregulated (blue) in the three evolved non-mutator (**A**) and mutator (**B**) yeast strains. The horizontal bars show the number of differentially expressed genes of a given yeast strain, while the vertical bars display the size of sets of genes uniquely altered (on the left), followed by those exclusively shared between multiple pairwise comparisons. For more details concerning genes whose expression was significantly up- and downregulated in biological replicates of given yeast genotype see Additional file 13

Next, the lists of genotype-specific DEGs were subjected to a GO term enrichment analysis. The results are summarized in Fig. 4, and detailed information concerning top enriched GO terms of DEGs of all strains studied is provided in Additional files 14 and 15.

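Most genes that the paper lists under enriched terms in WT and cog7Δ passed limma. They include DUR3, for urea uptake (2.16 ± 1.15, limma adjusted p = 0.0106 in cog7Δ; log2 ratio ± SD, n = 3), which lies on chromosome VIII, raised as a whole in cog7Δ 1 and 3. For WT, all 37 listed higher genes had a positive mean and all 90 listed lower genes a negative one; limma called 33 and 83 of them and the paper's rule 29 and 68. For cog7Δ the 65 and 45 listed genes gave 59 and 36 by limma and 40 and 38 by the rule. For nup133Δ the 36 and 31 listed genes gave 16 and 19 by limma and 26 and 22 by the rule. The paper chose these genes on these samples, so the shared direction is not a separate test.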

**Fig. 4:**
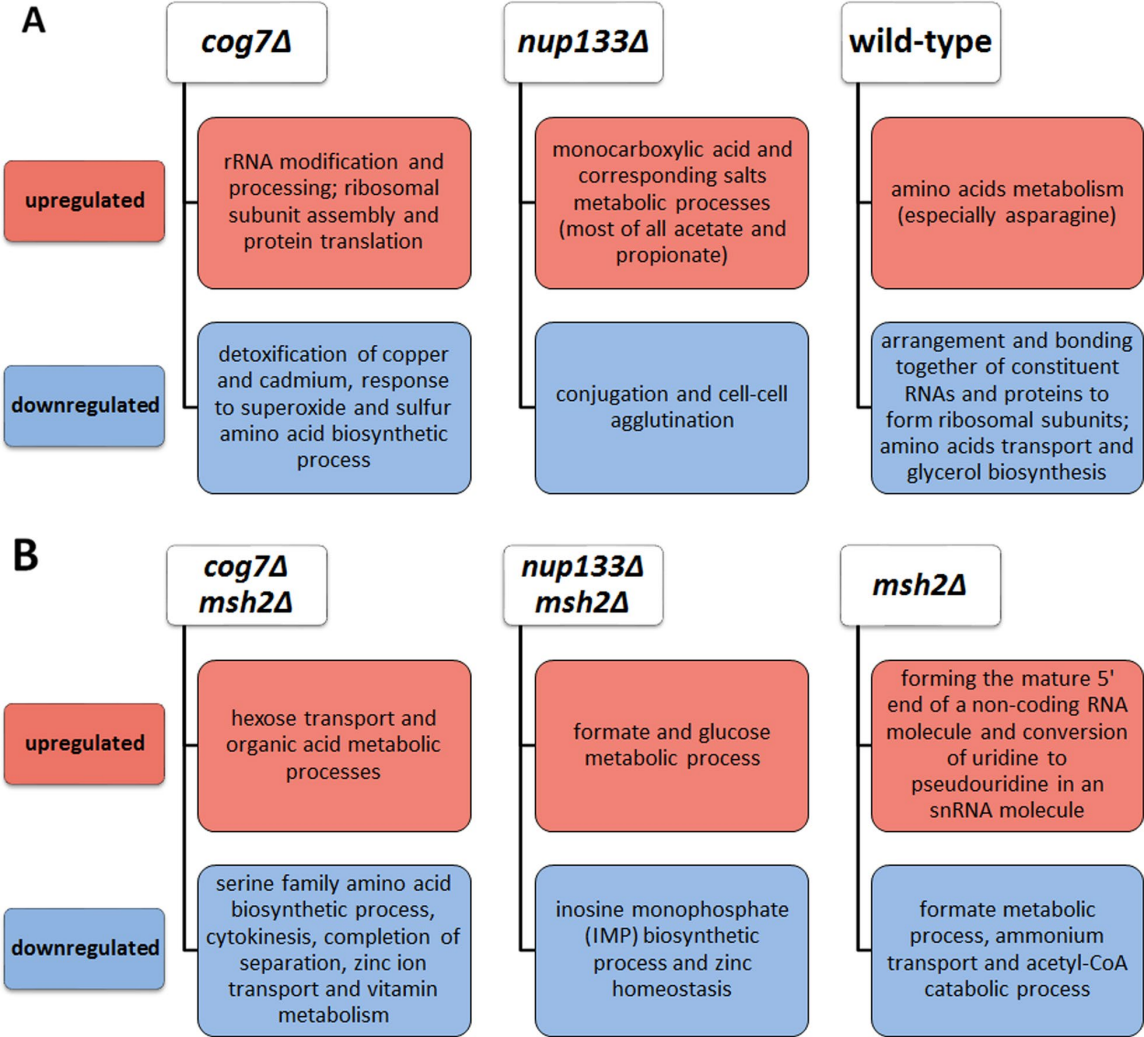
Enriched GO terms in the biological process category among DEGs from evolved non-mutator (**A**) and mutator (**B**) strains

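GPD1, which encodes the enzyme that starts glycerol synthesis, fell in cog7Δ (-1.32 ± 0.47, limma adjusted p = 0.00482, log2 ratio ± SD, n = 3) and in nup133Δ (-0.80 ± 0.31, limma adjusted p = 0.0407), whereas the phosphatase genes GPP1 and GPP2 did not pass there: -0.08 ± 0.46 (limma adjusted p = 0.867) and 0.78 ± 0.70 (limma adjusted p = 0.0567) in cog7Δ, 0.37 ± 0.76 (limma adjusted p = 0.459) and 0.10 ± 0.22 (limma adjusted p = 0.836) in nup133Δ. As a list of 4 genes, glycerol synthesis averaged -0.22 ± 0.25 in cog7Δ (limma's camera, adjusted p = 0.633; -0.55 without GPP2, which lies on chromosome V, raised as a whole in cog7Δ 1 and 2) and 0.02 ± 0.09 in nup133Δ (adjusted p = 0.922). Amino acid synthesis fell in part. Of 25 genes for sulfur amino acids 0 rose, 4 fell and 21 did not pass, with 0 up and 7 down adjusted over the list alone in nup133Δ (list mean -0.52 ± 0.11, limma's camera, adjusted p = 0.000158, and adjusted p = 0.542 with an estimated correlation), with MET2, for homoserine acetylation, at -1.45 ± 0.70 (limma adjusted p = 0.0284). Lists that went up by camera in nup133Δ are lysine and histidine (list mean 0.29 ± 0.35, limma's camera, adjusted p = 0.0367, and adjusted p = 0.542 with an estimated correlation) and aromatic (list mean 0.29 ± 0.27, limma's camera, adjusted p = 0.0123, and adjusted p = 0.542 with an estimated correlation). In WT no list of amino acid synthesis genes passed camera: sulfur -0.34 ± 0.11 (limma's camera, adjusted p = 0.0692), branched-chain 0.39 ± 0.12 (0.145, and 0.00213 with limma's fry), lysine and histidine -0.24 ± 0.27 (0.195), aromatic -0.12 ± 0.16 (0.425), arginine -0.11 ± 0.19 (0.543) and other amino acids -0.31 ± 0.23 (0.114). Single genes fell, among them HIS4, for histidine (-1.004 ± 0.34, limma adjusted p = 0.0195), and GDH1, for glutamate (-1.45 ± 0.35, limma adjusted p = 0.00146). Glucose uptake was mixed. The high-affinity transporter gene HXT6 rose in WT (1.32 ± 0.22, limma adjusted p = 0.00117) and HXT2 fell (-1.60 ± 0.17, limma adjusted p = 0.0133); HXK2, for hexokinase, rose in cog7Δ (1.03 ± 0.18, limma adjusted p = 0.0469), and HXT15 (1.30 ± 0.78, limma adjusted p = 0.0322, its signal at 35 generations above the brightness limit on 1 of 6 arrays) and HXT16 (1.32 ± 0.77, limma adjusted p = 0.0315, at least 1.83-fold higher) rose in nup133Δ. Of 22 genes for glucose uptake and phosphorylation 5 rose, 2 fell and 15 did not pass, with 5 up and 2 down adjusted over the list alone in WT (list mean 0.02 ± 0.12, limma's camera, adjusted p = 0.266), 4 rose, 1 fell and 17 did not pass, with 4 up and 2 down adjusted over the list alone in cog7Δ (list mean 0.09 ± 0.08, 0.400), and 3 rose, 0 fell and 19 did not pass, with 3 up and 1 down adjusted over the list alone in nup133Δ (list mean 0.16 ± 0.19, 0.243). Without nup133Δ 1 the glucose list passes limma's camera in nup133Δ (adjusted p = 0.0139), and without any normalization within arrays it passes in WT with a mean of -0.13 (adjusted p = 0.0472).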

To sum up, we found that the transcriptomic changes in the evolved strains were mainly associated with adaptations to the culture conditions (e.g., downregulation of genes linked to the biosynthesis of glycerol and amino acids, and upregulation of genes linked to glucose uptake). We did not observe evident changes that might indicate significant alterations in the level of transcription of the genes within *COG7* or *NUP133* functional modules.

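Some genes around the deleted ones passed in cog7Δ, where limma called 21.8% of all genes. In nup133Δ, where it called 5.77%, no nuclear transport gene passed. RUD3, which encodes a Golgi matrix protein, rose in cog7Δ (0.72 ± 0.14, limma adjusted p = 0.0110, log2 ratio ± SD, n = 3), as did the vesicle fusion genes SFT1 (0.58 ± 0.28, limma adjusted p = 0.0228) and GOS1 (0.52 ± 0.27, limma adjusted p = 0.0173), which lie on chromosomes XI and VIII, while VPS54, for a related tethering complex, fell (-0.43 ± 0.13, limma adjusted p = 0.0152). Of 31 genes for Golgi tethering and vesicle fusion 6 rose, 3 fell and 22 did not pass, with 6 up and 4 down adjusted over the list alone (list mean 0.10 ± 0.04, limma's camera, adjusted p = 0.270); the 27 of them that lie outside chromosomes V, VIII and XI, each raised as a whole in 2 of the 3 cog7Δ cultures, average 0.05. In nup133Δ, of 29 genes for nuclear transport and mRNA export 0 rose, 0 fell and 29 did not pass, with 0 up and 0 down adjusted over the list alone (list mean -0.06 ± 0.10, limma's camera, adjusted p = 0.288). RUD3 rose in nup133Δ too (0.67 ± 0.33, limma adjusted p = 0.0368) and in WT (0.92 ± 0.24, limma adjusted p = 0.00283). From these transcriptomes the paper concludes that the changes were mainly adaptation to the culture conditions, and it states separately that no evident change was seen in the genes of the COG7 or NUP133 modules.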

### Comparative analysis of evolved strains at the transcriptome level

To identify a common set of genes that could be differentially expressed in response to the *COG7* or *NUP133* deletion, unique DEGs of single mutants were compared with those from corresponding double mutants (Fig. 5). *cog7Δ* shared seven DEGs with *cog7Δ msh2Δ*, and *nup133Δ* shared six DEGs with *nup133Δ msh2Δ* in total.

**Fig. 5:**
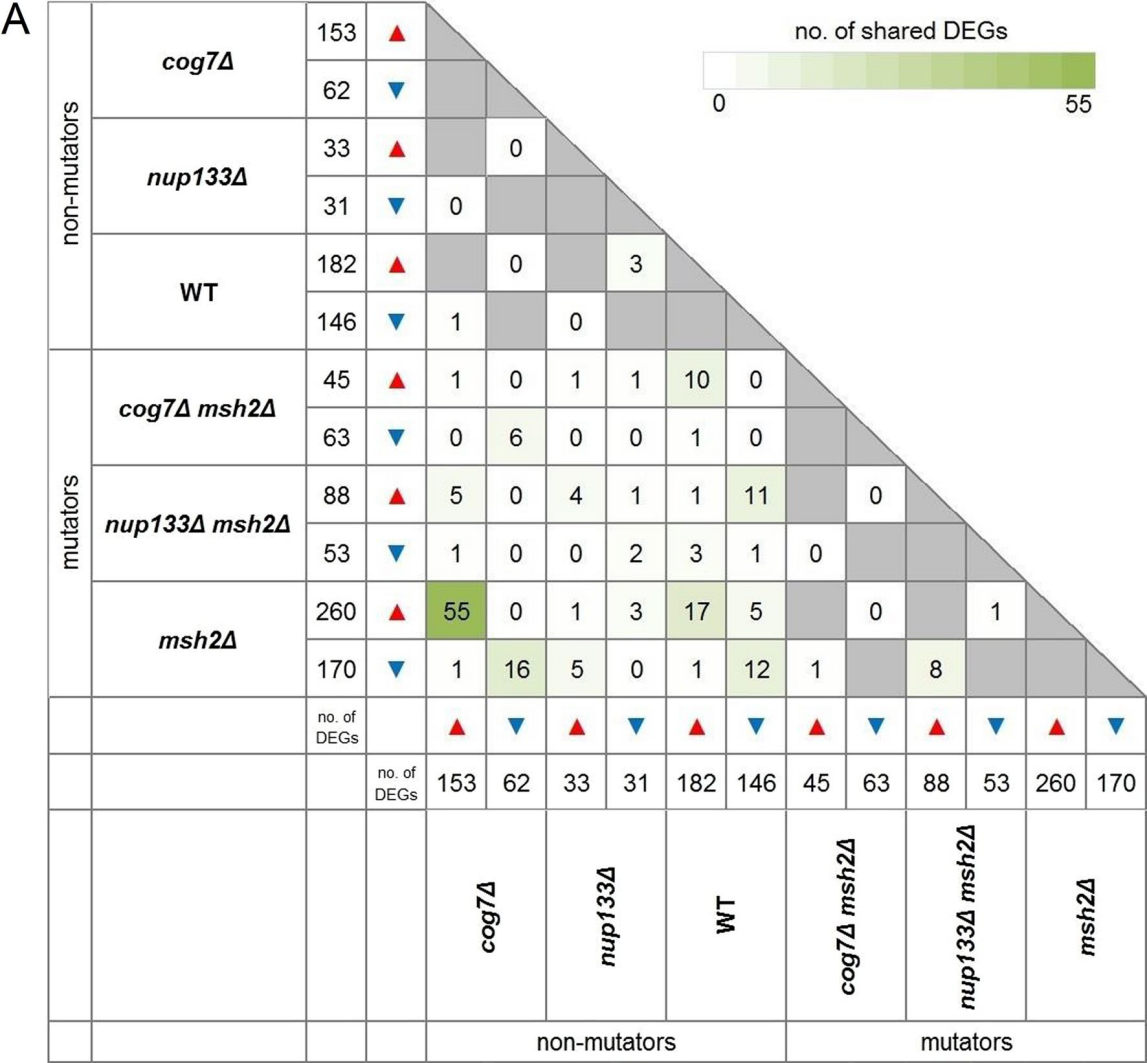

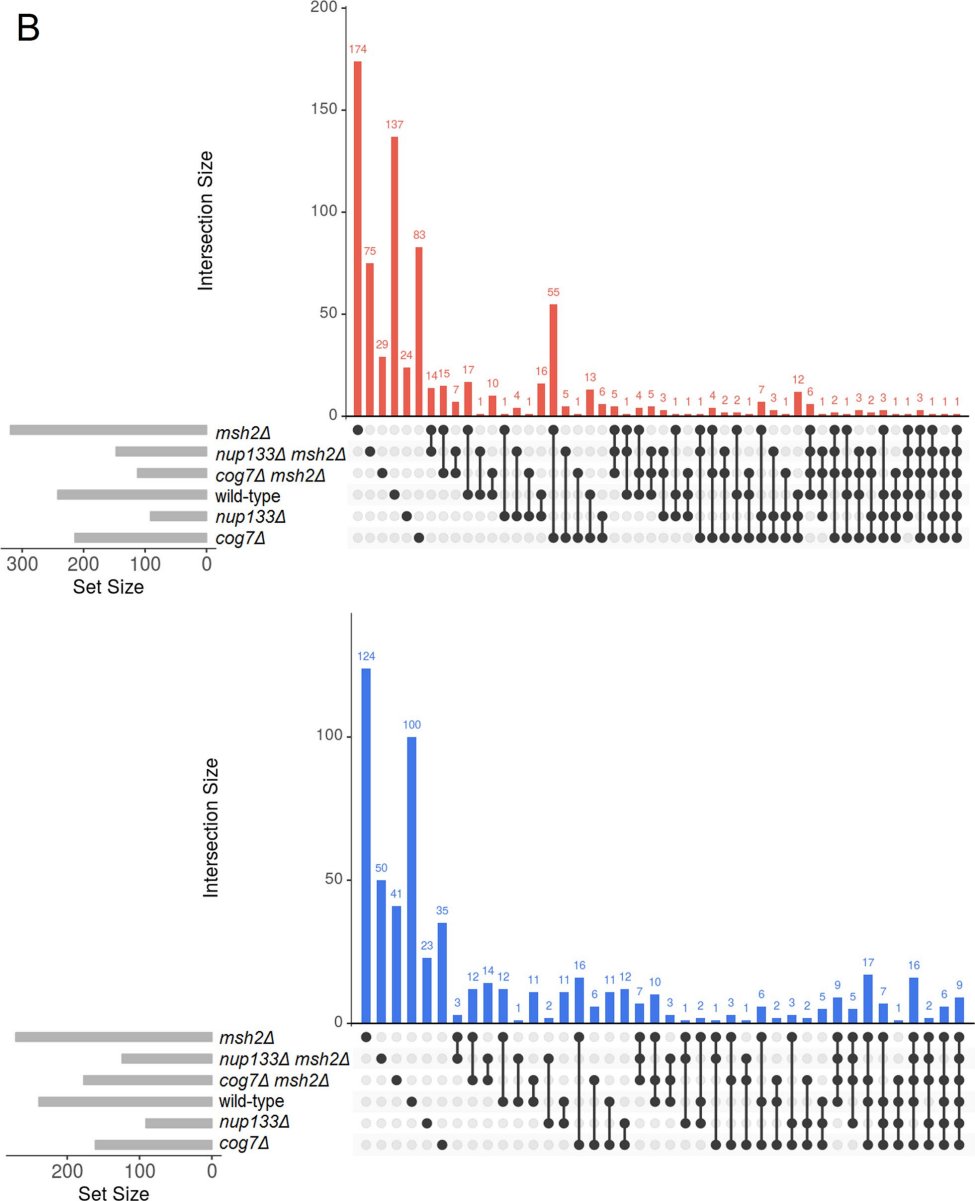
**A** DEGs shared by non-mutator and mutator strains. DEG sets unique to a given evolved strain (as determined within the non-mutator (*MSH2*) and mutator (*msh2Δ*) set of strains) were compared with one another. Grey cells depict pairs that a priori cannot have common DEGs. Triangles pointing upwards and downwards indicate up- and downregulated DEGs. **B** Detailed comparison of all yeast strains tested. UpSet diagrams indicate intersections between up- (red) and downregulated (blue) genes in all yeast strains tested, generated by multiple comparisons. The horizontal bars show the number of differentially expressed genes of a given yeast strain, while the vertical bars display the size of sets of genes ordered by increasing degree of intersections

The comparison of the transcriptomic changes in the evolved *msh2Δ* and *cog7Δ* strains has interesting outcomes. In total 71 DEGs are common for these two strains, of which 16 genes are down and 55 upregulated (the similarity of the upregulated DEG sets is reflected in the GO analyses). We noticed that the majority of the upregulated DEGs common to these two strains are associated with rRNA modifications and processing as well as with ribosome biogenesis. This is likely a metabolic adjustment to constant substrates availability and invariable growth conditions. However, it is not clear why these two mutants show such similar transcriptomic changes.

To sum up, functional analysis showed a different picture of changes in non-mutator and corresponding mutator strain. Hence, we did not observe sets of gene expression profiles of which can qualitatively assess the common response of the yeast strains to a given gene deletion.

## Discussion

The primary topic investigated in this study was re-examining the assumption that during evolution, nonlethal deleterious mutations are frequently compensated for by other mutations elsewhere in the genome. An earlier study of compensatory evolution following gene deletion in yeast by [8] indicated that the fitness losses caused by deletions are rapidly compensated for by mutations elsewhere in the genome. In particular, frequent compensation through loss-of-function nonsense mutations was observed. Echenique et al. reached a similar conclusion after studying 37 gene deletion mutants [9]. These researchers also identified a number of premature stop codons in other genes, which likely cause loss of function. In fact, approximately 20% of all non-silent mutations identified in the two above studies were putative loss-of-function mutations. These observations complemented other evolutionary experiments with microorganisms (bacteria and yeast), which have demonstrated that the most common adaptive changes are due to the loss or modification of a preexisting molecular function [32, 60–66].

The difference between our study and those of others is the scale. Specifically, we subjected two yeast mutants to very detailed examinations, whereas others performed large-scale experiments. We tested strains devoid of the genes *COG7* or *NUP133* because these genes are prolific interactors, and it was reasonable to expect fairly frequent beneficial inactivation(s) of elements of their networks. The cellular processes in which *COG7* and *NUP133* are involved are completely unrelated to each other; therefore, any evolutionary pattern found common to the two mutants was likely to be universal. Moreover, since the Cog7 and Nup133 proteins are evolutionarily conserved from yeast to humans, our findings should be valid for other organisms, as well, and our putative findings could be important in many biological aspects, including medicine. However, neither *cog7Δ* nor *nup133Δ* had been tested previously; thus, we could not compare our results to subsets of large data sources.

Notably, our study indicated that the lack of *COG7* or *NUP133* has an almost negligible impact on elements of modules of genetically interacting genes and on the transcriptional activity of other genes in the modules. Whether this result is a particular case to *COG7* and *NUP133* or whether the other studies identified only a specific set of modules has not been determined. This study also suggests that the fitness landscape of the genetic interaction network has some impact on the course of compensatory evolution. However, this impact can be observed mainly in transcriptomic experiments.

At the genomic level, we observed putative adaptations to the continuous culture environment, although in our experiments an element of nutritional stress (typical to chemostat) was omitted. This included mutation in the *WHI2*, *RIM15*, *ACE2* and *HOG1* genes which are related to environmental adaptations. Evidently, continuous culture conditions exert a stronger selective pressure than does a gene knockout itself.

Moreover, because three independently evolved populations derived from a given strain were sequenced, we could search for parallel evolutionary events. Surprisingly, we found only few parallel mutations which indicates that compensatory evolution is not deterministic and can lead to genetic divergence of evolving populations. What is more, the analysis allowed identification of recurrent mutations in *BUL1*, *PRO3*, *URE2*, and *HOG1* genes apparently beneficial in our experimental conditions regardless of the genetic background.

We also observed a few mutations that might compensate for the gene deletions assayed (Table 4). We hypothesize that changing the activity of these genes could restore the fitness of *cog7Δ* and *nup133Δ*. However, these changes are probably related to different mechanisms of fitness compensation or different compensatory events, since they constituted only individual cases and were not repeatable between different biological replicates for a given yeast strain.

The mutations identified in the present study comprised nonsense mutations causing protein truncation and likely depriving of activity, and missense mutations, which could have diverse effects on proteins: enhancing or inhibiting their activity or even modifying their functions and the outcome of such mutations is difficult to predict. However, we found that the majority of missense mutations occurred in genes involved in basic cellular processes. It is not clear why the adaptive landscape associated with these genes is not stable.

We also attempted to determine whether the adaptive landscape reflecting the yeast genetic interaction network is universal and has an impact on the evolution of yeast deletion mutants. We assumed that if the fitness landscape of the genetic interaction network governs the process of compensatory evolution, the loss-of-function mutations should also be beneficial for a given deletion mutant in the fitness landscape. This observation is supported by studies of the *WHI2* gene, which was also mutated in one of our experiments. It was shown that the landscape of the deletion of this gene is very unstable. According to the network of Constanzo et al., deletion of *WHI2* is neutral or slightly deleterious. This finding was confirmed in the study of Szamecz et al*.* [8], who found that the *WHI2* deletion is very weakly deleterious; these researchers also found a compensatory effect of *WHI2* inactivation during evolution of a *rpb9Δ* strain. In contrast, in other environmental conditions (in dense colonies and upon nutrient deprivation), deletion of *WHI2* is beneficial [67]. In unstable landscapes, loss-of-function mutations of *WHI2* are frequently observed [68].

In microevolution studies, the analysis of transcriptome is often the only method used to identify adaptive changes occurring in cell populations [69–72] and only very few studies analyzed changes at both the genome and transcriptome level [55, 73]. Because the reduction of the level of a given mRNA can, to some extent, mimic the effect of the lack of a gene, we carefully examined transcriptomic data. We observed fairly frequent downregulation of genes whose inactivation is predicted to be deleterious according to the fitness landscape of the genetic interaction network. However, these instances of downregulation were underrepresented, which suggested a tendency of the gene expression changes during continuous culture evolution to follow the fitness landscape. Nevertheless, similar to gene mutations, numerous cases of gene downregulation did not conform to the prediction obtained from the known pattern of genetic interactions. Thus, although our experimental approach may have some limitations, this result suggests that the fitness landscape is unstable and may be easily modified by genetic and external factors.

## Conclusions

Our results indicate that the assumption that nonlethal deleterious mutations are frequently compensated for by other mutations in genetically interacting genes during evolution is not universal and, in fact, does not include *COG7* and *NUP133* yeast genes. Moreover, at the level of gene expression, we noticed that for those genes whose inactivation was predicted to have a negative impact on fitness, the upregulation of transcription is more often observed than downregulation. We tend to think that the adaptive landscape of compensatory evolution is not stable and evolutionary trajectories are unpredictable using landscapes derived for specific conditions. In contrast, general adaptations to given environmental conditions and the landscape of such adaptations are stable. The results obtained with our model indicate that the modular structure of the cellular machinery has a limited impact on short-term evolution in the conditions assessed.

## Materials and methods

### Strains and media

Haploid *S. cerevisiae* strains used in this study were derivatives of W303 (MAT**a** or MATα {*leu2-3,112 trp1-1 can1-100 ura3-1 ade2-1 his3-11,15*}). All primers used are listed in Additional file 16. To construct knockout strains *nup133*∆ and *cog7Δ*, *KanMX* cassette conferring resistance to G418 was amplified from the appropriate yeast deletion collection haploid strains (Euroscarf, Germany), along with ~ 200 bp of both ATG-upstream and stop codon-downstream DNA for homology. Wild-type strain W303 was transformed using the lithium acetate method [74] and transformants were selected for G418 resistance. To construct strains with deleted *MSH2* gene*, hphMX4* cassette conferring resistance to hygromycin B was amplified from the pAG32 plasmid [75]. Primers contained 45-bp fragments upstream of ATG and downstream of the stop codon for homology. The wild-type and knockout strains were transformed with amplified DNA and transformants were selected for hygromycin B resistance (single mutant *msh2Δ*) or hygromycin B and G418 resistance (double mutants). All knockout strains were verified for correct cassettes integration by PCR and sequencing of PCR-derived fragments. The strains subjected to continuous culture experiments were grown in a complete synthetic liquid medium containing 0.67% yeast nitrogen base (YNB), 2% glycerol, 0.1% yeast extract, 0.1% glucose and supplemented with the required amino acids and nucleotides. Ampicillin and streptomycin (25 μg/mL) were added to prevent bacterial contamination. For overnight liquid cultures and 2.0% agar–agar solidified plates YPD medium (1% Bacto-yeast extract, 2% Bacto-peptone and 2% glucose) was used.

### Continuous culture evolution experiments

The evolutionary experiments were conducted in a self-made continuous culture set based on [76]. Briefly, the chambers, containing 20 mL of a medium, were made of 50-mL plastic Falcon tubes closed with a silicone stopper pierced with three needles of different lengths. The shortest needle was used to add medium to the chamber. The longest needle reaching to the bottom of the tube provided filtered air (pumped with an aquarium pump) and allowed efficient mixing of cultures. The third needle was used for determining culture volume by removing effluent to collection bottles. To start the experiment 15 mL of liquid YPD medium was inoculated with a single colony and grown overnight at 30°. Aliquots of the overnight cultures were inoculated into growth chambers to OD_600_ = 0.1. After ca. 40 h, the flow of medium was turned on at a dilution rate of 0.17–0.18 vol/h. Each strain was cultivated in triplicate. In total, 18 chambers were inoculated. Culture samples were passively collected every week from fresh effluent for ca. 200 generations (non-mutator strains) or for ca. 350 generations (mutator strains) and stored as dry cell pellets and glycerol stocks at -80°. Throughout the experiment, vessels were monitored for contamination and formation of flocculants. An experiment was terminated when cell clumps precluded efficient mixing of the culture.

### Whole-genome population sequencing (WGS) and sequence analysis

Population genomic DNA was extracted from dry, frozen cell pellets using Bacterial & Yeast Genomic DNA Purification Kit (EurX). DNA quality and quantity were checked by agarose gel electrophoresis and fluorimetric measurements with Qubit dsDNA BR Assay Kit (Thermo Fisher Scientific). Then the DNA was mechanically sheared to an appropriate size and used for paired-end library preparation using KAPA Library preparation kit (Roche) following the manufacturer’s instructions and sequenced in the paired-end mode (2 × 300 bp) on a MiSeq (Illumina) instrument. The sequencing was performed at the DNA Sequencing and Oligonucleotide Synthesis Laboratory of the Institute of Biochemistry and Biophysics PAS, Warsaw, Poland. Sequencing data were filtered by quality using fastp toolkit [77]. The average sequence coverage from WGS of the yeast populations was targeted at around 100×. Progenitor strain reads were aligned against the genome sequence of W303 [78] to build a progenitor consensus genome for each genetic background. The reads were mapped to the W303 sequence using BWA-MEM [79] and genome sequence alignment was corrected using Pilon [80] with the “fix all” option to correct all point mutations, indels, gaps and fix local misassemblies. Ten iterations of the above polishing scheme were run. Progenitor consensus genomes were annotated according to their Illumina reads and mapped to the appropriate progenitor genome consensus using BWA-MEM, followed by processing using SAMtools-mpileup [81]. Variant calling was performed using VarScan v2.3.9 [82] with a minimum variant allele frequency threshold set to 50%. From that point the data were handled with Geneious v10.2.6 software (http://www.geneious.com/). De novo mutational events were identified as alterations from the ancestral strains found in the evolved yeast populations. For that, point mutations and small indels calling were performed with the following options: minimum of ten reads and 50% mutation threshold frequency. Finally, mutations unique to the evolved populations were identified and verified by visual examination directly in Geneious. Variations at ambiguous positions in the sequence were ignored. Selected mutations localized to ORFs were validated in populations using PCR with appropriate primer pairs (Additional file 16) and DNA sequencing.

### DNA content analysis by flow cytometry

The DNA content of yeast cells was measured by flow cytometry as previously described [83], with modifications restricting cells aggregations. About 10^7^ cells from initial and final yeast cultures were spun down (19,300 g for 1 min) and subjected to permeabilization and fixation via suspension in 1 ml of chilled (− 20 °C) 80% ethanol (Polmos, Warsaw, Poland). Cells suspensions were held at room temperature for at least 2 h. The fixed cells were then washed twice in FACS buffer [0.2 M Tris–HCl (Sigma-Aldrich) pH 7.4 and 20 mM EDTA (Merck, Darmstadt, Germany)] and incubated at 37 °C for 2 h in FACS buffer with 1 mg/ml RNase A (Sigma-Aldrich). After removal of cellular RNA, cells were washed with sodium citrate buffer (50 mM pH 7.2) and incubated at 55 °C for 1 h in sodium citrate buffer (50 mM pH 7.2) with 2 mg/ml Proteinase K (A&A Biotechnology) to remove proteins. Then, the cells were washed with phosphate buffered saline (PBS) and stained overnight at 4 °C in the dark with 100 μl of propidium iodide solution (50 μg/ml in PBS; Calbiochem). After the addition of 900 μl of PBS, EDTA was added to a final concentration 20 mM, and the cells were sonicated at least three times for 15 s each using Microson XL Ultrasonic Cell Disruptor (Misonix), to avoid cell clumping, just before flow cytometry analysis of the DNA content. This analysis was performed with a FACSCalibur analyzer (Becton–Dickinson, Franklin Lakes, NJ). A total of 10,000 cells in each sample were counted.

### Preparation of total RNA and transcriptome analysis

Total RNA was extracted from frozen yeast cell samples obtained from 5 mL of continuous culture using the acid phenol–chloroform procedure [74]. The quantity and quality of the RNA preparations were tested with the 2100 Bioanalyzer expert assay RNA Nano (Agilent Technologies). Transcriptomes of the evolved cell populations were compared with that of the original one using Yeast (v2) Gene Expression 8 × 15 K Microarray slides (Agilent Technologies) containing oligonucleotides that representing all known *S. cerevisiae* genes identified in the SGD. cDNA probes labeled with Cy3 or Cy5 fluorescent dyes were synthesized using the Agilent Two-Color Quick Amp Labeling Kit according to the manufacturer’s protocol, with total RNA preparations as the template. The labeled probes were hybridized concurrently to microarrays. Three biological replicates were run, each with two technical replicates with dye-swap. The resulting fluorescence images were scanned with an Axon GenePix 4000B (Molecular Devices) microarray scanner. Feature extraction was done with GenePix Pro 6.1. Raw data were normalized, technical replicates were averaged, and subjected to statistical analysis with Acuity 4.0 software. Additional data manipulations were done in Microsoft Excel. For each gene, the log2 ratio of its transcript level in each evolved population to that in the preadapted culture was calculated. Genes displaying log2 ratio ≥ 1 or ≤ − 1 in at least two of three biological replicates for a given cell population genotype were considered differentially expressed (DEGs) and were subjected to further bioinformatic analysis. UpSet diagrams were generated using an Intervene online tool [84]. To classify the functions of the identified DEGs, GO analysis was conducted using a Cytoscape (v3.7.2) plugin BiNGO [85] and GO Slim Term Mapper (https://www.yeastgenome.org/goSlimMapper). Euclidean distances were calculated with the following equation: $$\sqrt{{\left({p}_{1}-{q}_{1}\right)}^{2 }+{\left({p}_{2}-{q}_{2}\right)}^{2 }+ \dots +{\left({p}_{n}-{q}_{n}\right)}^{2 }},$$ where *p* and *q* are log2 ratios for each gene in two transcriptomes being compared and *n* is the number of genes. Cluster analysis and the similarity tree visualization was done on the whole transcriptome data using Cluster 3.0 [86] and Java TreeView [87] software, respectively.

### Reverse transcription-quantitative PCR (RT-qPCR) analyses

To validate the microarray results the RT-qPCR was performed in triplicate using QUANTUM EvaGreen® PCR Kit (Syngen Biotech) according to the manufacturer’s instructions and a Mic Real-Time Cycler (Bio Molecular Systems). The primers used (Additional file 16) were based on qPrimerDB (version 1.2) data. Primer specificity was verified by melting curve analysis. Each 20 μl reaction mixture contained 4 μl of QUANTUM EvaGreen® PCR Kit mix, two primers (4 pmol each) and 1 μl of template cDNA. The cDNA was synthesized from 240 ng of total RNA treated with TURBO™ DNase (Invitrogen) using smART First Strand cDNA Synthesis kit (EurX) according to supplier’s protocol. The qPCR reactions were carried out at the following conditions: 95° for 15 min, followed by 40 cycles of 95° for 15 s, 51.5° for 20 s and 72° for 20 s. The value of crossing threshold cycles (Cq) was determined using the micPCR software v2.8.10. Pfaffl method [88] was applied to calculate relative expression with respect to that of *ACT1* that was used as the normalization reference for target gene expression*.* Then, the fold difference of the gene expression levels between evolved and starting populations, corrected for efficiency, was calculated.

## Supplementary Information

**Additional file 1.** Doubling times and growth rates of yeast strains studied.

**Additional file 2.** DNA content analysis of the ancestral (START) and evolved (END) yeast populations. Flow cytometry profiles indicate that short-term continuous culturing experiments did not cause changes in ploidy as all yeast populations studied remain haploid. Control haploid and diploid strains are shown on the right.

**Additional file 3.** Mutations in ORFs of evolved non-mutator strains, grouped according to their predicted effect.

**Additional file 4.** Mutations in ORFs of evolved mutator strains, grouped according to their predicted effect.

**Additional file 5.** Detailed description of mutations identified in evolved yeast strains.

**Additional file 6.** Extended characteristics of nonsynonymously mutated genes of evolved cog7Δ msh2Δ strain.

**Additional file 7.** Extended characteristics of nonsynonymously mutated genes of evolved nup133Δ msh2Δ strain.

**Additional file 8.** The similarities of the adaptive transcriptomes of all biological replicates of continuous cultures performed in this study, expressed as Euclidean distance parameter and similarity tree obtained after clustering of all transcriptome data.

**Additional file 9.** Microarray data on all evolved yeast populations subjected to analysis.

**Additional file 10.** Comparison of changes in transcript levels determined by microarray hybridization with RT-qPCR quantification for selected genes.

**Additional file 11.** Number of DEGs for each biological replicate and total number of DEGs for each evolved yeast strain.

**Additional file 12.** Correlation of point mutations located to ORF, and putative promoter and terminator regions and transcriptomic changes in evolved yeast strains.

**Additional file 13.** UpSet diagrams for genes whose expression was significantly up- (red) and downregulated (blue) in the three evolved biological replicates of given yeast genotype.

**Additional file 14.** Top enriched GO terms of differentially expressed genes for all strains studied. Only the enriched GO terms of “biological process” and “cellular component” categories were analyzed.

**Additional file 15.** Comments to Additional file 14.

**Additional file 16.** Primers used in this study.

## Data Availability

All strains are available upon request. The authors affirm that all data necessary for confirming the conclusions of the article are present within the article and its additional files. Complete WGS data have been deposited in the GenBank under the BioProject ID PRJNA694549. Complete transcriptome analysis data are deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo) under accession number GSE167397.

# Supplementary material for: Genetic interaction network has a very limited impact on the evolutionary trajectories in continuous culture-grown populations of yeast
**Source:** BMC Ecol Evol. 2021 May 26;21:99. doi: 10.1186/s12862-021-01830-9
**Supplement:** Supplementary file 1 — Additional file 1. Doubling times and growth rates of yeast strains studied.

| **Strain** | **Doubling time [min]** | **Increase in doubling time [%]** | **Relative growth rate [%]** |
| --- | --- | --- | --- |
| WT | 254 | 0.0 | 100 |
| *cog7Δ* | 255 | 0.4 | -0.4 |
| *nup133Δ* | 314 | 23.6 | -19.1 |
| *msh2Δ* | 270 | 6.3 | -5.9 |
| *cog7Δ msh2Δ* | 273 | 7.5 | -7.0 |
| *nup133Δ msh2Δ* | 311 | 22.4 | -18.3 |

## Additional file 1*.* Doubling times and growth rates of yeast strains studied.

The growth rate and doubling time determination was based on growth curves, measurements were taken at exponential growth. Initially, yeast cultures were grown overnight and then were diluted in the same medium which was used during the evolutionary experiments to optical density (OD_600_) = 0.1. Strains growth in liquid cultures was monitored by OD_600_ measurements. Growth rates (r) were calculated by the formula r = (ln [OD2/OD1]) / (T2-T1) and the doubling time corresponds to ln(2)/r.

# Supplementary material for: Genetic interaction network has a very limited impact on the evolutionary trajectories in continuous culture-grown populations of yeast
**Source:** BMC Ecol Evol. 2021 May 26;21:99. doi: 10.1186/s12862-021-01830-9

**Additional file 2*.*** DNA content analysis of the ancestral (START) and evolved (END) yeast populations. Flow cytometry profiles indicate that short-term continuous culturing experiments did not cause changes in ploidy as all yeast populations studied remain haploid. Control haploid and diploid strains are shown on the right.

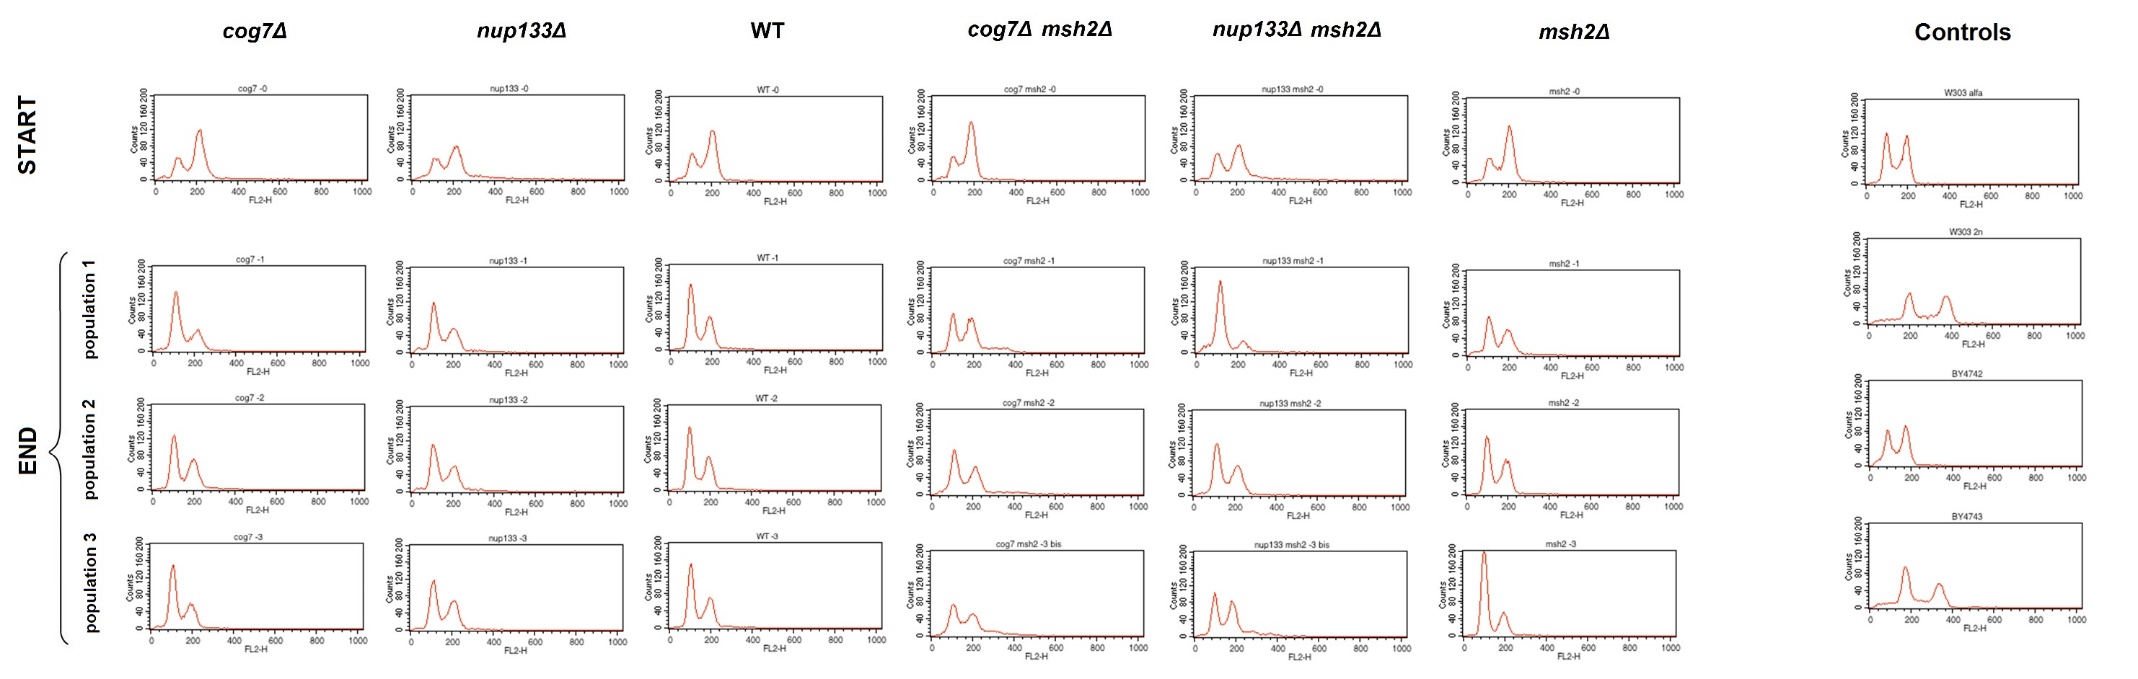

**Supplement:** Supplementary file 2 — Additional file 2. DNA content analysis of the ancestral (START) and evolved (END) yeast populations. Flow cytometry profiles indicate that short-term continuous culturing experiments did not cause changes in ploidy as all yeast populations studied remain haploid. Control haploid and diploid strains are shown on the right.

# Supplementary material for: Genetic interaction network has a very limited impact on the evolutionary trajectories in continuous culture-grown populations of yeast
**Source:** BMC Ecol Evol. 2021 May 26;21:99. doi: 10.1186/s12862-021-01830-9
**Supplement:** Supplementary file 3 — Additional file 3. Mutations in ORFs of evolved non-mutator strains, grouped according to their predicted effect.

| **Protein effect** | ***cog7Δ*** | ***nup133Δ*** | **WT** |
| --- | --- | --- | --- |
|  | Gene name | | |
| substitution/s | *BUL1*; HOG1*; MEC1* | *BUL1*; CAN1; DAN4*; PFK27; WHI2* | *HOG1*; MSY1* |
| frameshift |  |  | *HOG1** |
| truncation |  | *WHI2* | *URE2* |
| none | *DAN4** |  | *DAL82* |
| * gene also mutated in other strain/s | |  |  |

**Additional file 3.** Mutations in ORFs of evolved non-mutator strains, grouped according to their predicted effect.

# Supplementary material for: Genetic interaction network has a very limited impact on the evolutionary trajectories in continuous culture-grown populations of yeast
**Source:** BMC Ecol Evol. 2021 May 26;21:99. doi: 10.1186/s12862-021-01830-9
**Supplement:** Supplementary file 4 — Additional file 4. Mutations in ORFs of evolved mutator strains, grouped according to their predicted effect.

| **Protein effect** | ***cog7Δ msh2Δ*** | ***nup133Δ* *msh2Δ*** | ***msh2Δ*** |
| --- | --- | --- | --- |
|  | Gene name | | |
| substitution/s | *AMF1; AMN1; ART5; DAK2; DMA2; ELM1; EXO5; GLN1; GNA1; HSP104; HUR1; HXK1; ICL1; IRR1; KRE5; MRPS5; NET1; PAB1; PIF1; PMR1; PRO3*; PRP2; RPL4B; SEO1; SHM2; SHP1; SKM1; SOL4; SSN3; TKL1; TRX2; WAR1; YPL247C; YPL277C* | *ACC1; APC5; BRE1; CAN1; CEX1; DMA1; EFT2; EMP65; GIC1; GEX1; HSP60; IBA57; INP1; PEX21; PRK1; RSC1; SAM2; SCW4; SLA2; SWI1; YLR177W* | *BRR2; DRN1; MDN1; PMD1; PRO3*; RPL42B; URE2; YBT1* |
| truncation | *ACE2; ECM21; SAP30* | *MEC3; RIM15; TAH1* | *URE2* |
| none | *CDC3; ISW2; NRD1; PEX7; VHS3; YPS1; YER010C* | *ADY3; BDP1; CDC43; DCK1; EGH1; FLO11; GEX1; RGT2; RIX7; SRB8; SRC1; TIP1; YRB30* |  |
| *gene also mutated in other strain/s | |  |  |

**Additional file 4.** Mutations in ORFs of evolved mutator strains, grouped according to their predicted effect.

# Supplementary material for: Genetic interaction network has a very limited impact on the evolutionary trajectories in continuous culture-grown populations of yeast
**Source:** BMC Ecol Evol. 2021 May 26;21:99. doi: 10.1186/s12862-021-01830-9
**Supplement:** Supplementary file 8 — Additional file 8. The similarities of the adaptive transcriptomes of all biological replicates of continuous cultures performed in this study, expressed as Euclidean distance parameter and similarity tree obtained after clustering of all transcriptome data.

**Additional file 8.** The similarities of the adaptive transcriptomes of all biological replicates of continuous cultures performed in this study, expressed as Euclidean distance parameter and similarity tree obtained after clustering of all transcriptome data.

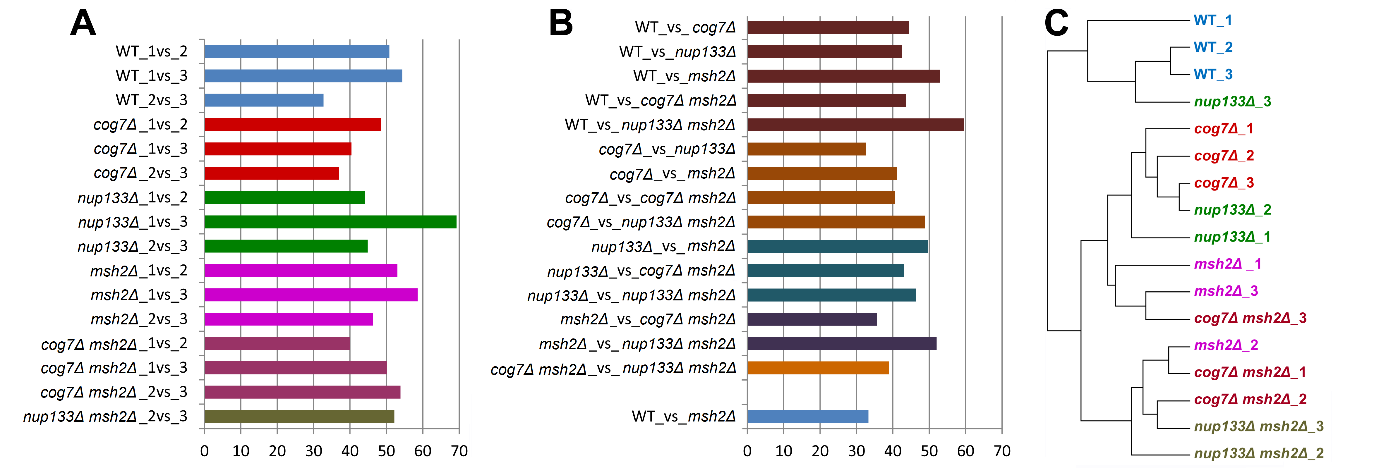

(A) Euclidean distances between adaptive transcriptomes of individual biological replicates of the same genotype (for clarity highlighted with the same color). (B) Euclidean distances between the averaged transcriptome data for different genotypes. (C) Similarity tree obtained after clustering of all transcriptome data (done with Cluster 3.0 and TreeView). Populations evolved from the same initial genotypes are marked with the same color.

# Supplementary material for: Genetic interaction network has a very limited impact on the evolutionary trajectories in continuous culture-grown populations of yeast
**Source:** BMC Ecol Evol. 2021 May 26;21:99. doi: 10.1186/s12862-021-01830-9
**Supplement:** Supplementary file 11 — Additional file 11. Number of DEGs for each biological replicate and total number of DEGs for each evolved yeast strain.

|  | Evolved line | Upregulated | | Downregulated | |
| --- | --- | --- | --- | --- | --- |
|  |  | ▲ | Strain-specific DEGs | ▼ | Strain-specific DEGs |
| Non-mutator group | cog7_evo_1 | 411 | 214 | 303 | 161 |
|  | cog7_evo_2 | 336 |  | 307 |  |
|  | cog7_evo_3 | 193 |  | 119 |  |
|  | nup133_evo_1 | 453 | 91 | 456 | 91 |
|  | nup133_evo_2 | 83 |  | 78 |  |
|  | nup133_evo_3 | 141 |  | 205 |  |
|  | WT evo_1 | 445 | 243 | 637 | 239 |
|  | WT evo_2 | 258 |  | 267 |  |
|  | WT evo_3 | 325 |  | 283 |  |
| Mutator group | cog7 msh2 evo_1 | 116 | 112 | 170 | 177 |
|  | cog7 msh2 evo_2 | 232 |  | 182 |  |
|  | cog7 msh2 evo_3 | 402 |  | 420 |  |
|  | nup133 msh2 evo_2 | 306 | 147* | 248 | 124* |
|  | nup133 msh2 evo_3 | 177 |  | 152 |  |
|  | msh2 evo_1 | 729 | 319 | 582 | 271 |
|  | msh2 evo_2 | 197 |  | 264 |  |
|  | msh2 evo_3 | 408 |  | 366 |  |
|  |  |  |  |  |  |
| *due to only 2 of 3 repetitions proceeded - given gene was recognized as DEG (on the strain scale) if its expression has changed at least 2-fold in one of the repetitions and at least 1-fold in the other. | | | | | |

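PNS1, which encodes a plasma membrane protein, fell in WT (-3.35 ± 0.45, limma adjusted p = 0.000721, log2 ratio ± SD, n = 3) and in cog7Δ (-2.39 ± 1.02, limma adjusted p = 0.00564), and HSP30, for a membrane heat shock protein, fell in nup133Δ (-1.73 ± 0.74, limma adjusted p = 0.0219). The number of genes at least 2-fold higher or lower differs widely between cultures of a strain. In WT 1, 2 and 3 it was 181, 120 and 175 higher and 410, 158 and 206 lower; in cog7Δ 1, 2 and 3 it was 241, 264 and 148 higher and 169, 252 and 99 lower; in nup133Δ 1, 2 and 3 it was 250, 41 and 76 higher and 315, 44 and 71 lower. In all 3 cultures of a strain, 52 genes were higher and 90 lower in WT, 41 and 44 in cog7Δ, and 11 and 18 in nup133Δ. These counts come from a threshold on single cultures, without a test.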

**Additional file 11.** Number of DEGs for each biological repetitions and total number of DEGs for each evolved yeast strains.

# Supplementary material for: Genetic interaction network has a very limited impact on the evolutionary trajectories in continuous culture-grown populations of yeast
**Source:** BMC Ecol Evol. 2021 May 26;21:99. doi: 10.1186/s12862-021-01830-9
**Supplement:** Supplementary file 13 — Additional file 13. UpSet diagrams for genes whose expression was significantly up- (red) and downregulated (blue) in the three evolved biological replicates of given yeast genotype.

**Additional file 13.** UpSet diagrams for genes whose expression was significantly up- (red) and downregulated (blue) in the three evolved biological replicates of given yeast genotype.

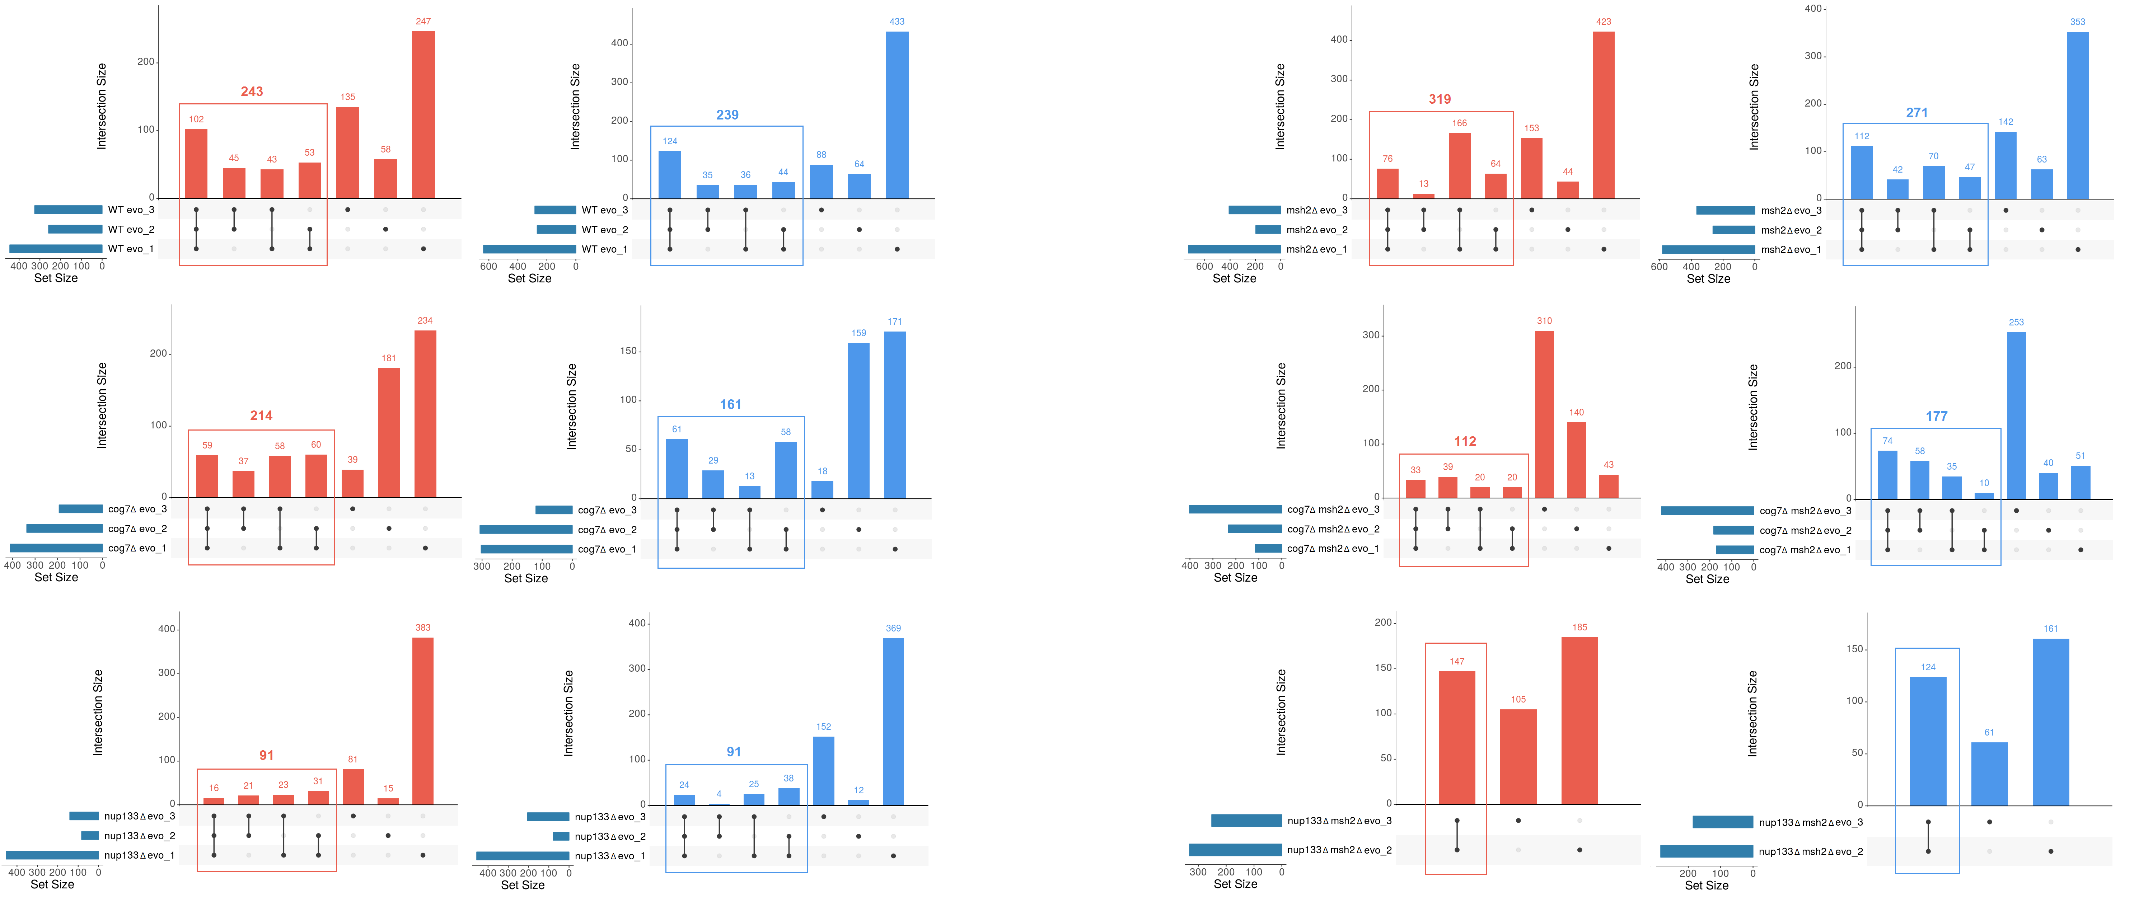

The horizontal bars show the number of differentially expressed genes of a given yeast replicate, while the vertical bars display the size of sets of genes exclusively shared between multiple pairwise comparisons (on the left) followed by those uniquely altered in the given replicate.

# Supplementary material for: Genetic interaction network has a very limited impact on the evolutionary trajectories in continuous culture-grown populations of yeast
**Source:** BMC Ecol Evol. 2021 May 26;21:99. doi: 10.1186/s12862-021-01830-9
**Supplement:** Supplementary file 15 — Additional file 15. Comments to Additional file 14.

#### Comments to Additional file 14.

#### Non-mutator populations

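Genes for making ribosomes rose in evolved cog7Δ. They include DBP8, an RNA helicase gene of small-subunit assembly (2.04 ± 0.07, limma adjusted p = 0.00454, log2 ratio ± SD, n = 3), IPI1, for processing the large-subunit precursor (2.03 ± 0.15, limma adjusted p = 0.00334), SSF1, for assembling the large subunit (1.87 ± 0.11, limma adjusted p = 0.0103), and UTP9, for a nucleolar protein that acts on the small-subunit precursor (1.76 ± 0.02, limma adjusted p = 0.00213), all 4 on chromosome VIII, which is raised as a whole in 2 of these cultures (below). Of 138 ribosome biogenesis genes 76 rose, 0 fell and 62 did not pass, with 95 up and 1 down adjusted over the list alone (list mean 0.80 ± 0.30, limma's camera, adjusted p = 3.21e-22, and adjusted p = 0.836 with an estimated correlation). The difference from WT was 0.84 (limma's camera, adjusted p = 4.05e-28, adjusted p = 0.481 with an estimated correlation). Whole chromosomes are also raised in these cultures. The median log2 ratio of chromosome VIII was 0.72 in cog7Δ 1 and 0.58 in cog7Δ 3, that of chromosome V was 0.44 in cog7Δ 1 and 0.18 in cog7Δ 2, and that of chromosome XI was 0.43 in cog7Δ 1 and 0.22 in cog7Δ 2, while over the strain the medians of the other chromosomes lay between -0.08 and 0.01. In nup133Δ 1 and nup133Δ 2 chromosome VIII had medians of 0.23 and 0.11. Of the ribosome biogenesis genes, 28 lie on V, VIII or XI (mean 1.16) and 110 elsewhere (mean 0.70), and 55 of those elsewhere rose. By the paper's rule 33 were higher, 16 of them elsewhere. The paper picked its genes for these terms on these samples.

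**Figure D3:**
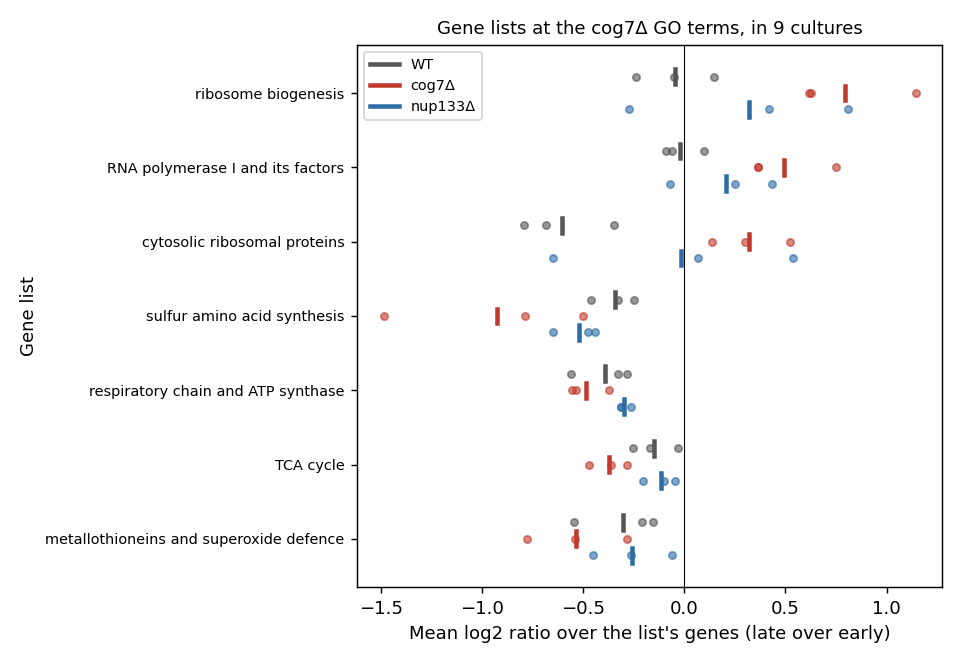
Mean log2 ratio of the gene lists at the cog7Δ terms in each of the 9 cultures (dots) and over each strain (bars).

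**Figure D4:**
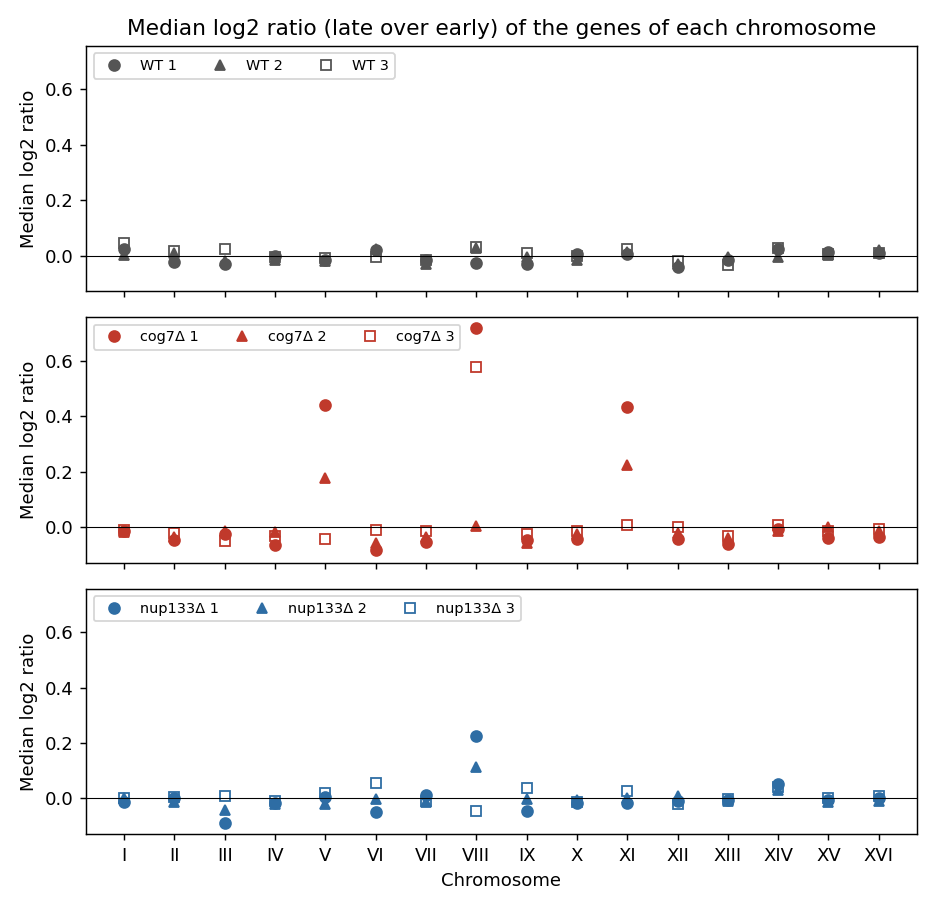
Median log2 ratio of each chromosome in each culture, by strain.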

Among the upregulated DEGs of the evolved *cog7Δ* strain, the enriched biological process category terms were in ribonucleoprotein complex, ribosomal small and large subunit biogenesis and assembly, and ncRNA processing and modification. In the category of cellular component, the enriched GO terms were related to preribosome (small and large subunit precursors).

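Genes for factors that act on the ribosome precursors rose in cog7Δ. DBP7 (1.79 ± 0.66, limma adjusted p = 0.00588, log2 ratio ± SD, n = 3) and RPF1 (1.57 ± 0.25, limma adjusted p = 0.00471) act on the large-subunit precursor, and RRP3 (1.39 ± 0.22, limma adjusted p = 0.00600) on the small one; DBP7 lies on chromosome XI and the other 2 on VIII, both raised as a whole in 2 of the 3 cultures. Of the genes that the paper lists under the large-subunit precursor, 15 of 16 passed here, and under the small-subunit processome 11 of 13, genes it picked on these samples. Genes for RNA polymerase I, which transcribes ribosomal RNA, moved the same way: of 16 genes 6 rose, 0 fell and 10 did not pass, with 7 up and 0 down adjusted over the list alone (list mean 0.49 ± 0.22, limma's camera, adjusted p = 0.001002, and adjusted p = 0.836 with an estimated correlation), among them RRN11 (1.37 ± 0.52, limma adjusted p = 0.00695) and RPC19 (1.14 ± 0.38, limma adjusted p = 0.0280), and 5 of the 6 that rose lie outside chromosomes V, VIII and XI, each raised as a whole in 2 of the 3 cog7Δ cultures. Of 137 cytosolic ribosomal protein genes 13 rose, 2 fell and 122 did not pass, with 1 up and 1 down adjusted over the list alone (list mean 0.32 ± 0.19, limma's camera, adjusted p = 0.000231, and adjusted p = 0.858 with an estimated correlation), and the 119 outside those chromosomes average 0.25 with 6 that rose. For the ribosomal protein genes limma's fry gives an adjusted p of 0.447, and without cog7Δ 2 camera gives 0.0524.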

Among the downregulated DEGs of the evolved *cog7Δ* strain, the enriched GO terms in the category of the biological process were associated with the amino acid metabolism (14 genes), respiration, organic acid transport, and superoxide metabolism (4 genes: fructose-1,6-bisphosphatase, copper-zinc superoxide dismutase and two metallothioneins involved in a defense reaction associated with oxidative stress and in detoxification of harmful metal ions). This suggests changes in general metabolism and the response to reactive oxygen species. 

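Sulfur amino acid genes fell in cog7Δ. MET2, for homoserine acetylation (-2.31 ± 0.35, limma adjusted p = 0.00283, log2 ratio ± SD, n = 3), MET3, for sulfate activation (-2.13 ± 0.31, limma adjusted p = 0.00113), SUL2, a sulfate permease gene (-1.95 ± 0.81, limma adjusted p = 0.00622), and MET10, for sulfite reduction (-1.39 ± 0.87, limma adjusted p = 0.0118), all passed. Of 25 genes for sulfur amino acid synthesis 0 rose, 15 fell and 10 did not pass, with 0 up and 17 down adjusted over the list alone (list mean -0.92 ± 0.51, limma's camera, adjusted p = 4.61e-07, and adjusted p = 0.836 with an estimated correlation), and the 21 outside chromosomes V, VIII and XI, each raised as a whole in 2 of these 3 cultures, average -0.97. Other amino acid lists did not pass: branched-chain -0.12 ± 0.06 (limma's camera, adjusted p = 0.616), lysine and histidine 0.05 ± 0.39 (0.949), aromatic 0.31 ± 0.21 (0.279), arginine -0.09 ± 0.82 (0.829) and the remaining amino acids 0.08 ± 0.19 (0.688). Outside the 3 chromosomes these lists average -0.22, -0.04, 0.10, -0.19 and -0.12 in the same order. Of the 4 genes named for superoxide metabolism, SOD1, which encodes copper-zinc superoxide dismutase, fell (-1.24 ± 0.22, limma adjusted p = 0.00511), while FBP1, for fructose-1,6-bisphosphatase (-0.43 ± 0.86, limma adjusted p = 0.276), and the metallothionein genes CUP1-1 (-0.83 ± 0.57, limma adjusted p = 0.0641) and CUP1-2 (-0.84 ± 0.54, limma adjusted p = 0.0620) did not pass. Of 14 genes for metallothioneins and superoxide defence 1 rose, 5 fell and 8 did not pass, with 1 up and 7 down adjusted over the list alone (list mean -0.53 ± 0.25, limma's camera, adjusted p = 0.0210, and adjusted p = 0.836 with an estimated correlation). This list gives an adjusted p of 0.0661 with chromosomes V, VIII and XI left out and 0.137 without cog7Δ 2.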

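Respiration genes fell in cog7Δ. COX7, for a cytochrome c oxidase subunit (-1.19 ± 0.28, limma adjusted p = 0.00338, log2 ratio ± SD, n = 3), CYC1, which encodes cytochrome c (-1.12 ± 0.24, limma adjusted p = 0.0133), and QCR9, for a subunit of the cytochrome bc1 complex (-1.09 ± 0.27, limma adjusted p = 0.00607), all passed. Of 39 genes for the respiratory chain and ATP synthase 0 rose, 18 fell and 21 did not pass, with 0 up and 20 down adjusted over the list alone (list mean -0.49 ± 0.10, limma's camera, adjusted p = 5.28e-08, and adjusted p = 0.769 with an estimated correlation). Of 15 genes of the TCA cycle, which feeds the chain, 0 rose, 9 fell and 6 did not pass, with 0 up and 10 down adjusted over the list alone (list mean -0.37 ± 0.09, limma's camera, adjusted p = 0.001002, and adjusted p = 0.769 with an estimated correlation), among them CIT1, for citrate synthase (-0.83 ± 0.19, limma adjusted p = 0.00695), ACO1, for aconitase (-0.79 ± 0.23, limma adjusted p = 0.00432), and KGD2 (-0.81 ± 0.13, limma adjusted p = 0.00481). Outside chromosomes V, VIII and XI, each raised as a whole in 2 of the 3 cog7Δ cultures, the 32 respiratory genes average -0.53 and the 12 TCA genes -0.46. The paper lists 6 respiratory chain genes here, picked on these samples, and 4 of them passed.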

In the category of cellular component, the enriched GO terms were related mainly to the mitochondrion (respiratory chain).

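Genes for using acetate and other organic acids tended upward in nup133Δ, few of them past the threshold singly. SFC1, which encodes a succinate and fumarate carrier (1.19 ± 0.34, limma adjusted p = 0.0367, log2 ratio ± SD, n = 3), ICL1, for isocitrate lyase (0.98 ± 0.30, limma adjusted p = 0.0369), and ADH2, an alcohol dehydrogenase gene (2.16 ± 0.85, limma adjusted p = 0.0366), rose, and FDH1, for formate dehydrogenase, did too (1.72 ± 0.21, limma adjusted p = 0.0334). ACS1, for acetyl-CoA synthetase (1.40 ± 0.68, limma adjusted p = 0.0594), and YAT1, for carnitine acetyltransferase (1.62 ± 0.93, limma adjusted p = 0.0898), did not pass. Of 16 genes for acetate and propionate metabolism 4 rose, 0 fell and 12 did not pass, with 10 up and 0 down adjusted over the list alone (list mean 0.95 ± 0.16, limma's camera, adjusted p = 3.56e-05, and adjusted p = 0.508 with an estimated correlation). Of 10 genes of the glyoxylate cycle and gluconeogenesis 2 rose, 0 fell and 8 did not pass, with 3 up and 1 down adjusted over the list alone (list mean 0.42 ± 0.16, limma's camera, adjusted p = 0.0367, and adjusted p = 0.542 with an estimated correlation). The acetate list has an adjusted p of 0.0502 with limma's fry. For the glyoxylate list it is 0.184 with fry, 0.0577 with the deposited log2 ratios, 0.0982 without nup133Δ 1, 0.0898 without nup133Δ 3 and 0.0511 without WT 1, and other settings end this call too.

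**Figure D5:**
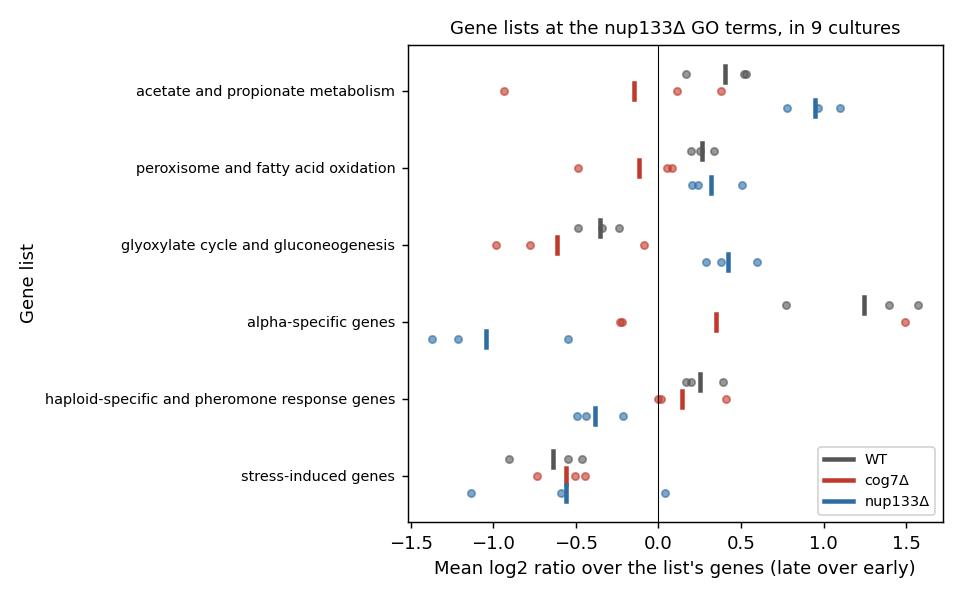
Mean log2 ratio of the gene lists at the nup133Δ terms in each of the 9 cultures (dots) and over each strain (bars).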

Among the upregulated DEGs of the evolved *nup133Δ* strain, the top enriched GO terms in the biological process category were associated with the metabolism of organic acids, lipids, and amino acids metabolism, suggesting that the DEGs were mainly involved in general metabolism. Interestingly, two genes, *PDH1* and *CIT3* that take part in the 2-methylcitrate cycle (2-MCC) were also present in this set. 

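Both genes of propionate breakdown had positive ratios in every nup133Δ culture, and neither passed limma. PDH1 averaged 1.12 ± 0.27 (limma adjusted p = 0.0883) and CIT3, for a citrate and methylcitrate synthase, 1.70 ± 0.88 (limma adjusted p = 0.0656) (log2 ratio ± SD, n = 3). The paper picked this pair on these samples by its rule, at least 2-fold in at least 2 cultures.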

The 2-methylcitrate cycle involves five enzymes converting propionate to pyruvate. Cit3 is important to the mitochondrial metabolism of propionyl-CoA whereas Pdh1 is a mitochondrial protein that participates in respiration induced by diauxic shift. In the category of cellular component, there was enrichment in genes related to peroxisome (6 genes) and phosphopyruvate hydratase complex (*ERR1* and *ERR2*).

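Peroxisome genes tended upward in nup133Δ. POX1, which encodes the acyl-CoA oxidase that starts fatty acid breakdown, rose (1.64 ± 0.20, limma adjusted p = 0.0412, log2 ratio ± SD, n = 3), and CTA1, for peroxisomal catalase, did not pass (1.24 ± 0.39, limma adjusted p = 0.0673). Of 46 genes for the peroxisome and fatty acid oxidation 4 rose, 1 fell and 41 did not pass, with 11 up and 1 down adjusted over the list alone (list mean 0.32 ± 0.17, limma's camera, adjusted p = 0.0123, and adjusted p = 0.542 with an estimated correlation). Of the 6 peroxisome genes the paper lists, picked on these samples, 3 passed. The enolase-related genes ERR1 (0.85 ± 1.22, limma adjusted p = 0.223) and ERR2 (0.82 ± 1.27, limma adjusted p = 0.246) did not pass. Limma's fry gives the peroxisome list an adjusted p of 0.211, median centring alone gives 0.102, array weights 0.334, and leaving out chromosomes V, VIII and XI 0.0546. Without nup133Δ 3 it is 0.550.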

Among the downregulated DEGs of the evolved *nup133Δ* strain, the enriched GO terms in the category of the biological process were mainly associated with cell adhesion (agglutinins: *AGA1*, *SAG1*) and response to chemical stimuli. 

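Mating genes fell in part in nup133Δ. AGA1, which encodes the anchor subunit of a-agglutinin (-0.94 ± 0.21, limma adjusted p = 0.0130, log2 ratio ± SD, n = 3), and FUS2, for cell fusion (-0.996 ± 0.42, limma adjusted p = 0.0207), passed, while SAG1, for alpha-agglutinin (-1.60 ± 0.81, limma adjusted p = 0.0646), and MF(ALPHA)2, for alpha mating factor (-1.22 ± 0.43, limma adjusted p = 0.0846), did not. Of 20 haploid-specific and pheromone response genes 0 rose, 3 fell and 17 did not pass, with 1 up and 9 down adjusted over the list alone (list mean -0.38 ± 0.15, limma's camera, adjusted p = 0.000110, and adjusted p = 0.508 with an estimated correlation). Of 4 genes specific to alpha cells 0 rose, 0 fell and 4 did not pass, with 0 up and 2 down adjusted over the list alone (list mean -1.04 ± 0.43, limma's camera, adjusted p = 0.0172, and adjusted p = 0.542 with an estimated correlation), and of 7 specific to a cells 0 rose, 2 fell and 5 did not pass, with 0 up and 3 down adjusted over the list alone (list mean -0.28 ± 0.07, limma's camera, adjusted p = 0.00323, and adjusted p = 0.508 with an estimated correlation), with STE2, the alpha-factor receptor gene, at -0.54 ± 0.26 (limma adjusted p = 0.0438). Of the 13 genes that the paper lists under response to drug, picked on these samples, 10 passed. The call on the alpha-specific genes ends with limma's fry (adjusted p = 0.122), with array weights (0.0977), and without nup133Δ 3 (0.104).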

In the cellular component category, enrichment of genes associated with plasma membrane was found.

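Pumps and lipid transporters of the plasma membrane fell in nup133Δ. RSB1, which encodes a sphingoid base transporter (-2.33 ± 0.81, limma adjusted p = 0.0176, log2 ratio ± SD, n = 3, at least 4.04-fold lower), YOR1, a pump of organic anions (-1.58 ± 0.63, limma adjusted p = 0.0176), PDR15 (-2.09 ± 0.92, limma adjusted p = 0.0289) and PDR10 (-1.74 ± 0.96, limma adjusted p = 0.0489), both related to the pump gene PDR5, passed. Of 14 drug efflux genes 0 rose, 7 fell and 7 did not pass, with 0 up and 9 down adjusted over the list alone (list mean -0.96 ± 0.37, limma's camera, adjusted p = 9.34e-05, and adjusted p = 0.508 with an estimated correlation). MUP1, for methionine uptake, fell as well (-1.93 ± 0.68, limma adjusted p = 0.0334). The paper lists 17 genes under a plasma membrane term here, picked on these samples, of which 10 passed.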

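Genes for scavenging nitrogen rose in part in evolved WT. All 4 copies of ASP3, for secreted asparaginase, rose (ASP3-1 1.96 ± 0.11, limma adjusted p = 3.62e-06, log2 ratio ± SD, n = 3), with PUT1, for proline breakdown (2.12 ± 0.10, limma adjusted p = 0.000905), BAT2, a branched-chain aminotransferase gene (1.54 ± 0.12, limma adjusted p = 0.00996), and GDH2, for glutamate breakdown (1.17 ± 0.47, limma adjusted p = 0.00807). The 4 copies read nearly alike, with means from 1.96 to 1.99. Whether the probes tell them apart was not tested, so they may not be separate measurements, and they make 4 of the 14 list genes that rose. CAR2, for arginine breakdown, averaged 1.02 ± 1.19 (limma adjusted p = 0.193) and did not pass. Of 29 genes under nitrogen catabolite repression 14 rose, 5 fell and 10 did not pass, with 15 up and 5 down adjusted over the list alone (list mean 0.68 ± 0.29, limma's camera, adjusted p = 0.00197, and adjusted p = 0.6997 with an estimated correlation). Among those that fell are the ammonium transporter genes MEP1 (-4.02, limma adjusted p = 0.000233) and MEP3 (-3.42, limma adjusted p = 4.61e-05). Fatty acid oxidation rose through POX1 (2.19 ± 0.31, limma adjusted p = 0.00438), FOX2 (1.57 ± 0.20, limma adjusted p = 0.00295) and CTA1 (1.20 ± 0.24, limma adjusted p = 0.0304), for acyl-CoA oxidase, the multifunctional beta-oxidation enzyme and catalase. Of 46 genes for the peroxisome and fatty acid oxidation 14 rose, 2 fell and 30 did not pass, with 14 up and 3 down adjusted over the list alone (list mean 0.26 ± 0.07, limma's camera, adjusted p = 0.0481, and adjusted p = 0.6997 with an estimated correlation). The paper picked the genes it names here on these samples. The peroxisome call is near the threshold and ends with limma's fry (adjusted p = 0.135), with the deposited log2 ratios (0.0581), with median centring alone (0.238), without WT 2 (0.119), nup133Δ 1 (0.0593) or nup133Δ 3 (0.0633), and in other settings.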

Among the upregulated DEGs of the evolved wild-type strain, the top enriched GO terms in the biological process category were associated with amino acids metabolism (e.g., *ASP3* (all four copies), *BAT2, CAR2, GDH2,* and *PUT1*), and fatty acid oxidation. In the category of cellular component, enrichment was found in periplasmic space, cytoplasmic microtubule, and nuclear cohesin complex.

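Chromosome cohesion and microtubule genes rose in WT. MCD1, which encodes a cohesin subunit (1.03 ± 0.18, limma adjusted p = 0.0143, log2 ratio ± SD, n = 3), TUB1, for alpha-tubulin (1.06 ± 0.54, limma adjusted p = 0.00503), BIM1, for a protein at microtubule ends (0.92 ± 0.55, limma adjusted p = 0.0162), and CIK1, a partner of a kinesin (0.98 ± 0.06, limma adjusted p = 0.00141), all passed. Of 14 genes for cohesin and cytoplasmic microtubules 11 rose, 0 fell and 3 did not pass, with 13 up and 0 down adjusted over the list alone (list mean 0.72 ± 0.11, limma's camera, adjusted p = 2.00e-06, and adjusted p = 0.574 with an estimated correlation). The same list in cog7Δ had a mean of 0.49 ± 0.15 and 7 of its genes rose there (limma's camera, adjusted p = 0.000596, and adjusted p = 0.836 with an estimated correlation). In the periplasm, ASP3-2 (1.97 ± 0.09, limma adjusted p = 3.62e-06), ASP3-3 (1.97 ± 0.10, limma adjusted p = 3.62e-06) and ASP3-4 (1.99 ± 0.07, limma adjusted p = 3.62e-06), copies of the secreted asparaginase gene, rose. Whether the probes tell these copies apart was not tested. The paper lists 4 microtubule and 3 cohesin genes, picked on these samples, and all of them passed.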

Among the downregulated DEGs of the evolved wild-type strain, the enriched terms in the category of the biological process were mainly associated with amino acid transport (e.g., permeases encoded by *AGP1, BAP3, GNP1, HIP1, TAT1*, and *TAT2*), fungal-type cell wall organization, ion transport, and response to abiotic stimuli, suggesting that most of the downregulated genes were involved in general cellular metabolism. Additionally, we observed a downregulation of genes involved in glycerol synthesis (*GPP1* and *GPP2*), which is in line with expectations since the medium contained glycerol as the main carbon source. 

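Amino acid permease genes fell in WT. All 6 that the paper names have negative means and passed: BAP3 (-4.16 ± 0.16, limma adjusted p = 0.00102, log2 ratio ± SD, n = 3) and TAT1 (-2.36 ± 0.15, limma adjusted p = 0.00295), whose evolved signals are above the brightness limit on 2 of 6 arrays each, carry branched-chain and aromatic amino acids, AGP1 (-3.31 ± 0.76, limma adjusted p = 0.000505) and GNP1 many of them, TAT2 (-2.13 ± 0.38, limma adjusted p = 0.000526) tryptophan and HIP1 (-1.03 ± 0.18, limma adjusted p = 0.00151) histidine. Of 20 permease genes 1 rose, 9 fell and 10 did not pass, with 2 up and 9 down adjusted over the list alone (list mean -1.04 ± 0.24, limma's camera, adjusted p = 0.00103, and adjusted p = 0.574 with an estimated correlation). Ammonium uptake fell through MEP1 (-4.02 ± 0.42, limma adjusted p = 0.000233). Cell wall genes fell as well, with SED1 (-2.31 ± 0.29, limma adjusted p = 0.000380) and PIR3 (-2.19 ± 0.26, limma adjusted p = 0.000419), for wall proteins, and of 28 genes for cell wall proteins and synthesis 2 rose, 12 fell and 14 did not pass, with 3 up and 14 down adjusted over the list alone (list mean -0.59 ± 0.07, limma's camera, adjusted p = 0.000788, and adjusted p = 0.574 with an estimated correlation). Among genes induced by stress, CTT1, for cytosolic catalase (-1.96 ± 0.58, limma adjusted p = 0.0121), and HSP12 (-1.66 ± 0.28, limma adjusted p = 0.00325) fell, and of 25 such genes 0 rose, 11 fell and 14 did not pass, with 1 up and 12 down adjusted over the list alone (list mean -0.64 ± 0.23, limma's camera, adjusted p = 0.00386, and adjusted p = 0.6997 with an estimated correlation). The paper picked the permeases on these samples. The stress list has an adjusted p of 0.0983 with limma's fry.

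**Figure D6:**
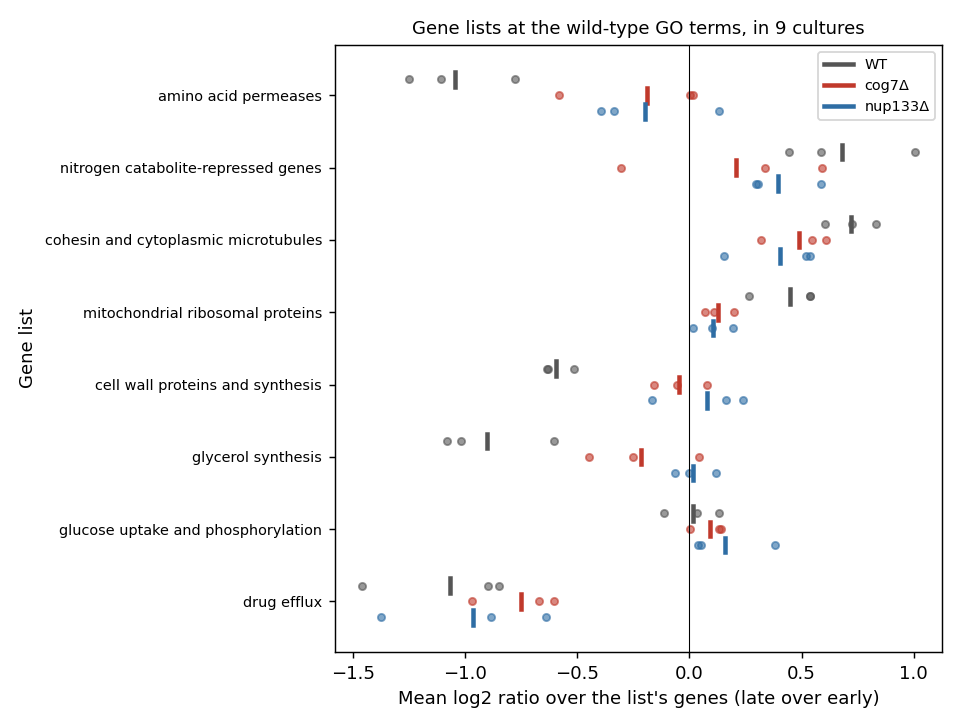
Mean log2 ratio of the gene lists at the WT terms in each of the 9 cultures (dots) and over each strain (bars).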

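Both named phosphatase genes of glycerol synthesis fell in WT, GPP1 (-1.23 ± 0.52, limma adjusted p = 0.0175, log2 ratio ± SD, n = 3) and GPP2 (-0.97 ± 0.45, limma adjusted p = 0.0224). GPD1, which encodes the dehydrogenase of the preceding step, fell too (-1.35 ± 0.14, limma adjusted p = 0.00156), and its paralogue GPD2 did not pass (-0.05 ± 0.13, limma adjusted p = 0.884). Of these 4 genes 0 rose, 3 fell and 1 did not pass, with 0 up and 3 down adjusted over the list alone (list mean -0.90 ± 0.26, limma's camera, adjusted p = 0.0559, limma's fry, adjusted p = 0.00392). STL1, for glycerol uptake, also fell (-1.78 ± 0.44, limma adjusted p = 0.00167, its evolved signal above the brightness limit on 2 of 6 arrays). The paper ties the fall to glycerol being the main carbon source in the medium. The list passes limma's camera without WT 3 (adjusted p = 0.0314), without cog7Δ 2 (0.0307) and without cog7Δ 3 (0.0474), and also with background subtraction (0.0466), with median centring alone (0.0285) and in other settings.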

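Cytosolic and mitochondrial ribosomes went in opposite directions in WT. RPS8A (-2.21 ± 0.39, limma adjusted p = 0.000411, log2 ratio ± SD, n = 3) and RPL24B (-1.48 ± 0.21, limma adjusted p = 0.000721), for proteins of the cytosolic small and large subunits, fell, and of 137 cytosolic ribosomal protein genes 0 rose, 50 fell and 87 did not pass, with 1 up and 63 down adjusted over the list alone (list mean -0.61 ± 0.23, limma's camera, adjusted p = 1.02e-13, and adjusted p = 0.6997 with an estimated correlation). MRPL44, for a mitochondrial ribosomal protein, rose (1.25 ± 0.30, limma adjusted p = 0.000630), and of 67 such genes 38 rose, 1 fell and 28 did not pass, with 46 up and 1 down adjusted over the list alone (list mean 0.45 ± 0.16, limma's camera, adjusted p = 2.76e-13, and adjusted p = 0.574 with an estimated correlation). HSP150, which encodes a secreted wall glycoprotein, fell (-1.34 ± 0.11, limma adjusted p = 0.000263). Of the genes that the paper lists under the cytosolic ribosome, picked on these samples, 15 of 17 passed for the large and 7 of 8 for the small subunit. The cytosolic list has an adjusted p of 0.0648 with limma's fry.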

Enriched GO terms in the cellular component category were mainly connected with ribosomes and cell wall.

We also checked which GO terms were enriched among genes commonly up- or downregulated shared by non-mutator strains tested. As a result, 81 upregulated genes and 112 downregulated ones were shared by at least two of three non-mutator strains. These DEGs are not related to the compensatory evolution of the mutants but rather reflect the universal adaptation to culture conditions. 

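By the same rule 45 genes were raised and 79 lowered in at least 2 of the 3 strains, with 12 and 22 in all 3. DDR2, a stress gene, is among those lowered in all 3 (WT -2.37 ± 0.38, limma adjusted p = 0.00148, cog7Δ -2.26 ± 0.69, limma adjusted p = 0.00477, nup133Δ -1.75 ± 0.67, limma adjusted p = 0.0284, log2 ratio ± SD, n = 3 each). WT and cog7Δ share 24 raised genes where 3.13 would be shared by chance, WT and nup133Δ 21 against 1.03, and cog7Δ and nup133Δ 24 against 1.31. Of the lowered genes they share 63 against 3.22, 27 against 1.36 and 33 against 1.06. Genes raised in 1 strain and lowered in another number at most 3 in any pair. The paper reasons that shared genes reflect adaptation to the culture conditions and not compensation. The deposited log2 ratios give 81 raised genes and background subtraction 72. Without cog7Δ 1 the lowered count is 50, and without cog7Δ 2 it is 42.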

The upregulated DEG set is enriched in genes involved in organic acids metabolism and the encoded proteins associated with the peroxisome. 

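Across the 3 strains ALD5, for a mitochondrial aldehyde dehydrogenase, rose by 1.82 ± 0.11 (mean log2 ratio ± SE, n = 9), and the formate dehydrogenase genes FDH1 and FDH2 by 1.55 ± 0.19 and 1.77 ± 0.19. YMC2, for a mitochondrial organic acid carrier, rose by 1.51 ± 0.12. In the mean of the 3 strains, of 46 genes for the peroxisome and fatty acid oxidation 13 rose, 5 fell and 28 did not pass, with 11 up and 5 down adjusted over the list alone (list mean 0.15, limma's camera, adjusted p = 0.400), and of 16 for acetate and propionate metabolism 6 rose, 3 fell and 7 did not pass, with 6 up and 3 down adjusted over the list alone (list mean 0.40, adjusted p = 0.115). In cog7Δ the peroxisome list averaged -0.12 ± 0.32.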

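Several transporter genes fell in the mean of the strains. PNS1, for a plasma membrane protein (-2.20 ± 0.20, mean log2 ratio ± SE, n = 9), MUP1, for methionine uptake (-2.28 ± 0.21), and PDR15 (-2.06 ± 0.21), RSB1 (-2.02 ± 0.18, its evolved signal in nup133Δ above the brightness limit on 0 of 6 arrays) and PDR10 (-1.97 ± 0.24), for export of drugs and lipids, all passed. In the mean of the 3 strains, of 20 amino acid permease genes 3 rose, 12 fell and 5 did not pass, with 3 up and 12 down adjusted over the list alone (list mean -0.48, limma's camera, adjusted p = 0.0126, and adjusted p = 0.650 with an estimated correlation), where WT stands at -1.04, cog7Δ at -0.19 and nup133Δ at -0.20, and of 14 drug efflux genes 2 rose, 8 fell and 4 did not pass, with 2 up and 8 down adjusted over the list alone (list mean -0.93, limma's camera, adjusted p = 0.00154, and adjusted p = 0.650 with an estimated correlation). Respiration fell as well: of 39 genes for the respiratory chain and ATP synthase 0 rose, 25 fell and 14 did not pass, with 1 up and 25 down adjusted over the list alone (list mean -0.39, limma's camera, adjusted p = 2.68e-06, and adjusted p = 0.650 with an estimated correlation).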

The shared downregulated genes are enriched in genes linked to transmembrane transport and respiration. 

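For the mitochondrion, NCA3, linked to the ATP synthase, fell over the 3 strains (-2.92 ± 0.38, mean log2 ratio ± SE, n = 9), as did SHH3, for an inner membrane protein (-1.97 ± 0.14). COX7, for a cytochrome c oxidase subunit, fell in WT (-1.15 ± 0.34, limma adjusted p = 0.00138, ± SD, n = 3) and in nup133Δ (-0.92 ± 0.10, limma adjusted p = 0.0219). In the mean of the 3 strains, of 15 TCA cycle genes 2 rose, 9 fell and 4 did not pass, with 2 up and 9 down adjusted over the list alone (list mean -0.21, limma's camera, adjusted p = 0.0183, and adjusted p = 0.650 with an estimated correlation). Mitochondrial ribosomal protein genes went the other way: of 67 genes 37 rose, 1 fell and 29 did not pass, with 38 up and 2 down adjusted over the list alone (list mean 0.23, limma's camera, adjusted p = 8.30e-07, and adjusted p = 0.650 with an estimated correlation). Their rise was largest in WT: the difference from WT was -0.32 in cog7Δ, where the list mean was 0.13, and -0.34 in nup133Δ.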

In the cellular component category enriched GO terms were linked to genes connected with mitochondrion, and to plasma membrane.

#### Mutator populations (*msh2Δ* bearing)

Among the upregulated DEGs in the evolved *cog7Δ msh2Δ* strain, in the biological process category, enriched were the GO terms linked to amino acids metabolism, peptide transport, and hexose transport (i.e., *HXK1* - engaged in glucose phosphorylation, its expression is highest during growth on non-glucose carbon sources*, HXT3, HXT6,* and *HXT7* - encoding glucose transporters) suggesting that the DEGs were mainly involved in sugar uptake, amino acid metabolism, and other basic metabolic processes. In the cellular component category, mainly enrichment in genes related to the plasma membrane was found.

Among the downregulated DEGs of the evolved *cog7Δ msh2Δ* strain, the GO terms in the category of the biological process were enriched in terms associated e.g., with sulfur amino acid biosynthesis (e.g., *MET3*, *MET5, MET10, MET14, MET17*, and *SER33*) as well as with reproduction, and pyridoxine metabolic process. In the category of cellular component, the enriched GO terms were e.g., linked to sulfite reductase complex, cell wall, and plasma membrane.

Among the upregulated DEGs of the evolved *nup133Δ msh2Δ* strain, the enriched GO terms in the biological process category were associated with carbohydrate transport, formate metabolism (*FDH1, FDH2,* and YPL276W (*FDH2* alias)), cellular amide metabolic process, and peptide transport. In the cellular component category enrichment was found in genes related to the plasma membrane.

Among the downregulated DEGs of the evolved *nup133Δ msh2Δ* strain, the GO terms in the category of the biological process were enriched in those associated with *de novo* IMP (inosine monophosphate) biosynthesis (i.e., *ADE1, ADE2, ADE4, ADE17*), reproduction, and siroheme metabolic process. In the category of cellular component enrichment was found in genes of glycine cleavage complex, extracellular region, and plasma membrane.

It is worth mentioning that the upregulated DEGs of the evolved *msh2Δ* and *cog7Δ* strain were enriched in GO terms belonging to similar processes and cell compartments. In detail, in the evolved *msh2Δ* strain enriched GO terms were associated with RNA 5'-end processing, and rRNA modifications. In the category of cellular component, the enriched GO terms were related to ribosome biogenesis and associated with RNA polymerase complex. In fact, a total of 55 upregulated genes were common to *msh2Δ* and *cog7Δ*. In contrast, *cog7Δ* and *cog7Δ msh2Δ* share only one upregulated gene (Figure 5A in the main text).

Among the downregulated DEGs of the evolved *msh2Δ* strain, the GO terms in the category of the biological process were enriched in those linked to amino acids metabolism, pentose-phosphate shunt, formate metabolism (*FDH1, FDH2,* and YPL276W (*FDH2* alias)), nitrogen utilization (e.g., *ADY2, ATO2, ATO3*) and acetyl-CoA metabolism (e.g., *ICL1, KGD1, KGD2, MDH2, MLS1, SHH4*). In the category of cellular component the enrichment of genes associated with the plasma membrane and cell wall was found.

As previously, we checked the enrichment of GO terms among genes commonly up- or downregulated shared by tested mutator strains. As a result, 83 upregulated, and 119 downregulated genes were shared by at least two of three mutator strains. These DEGs were likely related to the adjustment to continuous culture conditions, as in the case of the DEGs shared by the *MSH2* strains, but also could represent a compensatory adjustment to the effects of the *msh2Δ* defect. Among them, the upregulated genes were enriched e.g., in response to chemicals, meiotic cell cycle, and nucleobase-containing small molecule metabolism, while the downregulated ones - e.g., in genes engaged in cellular amino acid metabolism, conjugation, and cell wall organization or biogenesis. In the cellular component category among the upregulated DEGs we observed overrepresentation of genes linked to plasma membrane and vacuole, and among the downregulated DEGs of genes connected to the mitochondrion, plasma membrane, and endoplasmic reticulum.

Interestingly, in terms of common DEGs, non-mutator and mutator strains shared 8.5% (14 DEGs) of upregulated genes and almost 22% (50 DEGs) of downregulated ones.

How the deposited data were processed for this re-analysis (not part of the article)

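Messenger RNA of 9 yeast cultures was measured, 3 each of WT, cog7Δ and nup133Δ. Each population evolved for 200 generations was set against the same culture at 35 generations, on 2 arrays with the dyes exchanged, 18 arrays in all. The condition and number of each culture come from the deposited labels. Other strains of the paper are not reported here, and its genetic interaction network was not used here.

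The authors labelled the RNA with Cy3 and Cy5, hybridized it to Agilent yeast arrays in a format of 8 arrays per slide, scanned them with an Axon scanner and extracted the spots with GenePix Pro 6.1. The deposited spot intensities are the foreground and the local background brightness in both channels, and the authors applied no normalization to them. The deposited percent values give the share of a spot's pixels that lie above the local background by 2 SD, or that are saturated, as the scanner software wrote them. Its flags mark spots not found. Before deposit the authors normalized the log2 values of the series table in Acuity 4.0, by a method that the paper does not name, and averaged them over both arrays and both spots of a gene. Values of exactly 0 in that table were taken as missing. The table serves here only as an alternative.

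Each array holds 15744 spots, of which 12512 are gene spots for 6256 genes, 2 per gene, and 3232 are control or ignored spots, which were left out. Background was corrected with normexp at an offset of 50, each array was normalized by loess over its gene spots, the log2 ratio of evolved to 35-generation RNA was averaged over spots and both dye orders, and no gene or spot was filtered out. Names follow the gene table supplied for the series for 5756 genes and the array's own name for 500, and 1292 symbols differ from the array's. R 4.3.3 was used with limma 3.58.1, statmod 1.5.0 and jsonlite 2.0.0, and figures were drawn with Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6.

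All 9 cultures entered 1 limma fit with a mean for each strain, so that the strains share 1 estimate of the spread. Each strain's mean and the mean of the 3 strains were tested against 0, the strains were compared pairwise and by a moderated F test, and p was adjusted by Benjamini-Hochberg over all genes, with 0.05 as the threshold. The paper's rule (a log2 ratio of at least 1 in size in at least 2 of 3 cultures) was applied beside it. In all, 43 gene lists were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and 1 of their members is not on the array. Distances between cultures were tested by exact permutation of the strain labels, overlaps between strains by Fisher's exact test, and promoter mutations listed by the paper by 100000 random draws of genes within the mutated cultures, with the random seed 11.

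Genes are named by a fixed rule. For each strain these are the 10 highest and 10 lowest means among genes past the limma threshold with the same sign in all 3 cultures, for each comparison between strains the 5 highest and 5 lowest, for the mean of the strains the 10 highest and 10 lowest with the same sign in all 9 cultures, every gene the paper names in its text on transcripts or in Additional files 10 and 15, COG7 and NUP133, and the 4 members of each list with the largest change. The values in the paper's tables had been seen when this rule was written.

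The number of cultures, 3 per strain, limits the precision of each mean. The median spot signal was 9.69 to 23.1 times the local background, and 0.368% to 13.8% of an array's gene spots were marked as not found. The positions of the spots in the scanned images place the arrays on 3 slides: WT 1, WT 2, cog7Δ 1 and nup133Δ 1 on the first, WT 3, cog7Δ 2, cog7Δ 3 and nup133Δ 2 on another, and nup133Δ 3 on the last. This placement is read from the positions and is not given by the labels.

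The alternatives changed 1 choice at a time: background subtracted plainly or not corrected, median centring alone or no normalization within arrays, scaling between arrays, either dye order alone, only the 5244 genes with at least 70% of pixels above the background limit in both channels on at least 0.5 of the arrays, the deposited log2 ratios, array weights, a separate fit for each strain, the replicate number or the slide as a block, camera with an estimated correlation, fry, other forms of the paper's rule, and each culture left out in turn. The fits, the rule and the list tests were tested on simulated data, with 1 spread per gene pooled over the strains. In WT, with 50 genes at each of 4 simulated changes, limma called 78% and 82% of the genes at log2 1 and -1 and 100% at 2 and -2, and 9 of its 189 calls were unchanged genes (4.76%). The paper's rule called 32% and 44% at log2 1 and -1 and 100% at 2 and -2, with 14 unchanged genes among its 152 calls, and 16 genes in nup133Δ, where no change was simulated. A list raised by 0.5 came back with a mean of 0.46 and passed with an estimated correlation too (adjusted p = 2.28e-05), with 1 of 42 other lists called. The simulated genes varied independently of each other, so this does not show how the list tests behave where genes vary together. Every strain was given the same spread for a gene, as the joint fit assumes. The share of unchanged genes called thus does not show how single-gene calls behave where the strains differ in spread.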

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

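The tests of a few genes or one pathway, of a mislabelled sample and of a shared slide were chosen only after the result was seen, while the comparisons, the gene lists and the splits were set before the data were examined.

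The strains differ in how their transcripts changed. By limma, 74 genes differ between cog7Δ and WT, 47 between nup133Δ and WT, and 47 by the F test over the 3 strains. Among 100 splits of the 9 cultures into 3 groups of 3, the real one gives the 47 and the highest other 23. Only 1 of the 100 splits drawn thus gives as many, which makes chance unlikely for the F test and does not exclude it. The highest other split also keeps the WT cultures together. For the change in the mean of the strains, the real signs give 2756 genes and the highest of 99 other sign patterns 2237, again 1 of 100 drawn. The 10 splits of 6 cultures are too few for a share under 0.05: for cog7Δ and WT the real one gives 74 genes and the highest other 0, for nup133Δ and WT 47 and 0, and for cog7Δ and nup133Δ 0 and 0, where limma calls 0 genes adjusted and 626 at an unadjusted p below the same threshold, and no other tool for single genes was run. These counts hang on single cultures, among others in this way: the F count is 8 without WT 2 and 184 without nup133Δ 3, and the counts for cog7Δ and nup133Δ against WT are 10 and 16 without WT 2 and 390 and 140 without nup133Δ 3. The mean Euclidean distance between cultures is higher between strains than within them by 8.17 (exact permutation p = 0.0107).

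These gene lists pass both limma's camera and fry in a test of the difference between strains. Each is given as the mean log2 difference, with the adjusted p of camera and then the adjusted p with an estimated correlation, under which none of them passes. For cog7Δ minus WT they are the Nup84 subcomplex 0.31 (0.0113, 0.456), nuclear transport 0.27 (0.0109, 0.456), branched-chain amino acid synthesis -0.51 (0.0336, 0.456) and cell wall proteins 0.55 (2.56e-05, 0.456). Without the members on chromosomes V, VIII and XI these 4 means are 0.23, 0.22, -0.60 and 0.46. For nup133Δ minus WT they are the Nup84 subcomplex 0.23 (0.0307, 0.480), mitochondrial ribosomal proteins -0.34 (4.20e-13, 0.480), glycerol synthesis 0.92 (0.00679, 0.364), alpha-specific genes -2.29 (0.000323, 0.480), haploid-specific genes -0.63 (3.27e-06, 0.364) and cell wall proteins 0.67 (1.51e-07, 0.212). For cog7Δ minus nup133Δ they are branched-chain amino acid synthesis -0.29 (0.0115, 0.269), the glyoxylate cycle -1.04 (9.35e-10, 0.269), a-specific genes 0.31 (0.000669, 0.269) and haploid-specific genes 0.52 (5.17e-08, 0.269), and without those chromosomes -0.37, -1.24, 0.32 and 0.47.

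A signal that the paper does not report is a rise of whole chromosomes, picked after their values were seen. In cog7Δ the median log2 ratio is 0.44 (cog7Δ 1) and 0.18 (cog7Δ 2) for the 286 genes of chromosome V, 0.72 (cog7Δ 1) and 0.58 (cog7Δ 3) for the 280 of VIII, and 0.43 (cog7Δ 1) and 0.22 (cog7Δ 2) for the 338 of XI, and of 10000 random draws of as many genes 0 reached any of these 6 medians. Chromosome VIII is also raised in nup133Δ 1 (0.23, with 65.0% of its genes above the median of the others, and arms at 0.06 and 0.25) and nup133Δ 2 (0.11, 68.9%, arms at 0.07 and 0.11), and 0 of 10000 draws reached these either. The explanations were weighed for the 6 cog7Δ cases and not for nup133Δ. A dye bias is argued against by both dye orders, whose lowest median over the 6 cases is 0.18. A few genes or one pathway are argued against too, since with the ribosome lists left out at least 70.6% of a chromosome's genes lie above the median of the others. As a hypothesis, a copy of the chromosome may have been gained by part of the cells, as both arms are raised and the lower one's median is at least 80.1% of the higher one's. The arrays measure RNA and not DNA, and copy number was not measured here. The paper's flow cytometry, shown with haploid and diploid controls, found mainly haploid cells. Whether it could show a single added chromosome was not tested. The paper also sequenced the genomes of the evolved populations, and their read depth by chromosome was not examined here.

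Ribosome biogenesis genes, of which 28 lie on chromosomes V, VIII and XI, are higher in cog7Δ, so the raised chromosomes could account for the rise of the list. As the whole cause they are argued against by the 110 members on other chromosomes, whose mean is 88.4% of that of all members. For the 28 members the rise of the chromosome and that of the list are not separated, and a biological cause of the list's rise was not tested.

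Some cultures lie nearest to a culture of another strain: cog7Δ 3 and nup133Δ 2 correlate at 0.82 over all genes, and nup133Δ 3 is nearest to WT 3 (0.54). For the first pair a shared slide is argued against, since the other pairs of different strains on that slide reach at most 0.59, although pairs of different strains lie closer on average on the same slide than on different ones (a distance of 39.7 against 44.5). That either culture of this pair is mislabelled and of the other's strain is argued against by COG7, which reads 6.83 in cog7Δ 3, against 6.47 to 6.83 in cog7Δ and 8.64 to 9.76 in the carriers, and 8.64 in nup133Δ 2, a gap of 1.81 (log2). That nup133Δ 2 or nup133Δ 3 is a mislabelled culture of a strain that carries NUP133 is argued against by NUP133, which at both time points reads lower in each than in any carrier, by at least 0.81 (log2), and at least 3.63 SD of the carriers below their mean. A limit of 1 for that gap, set first, is not met, and the one of 3 SD was set with the values in view. The paper's RT-qPCR of the same cultures runs the same way as the arrays (r = 0.883) and does not settle the labels. Likeness through mutations gained by both cultures is a biological explanation that was not tested.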

How the results depend on the processing

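Leaving out spots not found, subtracting each chromosome's median and leaving out chromosomes V, VIII and XI are tests chosen only after the data were seen. Of 56 results, 56 kept their direction and their side of the threshold without the spots not found, 56 without dim genes, 55 with no background correction, 55 with the evolved RNA in Cy5 alone, 54 with it in Cy3 alone, 52 with background subtraction, 51 with scaling between arrays, 50 with median centring alone, 48 with the deposited log2 ratios and 46 with no normalization within arrays. It is 52 of 54 with chromosome medians subtracted, 49 of 54 without chromosomes V, VIII and XI, 42 of 45 with the slide as a block, 34 of 45 with array weights, 36 of 38 with separate fits, 26 of 37 with fry and 10 of 37 with an estimated correlation, where fewer results could be computed. Of 609 results for named genes 1 reversed, and the others that changed lost or gained their call: 15 and 8 with background subtraction, 2 and 4 with no background correction, 12 and 35 with median centring alone, 74 and 34 with no normalization within arrays, 14 and 49 with scaling, 11 and 20 with Cy5 alone, 16 and 26 with Cy3 alone, 3 and 5 without spots not found, 3 and 17 of 581 without dim genes, 30 and 10 with the deposited log2 ratios, 1 and 163 with array weights, 112 and 18 of 569 with separate fits, 35 and 1 with the slide as a block, and 14 and 11 with chromosome medians subtracted. The list calls need the preset correlation: with an estimated one, none of the 43 lists passes in any comparison. Array weights give the highest limma counts of all settings run in each strain and between strains, and their fit stopped before it converged. The median spot signal, 9.69 to 23.1 times the background, limits the ratios of dim genes most, and none of the 56 results needs these genes. Print-tip loess was not run, as each array has 1 block, nor was a choice among probes, as each gene has 1. In all of what follows the cause was not tested.

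Counts by limma that moved: with background subtracted, 95 genes differ between nup133Δ and WT; with median centring alone, 178 between cog7Δ and WT and 76 between nup133Δ and WT. With no normalization within arrays cog7Δ has 631, nup133Δ 551 and cog7Δ against WT 37. Scaling between arrays gives nup133Δ 892, cog7Δ against WT 36 and the mutants 2. The deposited log2 ratios give nup133Δ 159 and nup133Δ against WT 74. Separate fits give nup133Δ 0 (1207 at an unadjusted p below the threshold), array weights 3002, 2160 and 4904 in WT, cog7Δ and nup133Δ, 1126, 2471 and 210 in the comparisons and 2509 by F, with NSA2 reversed in nup133Δ (0.17), and subtracted chromosome medians 91 between nup133Δ and WT. With the slide as a block the counts against WT are 309 and 161, and F gives 169.

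Counts by the paper's rule that moved: with background subtracted 189 genes are higher in WT and 72 shared. With no normalization within arrays 49 are higher and 350 lower in WT, and 32 and 106 in nup133Δ, with scaling 108 higher in nup133Δ. The deposited log2 ratios give 243 higher in WT, 91 higher and 91 lower in nup133Δ and 81 shared. Without chromosomes V, VIII and XI 77 are higher in cog7Δ. Asking for all 3 cultures gives 52 and 90 in WT, 41 and 44 in cog7Δ, and 11 and 18 in nup133Δ. With limma in place of the rule there are 940 and 849 in WT, 673 and 688 in cog7Δ, 165 and 196 in nup133Δ, and 330 and 422 shared, and with limma and the mean together 30 and 31 in nup133Δ. Promoter mutations average the percentile 70.2 when set against the other cultures, some of which carry a mutation before the same gene.

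Lists that crossed the threshold, with their adjusted p: peroxisome in WT 0.0512 with no background correction, 0.238 with median centring alone, 0.103 with no normalization within arrays, 0.0591 with Cy5 alone, 0.0581 with the deposited log2 ratios, 0.135 with fry, 0.0508 with chromosome medians subtracted and 0.0879 without chromosomes V, VIII and XI. Glycerol synthesis in WT passes at 0.0466 with background subtracted, 0.0285 with median centring alone, 0.0262 with no normalization within arrays, 0.0473 with scaling, 0.0308 with Cy3 alone, 0.0491 with array weights, 0.0346 with separate fits and 0.00392 with fry. Glucose uptake in WT reversed with no normalization within arrays (0.0472). In nup133Δ the peroxisome list gives 0.102 with median centring alone, 0.334 with array weights, 0.211 with fry and 0.0546 without chromosomes V, VIII and XI; the glyoxylate list 0.173, 0.252, 0.184 and 0.0649 in the same order, 0.0745 with Cy3 alone and 0.0577 with the deposited log2 ratios. Alpha-specific genes give 0.0977 with array weights and 0.122 with fry, as do stress genes with fry (0.122), and acetate gives 0.0502 with fry. In cog7Δ fry gives 0.447 for the cytosolic ribosome and 0.133 for stress genes, and metallothioneins give 0.0661 without chromosomes V, VIII and XI. In WT fry gives 0.0648 for the cytosolic ribosome and 0.0983 for stress genes.

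With an estimated correlation the lists that had passed give, in cog7Δ, 0.836 (ribosome biogenesis, RNA polymerase I, sulfur amino acids, metallothioneins, drug efflux), 0.858 (cytosolic ribosome, stress) and 0.769 (respiratory chain, TCA cycle). They give 0.508 (acetate, haploid-specific, drug efflux) and 0.542 (peroxisome, glyoxylate, alpha-specific, stress) in nup133Δ, 0.574 (permeases, cohesin, mitochondrial ribosome, cell wall, drug efflux) and 0.6997 (nitrogen, peroxisome, cytosolic ribosome, stress) in WT, and 0.650 (drug efflux, stress) in the mean of the strains.

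Without 1 culture in turn, the limma counts run from 887 to 1973 in WT, 463 to 1618 in cog7Δ, 0 to 623 in nup133Δ (0 without nup133Δ 1, with 970 at an unadjusted p below the threshold), 2215 to 2836 in the mean of the strains, 10 to 390 for cog7Δ against WT, 16 to 140 for nup133Δ against WT, 0 to 2 between the mutants and 8 to 184 by F. By the paper's rule they run from 74 to 124 higher and 111 to 161 lower in WT, 66 to 158 and 51 to 125 in cog7Δ, 23 to 52 and 18 to 53 in nup133Δ, and 33 to 40 and 42 to 76 shared by at least 2 strains. The distance difference runs from 6.07 to 9.89, the RT-qPCR correlation from 0.867 to 0.910 and the promoter percentile from 52.8 to 60.4. No result reversed there.

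Over the same fits the adjusted p of limma's camera runs, in cog7Δ, for ribosome biogenesis 7.00e-27 to 2.56e-14, RNA polymerase I 0.000190 to 0.0286, cytosolic ribosome 1.97e-06 to 0.0524, sulfur amino acids 9.05e-11 to 4.42e-06, respiratory chain 1.86e-09 to 1.62e-06, TCA cycle 0.000414 to 0.00942, metallothioneins 0.00244 to 0.137, glycerol synthesis 0.313 to 0.823, glucose uptake 0.156 to 0.619, COG complex 0.942 to 0.999, Golgi tethering 0.216 to 0.349, drug efflux 0.00331 to 0.0142 and stress genes 0.000468 to 0.0223; in nup133Δ, for acetate 4.78e-07 to 0.00328, peroxisome 0.000497 to 0.550, glyoxylate cycle 0.00474 to 0.0982, alpha-specific genes 0.00118 to 0.104, haploid-specific genes 2.04e-05 to 0.00826, glycerol synthesis 0.863 to 0.9903, glucose uptake 0.0139 to 0.918, Nup84 subcomplex 0.260 to 0.687, nuclear pore 0.247 to 0.405, drug efflux 1.28e-05 to 0.000778 and stress genes 1.01e-08 to 0.00911. In WT it runs for permeases 0.000187 to 0.00578, nitrogen genes 0.000493 to 0.0160, peroxisome 0.0196 to 0.119, cohesin 5.77e-07 to 1.76e-05, cytosolic ribosome 3.51e-18 to 8.36e-10, mitochondrial ribosome 4.74e-18 to 9.34e-11, cell wall 0.000258 to 0.00157, glycerol synthesis 0.0307 to 0.112, glucose uptake 0.202 to 0.441, drug efflux 0.000639 to 0.00511 and stress genes 0.00127 to 0.0376, and in the mean of the strains for drug efflux 0.000516 to 0.00314 and stress genes 9.86e-06 to 0.000802.

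The values that move by over 1.5 times or cross the threshold are, by culture left out, as follows. Without WT 1, WT 1097, cog7Δ against WT 12, nup133Δ against WT 19, F 11, glyoxylate cycle in nup133Δ 0.0511 and rule WT higher 79. Without WT 2, WT 887, nup133Δ 81, cog7Δ against WT 10, nup133Δ against WT 16, F 8, peroxisome in WT 0.119 and rule WT higher 75. Without WT 3, WT 975, nup133Δ 99, cog7Δ against WT 22, nup133Δ against WT 29, F 13, glycerol synthesis in WT 0.0314 and rule WT higher 74. Without cog7Δ 1, cog7Δ 463, nup133Δ 211, cog7Δ against WT 20, rule cog7Δ higher 66, rule cog7Δ lower 75 and shared lower 50. Without cog7Δ 2, cog7Δ 514, cog7Δ against WT 24, F 27, cytosolic ribosome in cog7Δ 0.0524, metallothioneins in cog7Δ 0.137, glycerol synthesis in WT 0.0307, rule cog7Δ higher 90, rule cog7Δ lower 51 and shared lower 42. Without cog7Δ 3, cog7Δ 579, nup133Δ 100, cog7Δ against WT 36, between mutants 2, glycerol synthesis in WT 0.0474 and rule cog7Δ higher 84. Without nup133Δ 1, nup133Δ 0, nup133Δ against WT 19, F 26, glyoxylate cycle in nup133Δ 0.0982, glucose uptake in nup133Δ 0.0139, peroxisome in WT 0.0593, rule nup133Δ higher 23 and rule nup133Δ lower 18. Without nup133Δ 2, nup133Δ 15, cog7Δ against WT 21, nup133Δ against WT 25, F 14, rule nup133Δ higher 28 and rule nup133Δ lower 30. Without nup133Δ 3, nup133Δ 623, cog7Δ against WT 390, nup133Δ against WT 140, F 184, peroxisome in nup133Δ 0.550, glyoxylate cycle in nup133Δ 0.0898, alpha-specific genes in nup133Δ 0.104, peroxisome in WT 0.0633 and rule nup133Δ higher 23.

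With the replicate number as a block, 226 genes differ between cog7Δ and WT, 117 between nup133Δ and WT and 154 by F, in place of 74, 47 and 47. Among the 45 results computed with this block it changed no other call, and of the named genes 6 lost and 10 gained theirs. The numbers are not taken to pair the cultures, as not every pair with the same number deviates together: deviations from the strain means correlate at 0.2875, 0.7172 and 0.2398 for the pairs of cultures 1, at -0.0117, 0.3148 and 0.1986 for cultures 2, and at 0.2935, 0.2969 and 0.2989 for cultures 3. Not every culture correlates best with its own number, a hint from the data and not from the design.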

Differences from the paper's values

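Counts and distances are listed where 1 value is over 1.5 times the other, and log2 ratios where they differ by more than the spread of the cultures or in sign. The thresholds of the counts are those that the paper states. All settings named in the lists were set before the data were examined. The deposited log2 ratios bring every listed value within the paper's. The further settings that do so stand after each group, and the rest of these leave it outside: background subtraction, no background correction, median centring alone, no normalization within arrays, scaling between arrays, Cy5 alone, Cy3 alone, and dim genes left out.

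Strain counts were also computed with the rule in all 3 cultures, the rule on the mean, limma alone, and limma and the mean, which leave outside what they are not named for. The percentage of changed genes in WT (paper 7.7, here 4.56) comes within also with background subtraction, no normalization within arrays and dim genes left out. The percentage of changed genes in nup133Δ (paper 2.9, here 1.68) comes within also with background subtraction, no normalization within arrays and scaling between arrays. Genes raised in at least 2 strains (paper 81, here 45) and genes higher by the rule in nup133Δ (paper 91, here 52) come within also with background subtraction and scaling between arrays. Genes raised only in WT (paper about 180 in Fig. 3, read by eye, here 91) and genes higher by the rule in WT (paper 243, here 124) come within also with background subtraction. Genes raised only in nup133Δ (paper about 33 in Fig. 3, read by eye, here 19) come within also with background subtraction, the rule on the mean and limma alone. Genes lowered only in WT (paper about 150 in Fig. 3, read by eye, here 93) come within also with background subtraction, median centring alone, Cy3 alone, the rule on the mean and limma and the mean. Genes lowered only in nup133Δ (paper about 31 in Fig. 3, read by eye, here 15) come within also with background subtraction, median centring alone, no normalization within arrays, scaling between arrays and limma alone. Genes lower by the rule in nup133Δ (paper 91, here 53) come within also with background subtraction, median centring alone, no normalization within arrays and scaling between arrays.

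For single cultures the values are as follows. The distance of WT 2 and 3 (paper about 33 in Additional file 8, read by eye, here 20.5) and genes higher in cog7Δ 1 (paper 411, here 241) come within also with background subtraction and no normalization within arrays. The distance of nup133Δ 2 and 3 (paper about 45 in Additional file 8, read by eye, here 29.6) comes within also with background subtraction, no background correction, no normalization within arrays, scaling between arrays and Cy3 alone. Genes lower in cog7Δ 1 (paper 303, here 169), genes higher in nup133Δ 1 (paper 453, here 250), genes higher in nup133Δ 2 (paper 83, here 41), genes higher in WT 1 (paper 445, here 181), genes higher in WT 2 (paper 258, here 120) and genes higher in WT 3 (paper 325, here 175) come within also with background subtraction. Genes lower in nup133Δ 2 (paper 78, here 44) come within also with background subtraction, median centring alone, scaling between arrays and Cy3 alone. Genes higher in nup133Δ 3 (paper 141, here 76) come within also with background subtraction and scaling between arrays. Genes lower in nup133Δ 3 (paper 205, here 71) come within also with scaling between arrays. Genes lower in WT 1 (paper 637, here 410) come within also with background subtraction, no background correction, median centring alone, no normalization within arrays and Cy5 alone. Genes lower in WT 2 (paper 267, here 158) come within also with background subtraction and median centring alone.

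For the array values of the RT-qPCR table (Additional file 10), log2 ratios differ as follows. NDJ1 in WT 2 (paper 2.66, here 1.31), NDJ1 in WT 3 (paper 2.51, here 1.48), NDJ1 in cog7Δ 1 (paper 1.76, here 1.09), NDJ1 in cog7Δ 3 (paper 0.93, here 0.48) and UTP9 in cog7Δ 3 (paper 1.82, here 1.76) come within also with background subtraction. NDJ1 in cog7Δ 2 (paper 1.26, here 0.87) comes within also with background subtraction and Cy3 alone. NDJ1 in nup133Δ 3 (paper -1.45, here -0.77) comes within also with background subtraction, no normalization within arrays and scaling between arrays. INA1 in WT 1 (paper -2.12, here -1.75) comes within also with background subtraction and no normalization within arrays. INA1 in WT 2 (paper -2.25, here -1.78) and UTP9 in cog7Δ 2 (paper 1.88, here 1.78) come within with no further setting. INA1 in WT 3 (paper -2.15, here -1.995) comes within also with background subtraction, median centring alone, no normalization within arrays and Cy3 alone. INA1 in nup133Δ 2 (paper 0.05, here -0.065) and RRP3 in WT 1 (paper 0.003, here -0.025) come within also with Cy5 alone. UTP9 in cog7Δ 1 (paper 1.8, here 1.74) comes within also with Cy3 alone.

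For the genes that Additional file 14 marks as changed, the sign here is the paper's in all of them. The paper's rule calls 97 of 127 here in WT, 78 of 110 in cog7Δ and 48 of 67 in nup133Δ. It calls all 127, 110 and 67 with the deposited log2 ratios, 113, 98 and 62 with background subtraction, 100, 82 and 49 with no background correction, 104, 86 and 46 with median centring alone, 99, 92 and 40 with no normalization within arrays, 80, 83 and 55 with scaling, 99, 83 and 48 with Cy5 alone, 99, 79 and 51 with Cy3 alone, and 96, 77 and 44 without dim genes. Of the genes that the paper's text names, the rule does not call FBP1 as lower in cog7Δ here (-0.92, -0.93 and 0.56 in cultures 1, 2 and 3), nor PDH1 (0.94, 0.98 and 1.43), ERR1 (-0.39, 0.90 and 2.05) and ERR2 (-0.48, 0.87 and 2.06) as higher in nup133Δ. All 4 are called with the deposited log2 ratios, FBP1 also with median centring alone, the other 3 also with background subtraction and scaling, PDH1 and ERR2 with Cy3 alone, and PDH1 with no background correction.

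Of genes that the paper names as changed, some pass its rule here but not limma: CUP1-1 (-0.83 ± 0.57, SD, n = 3, limma adjusted p = 0.0641) and CUP1-2 (-0.84 ± 0.54, 0.0620) in cog7Δ, CIT3 (1.70 ± 0.88, 0.0656) and SAG1 (-1.60 ± 0.81, 0.0646) in nup133Δ, and CAR2 (1.02 ± 1.19, 0.193) in WT. Limma calls CUP1-1 and CUP1-2 with median centring alone, the deposited log2 ratios, array weights, without dim genes and without nup133Δ 1, SAG1 and CIT3 with no normalization within arrays, scaling, Cy3 alone and array weights, SAG1 also with median centring alone, CIT3 also without cog7Δ 2, and CAR2, PDH1, ERR1 and ERR2 with array weights. It calls FBP1 without cog7Δ 3. With each chromosome's median subtracted, chosen after seeing the values, it calls CUP1-1 and CUP1-2 too, while of the 110 genes that Additional file 14 marks in cog7Δ it drops 4 and gains 3.

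From the likeness of replicates within WT and within cog7Δ the paper writes that the trajectories of these populations seem convergent and the others more distinct. Here the mean distance within strains has the paper's order, with 32.0 in WT, 33.5 in cog7Δ and 38.2 in nup133Δ. In the tree the WT cultures join each other, while cog7Δ 3 joins nup133Δ 2 (0.82) before any other cog7Δ culture. The paper describes a rise of genes linked to glucose uptake and a fall of those for glycerol and amino acid synthesis. Here the glucose list passes in no strain, and its members go both ways, HXT6 rising (1.32 ± 0.22) and HXT2 falling (-1.60 ± 0.17) in WT. It passes in nup133Δ without nup133Δ 1 (limma's camera, adjusted p = 0.0139). The glycerol list does not pass in WT by camera (0.0559) but does by fry (0.00392), and GPD1, GPP1 and GPP2 fell there. By camera it passes with background subtraction, median centring alone, no normalization within arrays, scaling, Cy3 alone, array weights and separate fits, and without WT 3, cog7Δ 2 or cog7Δ 3. Of the amino acid lists that of sulfur fell by camera in cog7Δ and nup133Δ, and with an estimated correlation it passes in neither (adjusted p = 0.836 and 0.542), while in nup133Δ those of lysine and histidine (0.29) and of aromatic amino acids (0.29) rose by camera (adjusted p = 0.0367 and 0.0123; 0.542 for both with an estimated correlation). The paper finds peroxisome genes enriched among the shared raised genes, and here this list averages 0.15 in the mean of the strains (camera, adjusted p = 0.400), with 13 members that rose and 5 that fell.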

Other observations

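The tests of the HOG1, URE2 and WHI2 mutations, with GPP2 or without, were chosen only after the result was seen.

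Drug export fell in WT and cog7Δ as well as in nup133Δ. SNQ2, which encodes a multidrug pump, fell in WT (-1.94 ± 0.35, limma adjusted p = 0.000225, log2 ratio ± SD, n = 3). Of 14 drug efflux genes 1 rose, 9 fell and 4 did not pass, with 1 up and 9 down adjusted over the list alone in WT (list mean -1.07 ± 0.34, limma's camera, adjusted p = 0.00152, and adjusted p = 0.574 with an estimated correlation), and 1 rose, 7 fell and 6 did not pass, with 1 up and 7 down adjusted over the list alone in cog7Δ (list mean -0.75 ± 0.19, limma's camera, adjusted p = 0.00712, and adjusted p = 0.836 with an estimated correlation). In cog7Δ stress-induced genes fell too: of 25 genes 1 rose, 9 fell and 15 did not pass, with 1 up and 13 down adjusted over the list alone (list mean -0.56 ± 0.15, limma's camera, adjusted p = 0.00234, and adjusted p = 0.858 with an estimated correlation). Of these, the 21 that lie outside chromosomes V, VIII and XI, each raised as a whole in 2 of the 3 cog7Δ cultures, average -0.71, and all 14 drug efflux genes lie outside them. The formate dehydrogenase gene FDH2 rose in cog7Δ (2.10 ± 0.41, limma adjusted p = 0.00709) and in nup133Δ (1.98 ± 0.38, limma adjusted p = 0.0284).

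In nup133Δ, glycolysis genes tended downward. ENO1, which encodes an enolase, fell (-1.57 ± 0.43, limma adjusted p = 0.0304), and of 21 glycolysis genes 0 rose, 2 fell and 19 did not pass, with 0 up and 6 down adjusted over the list alone (list mean -0.43 ± 0.22, limma's camera, adjusted p = 0.000480, and adjusted p = 0.542 with an estimated correlation). Of 16 genes of the phosphate response 0 rose, 3 fell and 13 did not pass, with 0 up and 4 down adjusted over the list alone (list mean -0.21 ± 0.11, limma's camera, adjusted p = 0.00683, and adjusted p = 0.508 with an estimated correlation), while of 10 histone genes 0 rose, 0 fell and 10 did not pass, with 0 up and 0 down adjusted over the list alone (list mean 0.35 ± 0.19, limma's camera, adjusted p = 0.00683, and adjusted p = 0.508 with an estimated correlation) and of 14 cohesin and microtubule genes 3 rose, 0 fell and 11 did not pass, with 7 up and 0 down adjusted over the list alone (list mean 0.40 ± 0.21, limma's camera, adjusted p = 0.000110, and adjusted p = 0.508 with an estimated correlation). Respiratory genes tended downward in WT, where of 39 genes 1 rose, 9 fell and 29 did not pass, with 1 up and 9 down adjusted over the list alone (list mean -0.39 ± 0.15, limma's camera, adjusted p = 0.000880, and adjusted p = 0.574 with an estimated correlation). Purine synthesis genes did too, where of 12 genes 0 rose, 5 fell and 7 did not pass, with 1 up and 6 down adjusted over the list alone (list mean -0.36 ± 0.18, limma's camera, adjusted p = 0.0262, and adjusted p = 0.6997 with an estimated correlation).

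The paper's mutation tables give HOG1 mutations, in the kinase that switches on glycerol synthesis, in WT 1, WT 2 and cog7Δ 1. As a hypothesis, they may lower the genes of glycerol synthesis. The list averaged -1.02, -1.08 and -0.45 in these cultures, and -0.85 over them against -0.12 over the other 6 (exact permutation, one-sided p = 0.0238 over 84 splits). After correction for the 3 hypotheses it does not pass (adjusted p = 0.0714). One of the 4 genes, GPP2, lies on chromosome V, which is raised as a whole in cog7Δ 1 and 2. With it left out the list averages -0.92 over the mutated cultures and -0.26 over the others (exact permutation, one-sided p = 0.0119, adjusted p = 0.0357 with members on V, VIII and XI left out of all 3 lists), and WT 3, for which no such mutation is listed, stands at -0.64 against -0.78 in cog7Δ 1, in place of -0.60 and -0.45. The call thus depends on this gene, and since 2 of the 3 mutated cultures are WT, strain and mutation are not separated.

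URE2, which holds back genes for poor nitrogen sources, is truncated in WT 2 according to the paper, and a hypothesis is that this may raise those genes. The 29 nitrogen catabolite-repressed genes averaged 0.45 in WT 2 and 0.43 in the other cultures, which ranks WT 2 at 5 of 9, below WT 1 (0.58) and WT 3 (1.01), for which none is listed. An effect of the URE2 truncation cannot be told apart from none, as it is in 1 culture and the genes go both ways, with 14 that rose and 5 that fell in WT.

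WHI2, for a factor of the general stress response, is mutated in nup133Δ 1 and 2 according to the paper, and a hypothesis is that this may lower stress-induced genes. The 25 genes averaged -1.13 and -0.59 there, -0.86 over both against -0.51 over the other 7 cultures (exact permutation, one-sided p = 0.0833 over 36 splits, adjusted p = 0.125). An effect of WHI2 cannot be told apart from none, as a pair of cultures is few and nup133Δ 2 lies within the range of cultures without the mutation.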
